# PCGF1-PRC1 links chromatin repression with DNA replication during hematopoietic cell lineage commitment

**DOI:** 10.1038/s41467-022-34856-8

**Published:** 2022-11-28

**Authors:** Junichiro Takano, Shinsuke Ito, Yixing Dong, Jafar Sharif, Yaeko Nakajima-Takagi, Taichi Umeyama, Yong-Woon Han, Kyoichi Isono, Takashi Kondo, Yusuke Iizuka, Tomohiro Miyai, Yoko Koseki, Mika Ikegaya, Mizuki Sakihara, Manabu Nakayama, Osamu Ohara, Yoshinori Hasegawa, Kosuke Hashimoto, Erik Arner, Robert J. Klose, Atsushi Iwama, Haruhiko Koseki, Tomokatsu Ikawa

**Keywords:** Leukopoiesis, Nucleosomes, Gene silencing

## Abstract

Polycomb group proteins (PcG), polycomb repressive complexes 1 and 2 (PRC1 and 2), repress lineage inappropriate genes during development to maintain proper cellular identities. It has been recognized that PRC1 localizes at the replication fork, however, the precise functions of PRC1 during DNA replication are elusive. Here, we reveal that a variant PRC1 containing PCGF1 (PCGF1-PRC1) prevents overloading of activators and chromatin remodeling factors on nascent DNA and thereby mediates proper deposition of nucleosomes and correct downstream chromatin configurations in hematopoietic stem and progenitor cells (HSPCs). This function of PCGF1-PRC1 in turn facilitates PRC2-mediated repression of target genes such as *Hmga2* and restricts premature myeloid differentiation. PCGF1-PRC1, therefore, maintains the differentiation potential of HSPCs by linking proper nucleosome configuration at the replication fork with PcG-mediated gene silencing to ensure life-long hematopoiesis.

## Abstract (web summary)

Here the authors show that a Polycomb Repressive Complex 1 (PRC1) containing PCGF1 prevents excessive loading of transcriptional activators and chromatin remodelers on nascent DNA, allowing proper deposition of nucleosomes immediately after the passage of the DNA replication fork to optimize downstream chromatin configurations in hematopoietic stem and progenitor cells (HSPCs).

## Introduction

Polycomb group (PcG) proteins are epigenetic modifiers that play a role to maintain the cellular identities of hematopoietic cells during their differentiation by optimizing the expression of developmental- and differentiation-related genes^1–4^. Chromatin repression by PcG factors is mediated by at least two distinct PcG complexes, namely, Polycomb repressive complexes-1 and −2 (PRC1 and 2)^5^. PRC1 mediates mono-ubiquitination of histone H2A at lysine 119 (H2AK119ub1) via the activities of the E3 ubiquitin ligases RING1A and RING1B^6^. On the other hand, PRC2 mediates trimethylation of histone H3 at lysine 27 (H3K27me3) via the activities of the histone methyltransferases EZH1/2, in association with PRC2 core factors EED and SUZ12^7,8^. To enable timely activation or inactivation of PcG target genes during development and differentiation, PcG proteins are in general counteracted by gene activation programs mediated by the Trithorax group (TrxG) of proteins^9–12^. TrxG complexes also consist of two main subgroups, the COMPASS (complex of proteins associated with Set1) and the SWI/SNF (switching/sucrose non-fermenting) chromatin remodelers, which exhibit mutually overlapping functions. COMPASS regulates mono-, di- and trimethylation of histone H3 lysine 4 (H3K4) and thereby facilitates active transcription, while SWI/SNF regulates ATP-dependent chromatin remodeling mediated by BRG1, which is an ATPase subunit from the SNF2 family^9^. As TrxG factors also play key roles in normal as well as malignant hematopoiesis^9,13–17^, TrxG could contribute to the regulation of PRC-dependent chromatin repression to facilitate proper differentiation of hematopoietic cells.

The hematopoietic system originates from hematopoietic stem cells (HSCs)^18^, which give rise to multipotent hematopoietic progenitor cells (HPCs) during early hematopoiesis. These HPCs, in turn, generate large pools of committed progenitor/precursor cells^19^. Furthermore, HSCs and HPCs undergo multiple divisions during which some of these cells acquire lineage-specific programs and proceed to commitment. Importantly, to maintain the correct differentiation potential of hematopoietic stem/progenitor cells (HSPCs), PRC-dependent chromatin repression must be restored after each cycle of DNA/chromatin replication during the S-phase^20^. Indeed, previous studies revealed that PRC1 is associated with the replication fork during DNA/chromatin replication^21–23^. However, the precise mechanism(s) by which PRC1 maintains a repressive chromatin state beyond successive DNA/chromatin replication is not well understood.

PRC1 forms at least six different sub-complexes, incorporating six alternative PCGF (Polycomb group ring fingers, PCGF 1 to 6) proteins^24^, and it is expected that one or more of these sub-complexes should be involved in mediating chromatin repression. Consistent with this notion, previous studies have linked a variant PRC1 complex containing PCGF1 (PCGF1-PRC1), RING1A or B, KDM2B (lysine demethylase 2B), and BCOR (BCL6 corepressor) with PcG-mediated gene repression in embryonic stem cells (ESCs)^25,26^. Mechanistically, KDM2B recognizes unmethylated CpG islands via its CXXC-motif and recruits PCGF1-PRC1 to target genes. Furthermore, H2AK119ub1, mediated by PCGF1-PRC1, facilitates recruitment of PRC2 and, in turn, deposition of H3K27me3^5,25^. Local H3K27me3 recruits canonical PRC1 (cPRC1) that contains PCGF2 (MEL18) or PCGF4 (BMI1). The cPRC1 mediates condensation of chromatin^27^ and establishes transcriptionally repressive states. This interplay between PCGF1-PRC1 and cPRC1 indicates that PCGF1-PRC1 should function upstream of cPRC1.

Intriguingly, however, the situation appears to be different in hematopoiesis than in ESCs. Indeed, it has been shown that PCGF4 (BMI1), a cPRC1 component, is essential in the maintenance of the self-renewal capacity of HSCs^28,29^ by suppressing the cell cycle regulator INK4A/ARF^30^ and inhibiting premature activation of B cell master regulators such as PAX5 and EBF1^4^. Interestingly, depletion of PCGF1-PRC1 components, such as BCOR^31,32^ or KDM2B^33,34^, does not affect the self-renewal capacity of HSCs, but instead skews the differentiation of HPCs into the myeloid lineage. In addition, BCOR suppresses leukemic transformation of HSPCs^31,32^, whereas PCGF4 facilitates maintenance of leukemic stem cells^29,35^. Therefore, the interplay between PCGF1-PRC1 and cPRC1 observed in ESCs may not occur during normal hematopoiesis, indicating the presence of yet unknown mechanisms by which PCGF1-PRC1 mediates gene repression in hematopoietic cells^36^.

It is also important to note that the findings based on perturbation of *Bcor* or *Kdm2b* may not wholly reflect the function of PCGF1-PRC1, as BCOR and KDM2B are known to form complexes, not only with PCGF1-PRC1 but also with non-PcG proteins such as BCL6 and SKP1, respectively. In contrast, PCGF1 is preferentially incorporated into the PCGF1-PRC1 complex and requires RING1A/B for target binding in ESCs^37^. Consistent with this observation, it was reported that PCGF1 co-purified mainly with PcG-related factors^24^. We, therefore, generated a conditional *Pcgf1* mutant allele (*Pcgf1*-cKO) to directly evaluate the role of PCGF1-PRC1 during early hematopoiesis (Supplementary Fig. 1c). We found that *Pcgf1* deletion promotes precocious myeloid differentiation of HSPCs and suppresses lymphoid potential. Consistent with this observation, PCGF1-PRC1 and PRC2 bind to and down-regulate myeloid genes. Intriguingly, although PCGF1-PRC1 facilitates H3K27me3 deposition at target genes, binding of PRC2 components is unaffected by *Pcgf1* depletion, indicating that PCGF1 suppresses target genes via other mechanisms. Supporting this idea, our proteomics analysis revealed that PCGF1 localizes at the replication fork together with proteins associated with the replication machinery and prevents excessive loading of the BRG1 chromatin remodeler on nascent DNA. PCGF1-PRC1, thereby, plays a role to deposit nucleosomes immediately after the passage of a replication fork and this function of PCGF1-PRC1 is required for inheritance of proper chromatin conformation following DNA replication. Given that PRC2-mediated H3K27me3 also depends on proper nucleosome configuration^38,39^, this function of PCGF1-PRC1 could, in turn, influence the efficiency of H3K27me3 deposition. Taken together, our studies reveal a role of PCGF1-PRC1 to repress premature differentiation of HSPCs into the myeloid lineage by regulating PRC2-mediated H3K27me3 via a replication-coupled mechanism.

## Results

### PCGF1-PRC1 represses precocious activation of the myeloid program in HSPCs

As described above, PRC1 plays critical roles for regulation of HSPC homeostasis^1^. Consistent with this notion, *Pcgf1* is expressed in HSPCs and hematopoietic cells at different HSPC stages. We found that the highest level of *Pcgf1* is observed in the multipotent progenitor (MPP) 1 stage (Supplementary Fig. 1a, b)^40^. To determine the role of PCGF1 during hematopoiesis, we took advantage of a bone marrow (BM) transplantation system, in which BM cells of Cre-ERT2:*Pcgf1*^fl/fl^ (PCGF-deficient) or Cre-ERT2 (control) mice are transplanted into a recipient mouse after lethal irradiation. *Pcgf1* deletion in donor cells (Cre-ERT2:*Pcgf1*^fl/fl^) was induced by intraperitoneal injection of tamoxifen 4 weeks after transplantation (Fig. 1a) and the mice were analyzed at 8 weeks after tamoxifen treatment. We confirmed by genomic PCR that exons 2-7 of the *Pcgf1* gene were efficiently deleted in hematopoietic cells in the tamoxifen treated mice (Fig. 1b, Supplementary Fig. 1c). As expected, *Pcgf1* transcript level was markedly reduced in lymphoid-primed multipotent progenitors (LMPPs) (Supplementary Fig. 1d).

**Fig. 1:**
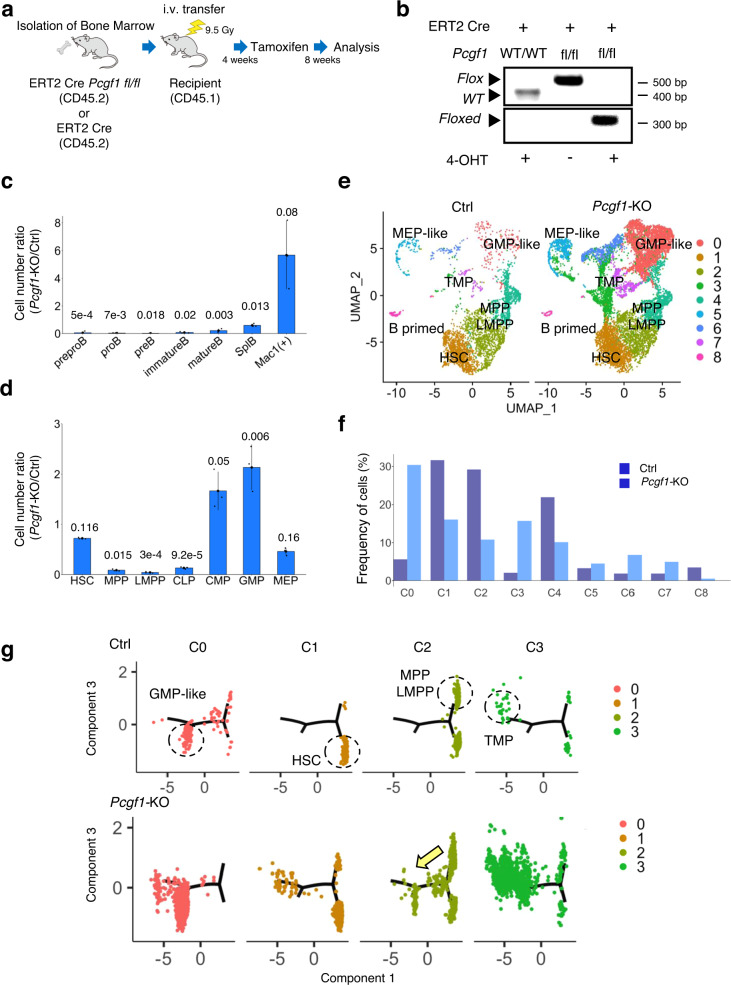
PCGF1 represses ectopic myeloid differentiation in early hematopoiesis. **a** Schematic representation of the experimental procedure. Briefly, 1×10^6^ bone marrow (BM) cells from ERT2-Cre;*Pcgf1*^fl/fl^ or ERT2-Cre mice, both on a CD45.2 background, were transplanted into 9.5 Gy irradiated CD45.1 recipient mice. Bone marrow chimeras were treated with Tamoxifen at 4 weeks after transplantation and subjected to various analyses at 8 weeks after Tamoxifen administration. **b** Induced deletion of *Pcgf1* exons 2 to 7 in LSKs of ERT2 Cre *Pcgf1*^fl/fl^ mice by 4-OHT treatment. Floxed, floxed *Pcgf1* allele. **c** Defects in B lineage development in BM (preproB – mature B) and spleen (SplB) of mice reconstituted with *Pcgf1*-KO cells. On the other hand, myeloid cells [Mac 1 (+)] were expanded. **d** Marked reduction of lymphoid-primed multipotent progenitor cells and increase of granulocyte macrophage progenitors in BM reconstituted with *Pcgf1*-KO cells. HSC: hematopoietic stem cells, MPP: multipotent progenitors, LMPP: lymphoid-primed multipotent progenitors, CMP: common myeloid progenitors, GMP: granulocyte macrophage progenitors, MEP: megakaryocyte-erythroid progenitors, and CLP: common lymphoid progenitors. Procedures to identify respective fractions in **c**, **d** are shown in Supplementary Fig. 1g, h, i. Bar graphs in **c** and **d** represent mean ± standard deviation (SD) of rations of cell numbers (*Pcgf1*-KO/Ctrl) derived from independent biological triplicates. The numbers on the graph are *p*-values between the control and *Pcgf1-KO* calculated with the Welch’s two-sided *t* test. **e** Changes in differentiation paths of LSK (Lin^-^c-Kit^+^Sca-1^+^) cells in *Pcgf1*-KO revealed by single cell RNA-seq (scRNA-seq) analysis. Control (Ctrl) and *Pcgf1*-KO LSK cells were stratified into 9 clusters as illustrated by the UMAP plot. By comparing these data with publicly available data for HSPCs, cellular properties of respective clusters were annotated. TMP: Transitional myeloid progenitors. **f** Bar graphs comparing the frequency of cells in each cluster shown in **e** between control (Ctrl) and *Pcgf1*-KO. **g** An inferred pseudo-time trajectory of each cluster defined in **e**. GMP-like cells, HSCs, MPPs/LMPPs and TMPs are expected to be enriched on the trajectory as indicated by dotted circles in the control. Premature differentiation paths of HSPCs toward TMPs and GMP-like cells are expected to be activated in *Pcgf1*-KO.

We noted that the total number of BM cells and splenocytes in the recipient mice reconstituted with *Pcgf1*-KO BM was decreased, while the number of thymocytes was unaffected (Supplementary Fig. 1e,f). Strikingly, *Pcgf1*-deficient BM cells failed to efficiently generate the B cell lineage (Fig. 1c, Supplementary Fig. 1g), while the mature myeloid cell population in the BM was expanded (Fig. 1c, Supplementary Fig. 1g). Furthermore, analysis of HSPCs in *Pcgf1*-KO BM revealed significant reduction in both frequency and number of MPPs, LMPPs^41^ and common lymphoid progenitors (CLPs), all of which possess lymphoid potential. The number of HSCs, however, barely changed. In contrast, granulocyte monocyte progenitors (GMPs) were significantly increased (Fig. 1d, Supplementary Fig. 1h, i). Collectively, these results indicate that differentiation of *Pcgf1*-KO HSPCs is biased toward the myeloid lineage.

To further elucidate the changes in the differentiation dynamics of HSPCs in the *Pcgf1*-KO, we performed single cell (sc) RNA-sequencing using lineage-marker negative (Lin^-^)Sca-1^+^c-kit^+^ (LSK) cells from BM of Cre-ERT2 (control) or Cre-ERT2:*Pcgf1*^fl/fl^ mice (Fig. 1a). We used 3155 control and 7854 *Pcgf1*-KO single cells and identified nine major clusters (C) based on dimension reduction by UMAP (Uniform Manifold Approximation and Projection)^42^ (Fig. 1e). Functional annotation of respective UMAP clusters was performed by comparing our results with previously reported HSPC gene expression profiles^43^ (Supplementary Fig. 1j). These analyses enabled us to assign C0, C1, C2/4, and C5 to GMP-like, HSCs, MPP/LMPP, and MEP-like cells, respectively (Fig. 1e). We could not annotate C3, C6, C7, and C8 clusters by this comparison. However, as analysis of marker genes revealed strong expression of myeloid genes in C3, C6, and C7 (Supplementary Fig. 1k), we regarded them as transitional myeloid progenitors (abbreviated TMP hereafter). In addition, the C8 cluster could be designated as B lineage progenitors according its gene expression pattern. We could annotate more than 80% of the control LSK cells as HSC or MPP/LMPP (Fig. 1e, f), as expected. Interestingly, while we could barely detect GMP-like or MEP-like cells in the control, *Pcgf1*-ablated cells showed an increase in GMP-like cells (C0), and TMPs (C3, C6 and C7) (Fig. 1e, f). In contrast, the frequency of HSC (C1), MPP/LMPP (C2 and C4) and B-primed cells (C8) decreased in *Pcgf1*-KO LSK cells (Fig. 1f).

Next, we inferred pseudo-time differentiation trajectories of LSK cells by using Monocle^44^, and assigned respective clusters on the trajectories to infer LSK differentiation paths (Fig. 1g, Supplementary Fig. 1k, l). In control cells, the C1 cluster was allocated to the end of lower right branch of a tree-like trajectory, while the C2 cluster was allocated to the lower and upper ends of the right branches. In contrast, cells in the C0 or the C3 cluster were allocated to the lower or upper left ends, respectively. As HSCs were enriched in C1, we assigned the right lower area occupied by C1 cells as the root state. From the root state, we inferred the directions for MPP/LMPPs, GMP-like and TMPs, radiating to the right upper, left lower, and left upper directions, respectively. In the *Pcgf1*-KO, a considerable fraction of cells in the C1, C2 or C4 clusters were positioned at the area designated for GMP-like cells and TMPs. Furthermore, we found a sequential lineage differentiation path from MPP/LMPP to GMP-like cells in C2 and C4 that was not detected in control cells. These results indicated that HSCs and MPP/LMPPs ectopically and/or prematurely acquire myeloid properties in the *Pcgf1*-KO. Taken together, we conclude that PCGF1 suppresses premature activation of myeloid programs in HSPCs to avoid ectopic differentiation of TMPs and reciprocal exhaustion of lymphoid cells.

### Establishment of *Pcgf1*-KO multipotent progenitor cell lines

Next, we sought to clarify the molecular mechanism by which PCGF1 regulates HSPC cell fate. However, the heterogeneity of HPCs and their propensity to rapidly differentiate into lineage committed progenitors make epigenetic analysis problematic in these cells. To circumvent this problem, we captured a subset of HPCs in ex vivo culture, following a method that we have described previously^45^. In brief, we isolated LSKs from mice that harbor a conditional mutation in *Pcgf1* or in other PRC1 components^32,46,47^. We then expressed Id3 (inhibitor of DNA binding 3), which suppresses HPC lineage commitment by inhibiting the master regulator E2A (transcription factor 3: TCF3)^45,48^. To establish immortalized cell lines, we cultured these LSKs under B cell differentiation conditions by supplementing the media with SCF, IL-7 and Flt3-L and using TSt-4 stromal cells as feeders. Of note, such Id3-induced HPCs (hereafter called IdHPCs) possess the potential to generate T, B and myeloid cells in vivo^45^, similar to LMPPs, and have a surface phenotype identical to LMPPs (Flt3^+^/CD34^+^, Supplementary Fig. 2a). These cells, therefore, can be utilized as a substitute for LMPPs^45,48^.

### PCGF1-PRC1 down-regulates a group of genes related to myeloid differentiation

We found that PCGF1 was efficiently depleted in IdHPCs after 4 days of 4-OHT treatment (Supplementary Fig. 2b) and that *Pcgf1-KO* IdHPCs showed a modest but significant decrease in proliferation capacity (Supplementary Fig. 2c). *Pcgf1* depletion, however, did not perturb the levels of RING1B, H2AK119ub1, SUZ12, or H3K27me3 (Supplementary Fig. 2b), or of surface markers of IdHPCs (CD34^+^ Flt3^+^LSK) (Supplementary Fig. 2a). Next, we explored the genome-wide distribution of PCGF1, RING1B and H3K27me3 in IdHPCs. As there is no commercially available chromatin immunoprecipitation (ChIP)-grade antibody to PCGF1, we expressed an exogenous 3xFLAG-tagged PCGF1 in *Pcgf1*-KO IdHPCs and performed ChIP analysis using an anti-FLAG antibody. 3xFLAG-PCGF1 was predominantly enriched at CGI-containing gene promoters (Supplementary Fig. 2d). In particular, we identified 1574 genes with PCGF1 peaks around their promoter regions (hereafter described as PCGF1 target genes)(Fig. 2a). Furthermore, as we were aware that assays based on exogenous genes are sometimes problematic, we generated IdHPCs that harbor endogenous TY1-tagged PCGF1 (Supplementary Fig. 2e, f) and conducted ChIP-seq for TY1-tagged PCGF1. In this case, the binding pattern of endogenous TY1-tagged PCGF1 was very similar to exogenous 3xFLAG-tagged PCGF1 (Fig. 2b). Importantly, 82% of the PCGF1 target genes were co-occupied by RING1B, representing the targets of the PCGF1-PRC1 complex (Fig. 2a). Intriguingly, when we examined the overlap of PCGF1-PRC1 bound genes with H3K27me3, we found only a 37% overlap (Fig. 2a). This uncoupling of the majority of PCGF1-PRC1 bound genes from H3K27me3 (RING1B^+^H3K27me3^-^) in IdHPCs represents a marked contrast with ESCs, in which the RING1B^+^H3K27me3^-^ fraction is barely detected (Supplementary Fig. 2g)^25,47^.

**Fig. 2:**
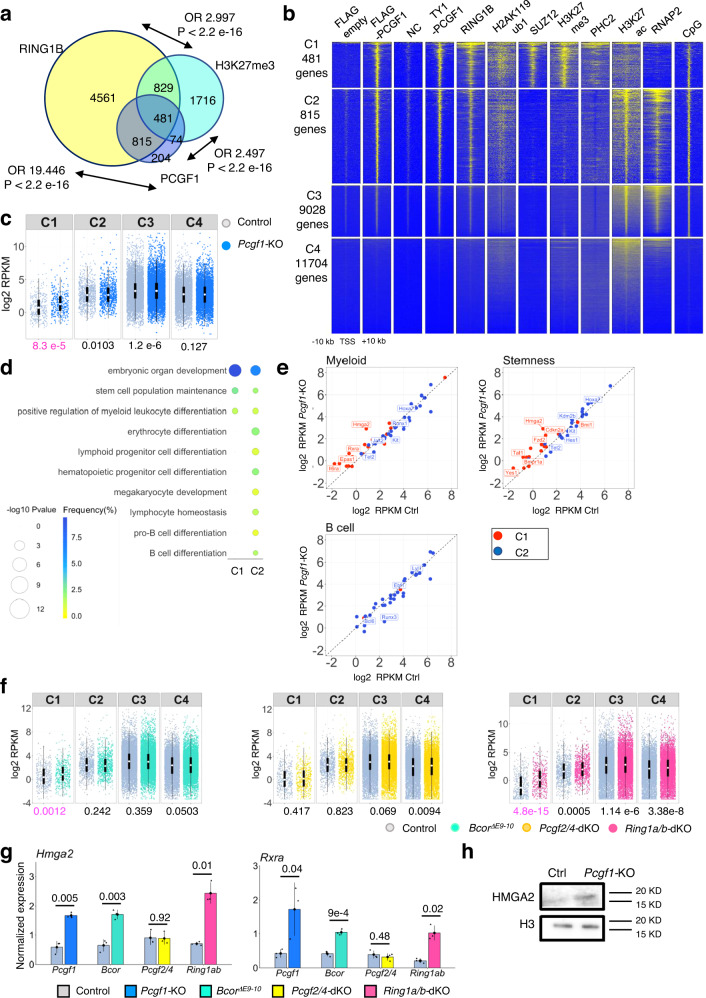
Repressive role of PCGF1 for a subset of PCGF1-PRC1 target genes in IdHPCs. **a** Considerable overlap of genes bound by exogenous PCGF1, RING1B and H3K27me3 in IdHPCs. Odds ratio (OR) for each overlap is shown with the *p*-value estimated by Fisher’s exact test (two-sided) without adjustment of multiple comparisons. **b** Heatmap of ChIP-seq signals for indicated antibodies and distribution of unmethylated CpG dyads (CpG) across TSS ( ± 10 kb) in IdHPCs. Representative data of two biologically independent experiments are shown except for the negative control for FLAG-PCGF1, which was obtained from a single experiment. **c** Box plot of gene expression in each cluster in control and *Pcgf1*-KO IdHPCs. Data in graphs represent average for two biologically independent experiments. The center white circle indicates a median value and the boxes indicate 25th to 75th percentile. *p*-values calculated with the Wilcoxon signed rank test are shown. RPKM: Reads Per Kilobase of exon per Million. Low abundance genes (CPM < 1 across all samples) were excluded. **d** Gene ontology (GO) analysis for PCGF1 target genes. Selected GO terms for C1 and C2 are shown. Odds ratio and *p*-values are estimated by clusterprofiler^75^. **e** Gene expression changes of “Myeloid”, “Stemness”, and “B cell” related genes in *Pcgf1*-KO IdHPCs. Data in graphs represent mean for two biologically independent experiments. Red and blue dots denote C1 and C2 genes, respectively. **f** Box plot for gene expression in each cluster in *Bcor*^ΔE9-10^ (green), *Pcgf2/4*-dKO (yellow), and *Ring1a/b*-dKO (red) IdHPCs with respective controls (light blue). Data in graphs represent mean for two biologically independent experiments. The center circle indicates a median value and the boxes indicate 25th to 75th percentile. *p*-values calculated with the Wilcoxon signed rank test are shown. **g** Up-regulation of *Hmga2* and *Rxra* in *Pcgf1-KO*, *Bcor*^ΔE9-10^ and *Ring1a/b*-dKO, but not in *Pcgf2/4*-dKO as shown by RT-qPCR analysis. Data represent mean ± SD of three independent experiments. *p*-values between the control and respective mutants calculated with the Welch’s two-sided *t* test are shown. **h** Up-regulation of HMGA2 in *Pcgf1-*KO IdHPCs shown by immunoblot. Data shown in the blot are representative of two independent experiments.

We sub-divided the genes bound by PCGF1-PRC1 into two groups, namely, PCGF1^+^RING1B^+^H3K27me3^+^ (Cluster 1, or C1), and PCGF1^+^RING1B^+^H3K27me3^-^ (Cluster 2, or C2) and further classified the rest of the genes as Cluster 3 (C3): PCGF1^lo^RING1B^lo^H3K27me3^-^CpG^+^ and Cluster 4 (C4): PCGF1^-^RING1B^-^H3K27me3^-^ CpG^-^ based on local levels of the CpG signal (Fig. 2b). To compare the chromatin features between C1 and C2 genes, we examined the distribution of H2AK119ub1, SUZ12 (a PRC2 component), PHC2 (a canonical PRC1 component), H3K27ac, and RNA polymerase II (RNAPII) (Fig. 2b). H3K27me3, SUZ12 and PHC2 were enriched only at C1 genes, while PCGF1, RING1B, and H2AK119ub1 were enriched at both C1 and C2 genes. In contrast, active chromatin marks such as H3K27ac and RNAPII were enriched in C2 (Fig. 2b). These results indicated that C1 genes could be the main targets of PcG-mediated gene repression. Indeed, by performing RNA-seq, we observed that the expression levels of C1 genes were significantly lower than those of C2, C3 and C4 (Fig. 2c).

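RNA-seq of IdHPCs covered 2 control (*Pcgf1* fl/fl) and 2 *Pcgf1*-KO libraries. PCGF1 was depleted in IdHPCs by treatment with 4-OHT for 4 days. The paper does not state how the control IdHPCs of the RNA-seq were treated. In its experiment with BRG1 degradation the control IdHPCs received EtOH in place of 4-OHT. IdHPCs are LSK-derived progenitors that are held in culture by Id3 and grown on TSt-4 stromal cells as feeders. The authors sequenced poly(A) RNA, aligned the reads to mm9 with HISAT2, counted them with Rsubread and deposited CPM. Although the methods describe counts summarized per gene, the deposited table lists 284716 exons under 23284 gene symbols, and an exon that belongs to several transcripts stands in it once for each. Of the 220394 exons with reads in any library, 58624 (26.6%) held exactly the values of the exon listed before them. Exons identical to their neighbor were therefore counted once and the exons of each symbol were summed, a choice made after the structure of the table was seen and before any comparison of genotypes. The CPM kept the authors' denominator, which is the number of reads over all listed exons. All values (100%) were whole multiples of 1 read, so the counts on each exon could be recovered, given here as reads. A read that spans exons stands in more than 1 of these counts if the authors' counting allowed it, which the methods do not state. Distinct exons held 23710365 reads in control 1 and 25302206 in control 2, against 20742554 in *Pcgf1*-KO 1 and 15722759 in *Pcgf1*-KO 2. In *Pcgf1*-KO 2 the median gene, over 5384 well covered genes, also had 33.1% of its reads on the exon at its 3′ end. This median share lay between 22.3% and 23.6% in the other 3 libraries. Differences were tested with limma on log2(CPM + 1) with a mean-variance trend, over the 12273 genes with a CPM of 1 or more in at least 1 of the 4 libraries, and fold changes on this scale understate the change of low genes. *Pcgf1* itself had 8.14 and 7.22 CPM in the controls (266 and 252 reads) and 2.49 and 3.91 CPM in the *Pcgf1*-KO libraries (71 and 83 reads). Its log2 fold change over the whole gene was -1.07 (standard error 0.30, adjusted p = 0.125 from limma with Benjamini-Hochberg adjustment), with both *Pcgf1*-KO libraries below both controls.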

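Supplementary Data 1 lists 481 C1 and 815 C2 genes, of which 481 and 812 were matched to a symbol of the expression table and 314 and 771 were expressed above the filter. In control IdHPCs the median over genes of log2(mean CPM + 1) was 2.47 for C1 (quartiles 1.25 and 3.78) and 4.69 for C2 (quartiles 3.44 and 5.84). The difference of the medians was -2.22 on the log2 scale (permutation test of the cluster labels across genes with 100000 resamples, 2-sided, p = 1e-05, the smallest p these resamples can give). Genes are the units of this test, so the p describes these 2 libraries. The median C1 gene had 4.46 CPM in control 1 and 4.76 in control 2, and the median C2 gene had 24.1 and 25.4, so that the distance between the clusters was far larger than the spread between the replicates. When genes below the filter were kept, the difference widened to -3.16. When CPM was divided by the exon length in kb, closer to the RPKM of Fig. 2c, it was -1.57. C3 and C4 were not analysed here.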

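With limma and Benjamini-Hochberg adjustment at an adjusted p under 0.05, 33 genes were higher and 32 were lower in *Pcgf1*-KO IdHPCs than in control IdHPCs (2 libraries against 2). At an unadjusted p under 0.05, 1126 genes were higher and 654 were lower. The number of calls changed with the test and the filter. On the recovered reads edgeR's exactTest, which the methods name, called 466 genes up-regulated and 163 down-regulated, with all 33 and 32 genes among them, whereas limma without a filter on low genes called 0 in each direction (1996 genes at an unadjusted p under 0.05). The largest rises among the called genes were those of *Ngfr* (log2 fold change 2.14, standard error 0.31), *Ccl9* (2.095, standard error 0.28) and *Ccl2* (2.09, standard error 0.32). *Ngfr* rose from 15.9 and 7.88 CPM in the controls to 55.9 and 50.5 CPM (adjusted p = 0.0204 from limma with Benjamini-Hochberg adjustment). The largest falls were those of *Gbp8*, *Gbp4* and *Nlrp3*. *Nlrp3* fell from 22.0 and 26.8 CPM to 0.351 and 0.376 CPM, a log2 fold change of -4.21 (standard error 0.28, adjusted p = 1.48e-04 from limma with Benjamini-Hochberg adjustment). *Gbp8* fell from 904 and 1896 reads to 7 and 17 reads. *Gbp4* had 637 and 1082 reads in the controls and 1 and 0 reads in the *Pcgf1*-KO libraries, at least 205-fold lower. *Gbp4* and *Gbp8* belong to a family of near-identical neighboring genes between which the counting could have split reads, so the level of each of them is uncertain.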

Upon ablation of *Pcgf1* in IdHPCs, 323 genes were up-regulated, and 72 were down-regulated (Supplementary Fig. 2i). As expected, up-regulated genes were enriched with C1 (Fig. 2c, Supplementary Fig. 2i, j). 

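C1 held 3 of the up-regulated genes, which is 0.955% of its tested members, whereas 0.251% of all other tested genes were called, an odds ratio of 3.84 (Fisher's exact test, 2-sided, p = 0.0515). With the calls of edgeR's exactTest the odds ratio was 4.46 (Fisher's exact test, p = 4.24e-14), and over the 9 alternative settings that gave one, 1 of them chosen after the data were seen, it lay between 4.11 and 7.02, each with a p under 0.05. As a list, the C1 genes rose by a median log2 fold change of 0.41 (limma's camera with a preset correlation of 0.01, Benjamini-Hochberg adjusted over 5 lists, adjusted p = 1.68e-08), and 229 of the 314 genes (72.9%) were higher. Set against each control separately, each *Pcgf1*-KO library gave a median above 0, between 0.23 and 0.59. The C2 genes had a median of -0.02 (limma's camera, unadjusted p = 0.487), and their medians per library lay between -0.19 and 0.12. The C1 rise did not pass 0.05 when camera estimated the correlation between genes (limma, unadjusted p = 0.182) or with fry (limma, unadjusted p = 0.0878), and neither did the change of any other list tested in IdHPCs. Camera with the preset correlation also gave a small p in a split of these libraries that does not separate the genotypes (limma's camera, unadjusted p = 0.0029 for C1). Its p for the lists in IdHPCs therefore cannot by itself show a change with genotype. Marker genes of the TSt-4 feeder cells rose in the same libraries, all 18 tested of 20 listed, by a median of 0.99, and 0 of them are C1 genes and 0 are C2 genes.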

To reveal the functional characteristics of C1 and C2 genes, we performed Gene ontology (GO) analysis and found enrichment of developmental-, stem cell- and myeloid-related terms in both Clusters (Fig. 2d). In contrast, lymphoid- and B cell-related genes were enriched only in Cluster 2. However, myeloid- and stemness-related genes included in C1 were less abundantly expressed than those included in C2 (Fig. 2e). 

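The gene lists were those of the Source Data of Fig. 2e, and the paper's text does not state how they were drawn up. Of the myeloid-related genes, 19 in C1 and 32 in C2 passed the expression filter. The median myeloid-related C1 gene had 5.42 CPM in control 1 and 5.42 CPM in control 2, and the median myeloid-related C2 gene had 37.8 and 43.2 CPM. The stemness-related genes comprised 10 tested genes of 13 in C1 and 25 of 26 in C2. Their medians were 5.08 and 6.91 CPM for C1 and 48.8 and 51.4 CPM for C2 in the same controls. In both control libraries the C1 median lay below the C2 median by more than the difference between the libraries.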

The same group of genes was also up-regulated upon PCGF1 depletion. In contrast, B cell-related genes, enriched in C2, were not sensitive to PCGF1 depletion. Collectively, these data revealed a primary role of PCGF1 is to repress myeloid- and stemness-related genes in IdHPCs.

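In *Pcgf1*-KO IdHPCs the median log2 fold change of the myeloid-related C1 genes was 0.39 (limma's camera, Benjamini-Hochberg adjusted p = 0.0012), with 17 of the 19 genes higher. The stemness-related C1 genes had a median of 0.41 (limma's camera, Benjamini-Hochberg adjusted p = 0.0162), with 8 of the 10 genes higher. Both medians depended on single libraries. The myeloid-related C1 median was 0.17 without *Pcgf1*-KO 1, and the stemness-related C1 median was 0.06 without control 1 and 0.65 without control 2. The corresponding C2 genes did not rise. The median of the myeloid-related C2 genes was -0.22 (limma's camera, unadjusted p = 0.0041), with 11 of 32 genes higher, and that of the stemness-related C2 genes was -0.03 (limma's camera, unadjusted p = 0.521), with 11 of 25 higher.

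**Figure D1:**
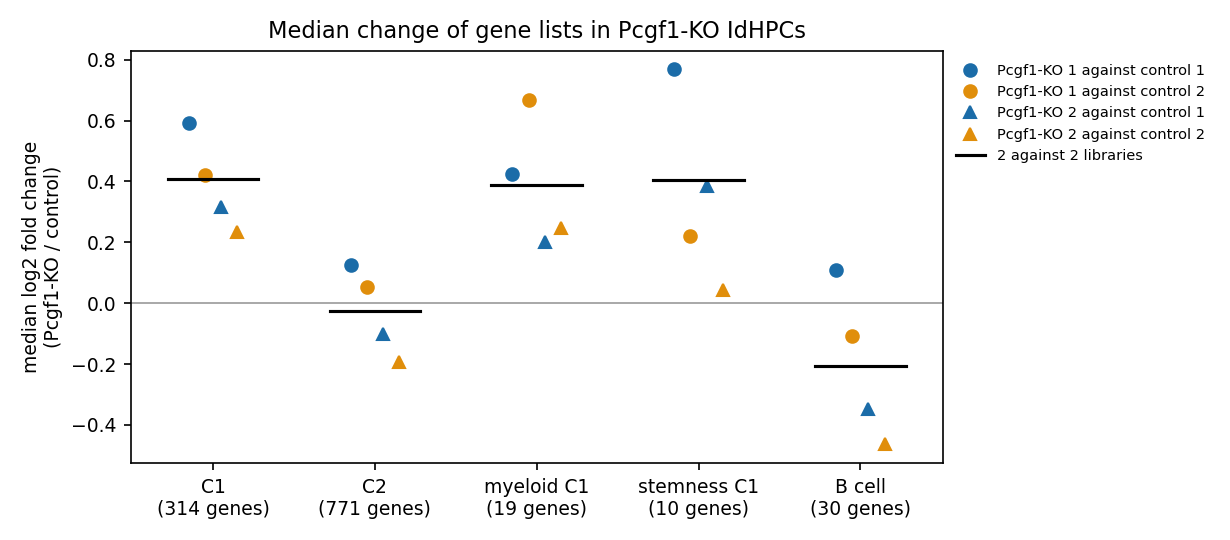
Median log2 fold change (y axis) of 5 gene lists (x axis, with the number of tested genes) in *Pcgf1*-KO IdHPCs. Each point sets 1 *Pcgf1*-KO library against 1 control library and each black bar is the median of the fit of 2 against 2 libraries; the points of the C1, myeloid C1 and stemness C1 lists all lie above 0, while those of the C2 and B cell lists lie on both sides of it.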

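The list of B cell-related genes held 29 C2 genes and 1 C1 gene, all of them tested. Their median log2 fold change was -0.21, with 10 of the 30 genes higher in *Pcgf1*-KO IdHPCs (limma's camera, Benjamini-Hochberg adjusted p = 0.0436). The direction was set by *Pcgf1*-KO 2, without which the median was 0.04. *Pcgf1*-KO 1 gave medians of 0.11 and -0.11 against the controls, and *Pcgf1*-KO 2 gave -0.35 and -0.46. *Ebf1*, which is required for B cell commitment, had 31.2 and 67.9 CPM in the controls and 34.3 and 48.8 CPM in the *Pcgf1*-KO libraries (log2 fold change -0.17, standard error 0.34, adjusted p = 0.857 from limma with Benjamini-Hochberg adjustment), within the spread of the replicates.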

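Before the values were examined, 44 genes were fixed for separate report, most of them genes that the paper names and subunits of PRC1 and PRC2, and 41 were expressed above the filter in IdHPCs. *Hmga2* alone passed an adjusted p of 0.05 over all genes tested (limma with Benjamini-Hochberg adjustment). Adjusted over the list alone, 4 passed, namely *Cd34*, *Hmga2*, *Ly6c2* and *Pcgf1*; the study chose many of these genes on the same libraries, so this count is not independent evidence. At an unadjusted p under 0.05 there were 14. The genes described singly here were picked from the 44 with their values known. Of the C1 genes, *Rxra* rose from 4.53 and 2.26 CPM to 9.09 and 7.06 CPM (log2 fold change 1.09, standard error 0.33, adjusted p = 0.158 from limma with Benjamini-Hochberg adjustment). *Tal1* rose from 1.50 and 2.21 to 4.39 and 4.66 CPM (0.96, standard error 0.29). *Cdkn2a* had 2.85 and 2.95 CPM in the controls and 3.41 and 5.65 CPM in the *Pcgf1*-KO libraries. The C2 genes *Runx3* and *Rb1* had log2 fold changes of -0.65 (standard error 0.23) and -0.81 (standard error 0.29), with adjusted p of 0.228 and 0.230 from limma with Benjamini-Hochberg adjustment. *Cd34* rose from 108 and 105 to 247 and 177 CPM, and *Ly6c2*, a marker of myeloid progenitors in Supplementary Fig. 1k, fell from 23.4 and 15.7 to 8.92 and 5.36 CPM. From the rise of the C1 genes among the myeloid- and stemness-related genes, and from the B cell-related genes that it describes as not sensitive, the paper concludes that repression of the former is a main function of PCGF1 in these cells.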

To further explore if this regulation of C1 genes by PCGF1 reflects a function of PCGF1-PRC1, we analyzed the transcription profile of IdHPCs in which *Bcor*^32^ (a representative component of PCGF1-PRC1), *Pcgf2/4*^46^ (central component of cPRC1) or *Ring1a/b*^47^ (a universal component of PRC1) were disrupted (Supplementary Fig. 2k, l, m). In the *Bcor*^ΔE9-10^ mutant the PCGF1-PRC1 sub-complex is perturbed, while in the *Pcgf2/4*-dKO mutant the cPRC1 sub-complexes are perturbed, and finally in the *Ring1a/b*-dKO mutant all PRC1 sub-complexes are perturbed. A *Bcor* loss of function mutation in which exons 9 to 10 are deleted (*Bcor*^ΔE9-10^), thereby binding to PCGF1 is disrupted, as well as deletion of *Pcgf2* and *4* were achieved by 4 days of 4-OHT treatment, while *Ring1b* was depleted in *Ring1a-/-* IdHPCs by 2 days of 4-OHT treatment. As expected, similar up-regulation of C1 genes was also observed in *Bcor*^ΔE9-10^ and *Ring1a/b*-dKO IdHPCs, to a higher level in the *Ring1a/b*-dKO (Fig. 2f, Supplementary Fig. 2n). This up-regulation, however, was not observed in *Pcgf2/4*-dKO IdHPCs (Fig. 2f, Supplementary Fig. 2n), indicating that PCGF1 regulates down-regulation of C1 genes as a part of the PCGF1-PRC1 complex. We also confirmed reactivation of representative C1 genes such as *Hmga2* and *Rxra* in *Pcgf1*-KO, *Bcor*^ΔE9-10^ and *Ring1A/B*-dKO but not *Pcgf2/4*-dKO IdHPCs by RT-qPCR analysis (Fig. 2g). Moreover, immunoblotting (IB) analysis revealed that the HMGA2 protein level was significantly elevated in *Pcgf1-KO* IdHPCs (Fig. 2h). Taken together, these results show that PCGF1-PRC1 contributes to down-regulation of the C1 genes in IdHPCs. In contrast, canonical PCGF2/4-PRC1 are dispensable for this process.

### PCGF1-PRC1 down-regulates C1 genes by an H3K27me3-dependent mechanism

We next examined how PCGF1-PRC1 regulates the expression of C1 genes in IdHPCs. Given that the PCGF1-PRC1 complex mediates gene silencing via chromatin-dependent mechanisms, and that the KDM2B/H2AK119ub1/JARID2 axis plays a critical role in this process^25^, we performed ChIP-seq to elucidate the distribution of KDM2B, BCOR, RING1B, H2AK119ub1, JARID2, SUZ12, H3K27me3, and PHC2 (a key component of cPRC1) in control or *Pcgf1*-KO (Fig. 3a, b). Surprisingly, although H3K27me3 levels at C1 genes were considerably decreased in *Pcgf1*-KO IdHPCs, KDM2B, BCOR, RING1B, H2AK119ub1, JARID2, SUZ12, and PHC2 levels remained unaltered (Fig. 3a, b). ChIP-qPCR analysis at selected C1 (*Ink4a, Hmga2, Rxra*) and C2 (*Runx3, Rb1*) genes also supported this conclusion (Fig. 3c). Therefore, reduction of H3K27me3 in C1 genes does not accompany a decrease of H2AK119ub1, PRC2 or cPRC1 in *Pcgf1*-KO IdHPCs. The situation was clearly different in ESCs, where depletion of *Pcgf1* resulted in a significant reduction of H2AK119ub1 enrichment around TSSs as well as H3K27me3 enrichment (Supplementary Fig. 3a–c). These results, therefore, prompted us to hypothesize that PCGF1-PRC1 mediates down-regulation of C1 genes in HPCs through a previously unappreciated mechanism. To examine this model, we analyzed local distribution of RING1B, H2AK119ub1, PRC2 H3K27me3, and cPRC1 in *Bcor*^ΔE9-10^, *Pcgf2/4*-dKO and *Ring1a/b*-dKO IdHPCs. In *Bcor*^ΔE9-10^ IdHPCs, reduction of H3K27me3 does not accompany a decrease of H2AK119ub1 marks, PRC2 or cPRC1 binding, similar to *Pcgf1*-KO (Fig. 4a, Supplementary Fig. 4a–d). This supports a role for PCGF1-PRC1 to regulate H3K27me3 deposition independent of H2AK119ub1 in IdHPCs. In contrast, H3K27me3 and H2AK119ub1 levels were unaltered despite considerable reduction of RING1B binding in *Pcgf2/4*-dKO IdHPCs, suggesting RING1A/B incorporated in cPRC1 is dispensable for H3K27me3 deposition. Importantly, in *Ring1a/b*-dKO IdHPCs, reduction of H3K27me3 was accompanied by decrease of H2AK119ub1, PRC2 and cPRC1 at C1 genes. In ESCs, the existence of several variant PRC1 complexes, that do not possess PCGF1 but contributes to the canonical H2AK119ub1/PRC2 pathway, has already been reported^46^. We speculate that such variant PRC1 complexes, independent of PCGF1, are also active in IdHPCs and likely provide a back-up for H2AK119ub1/PRC2 mediated down-regulation of gene expression even in the absence of PCGF1. Taken together, we propose a model in which PCGF1-PRC1 regulates H3K27me3 level at C1 genes in an H2AK119ub1-independent manner. This non-canonical pathway cooperates with the H2AK119ub1/PRC2 pathway, likely downstream of other variant PRC1 complexes harboring PCGF3/5/6 but not PCGF1. Importantly, cPRC1 sub-complexes appear to be dispensable during this process.

**Fig. 3:**
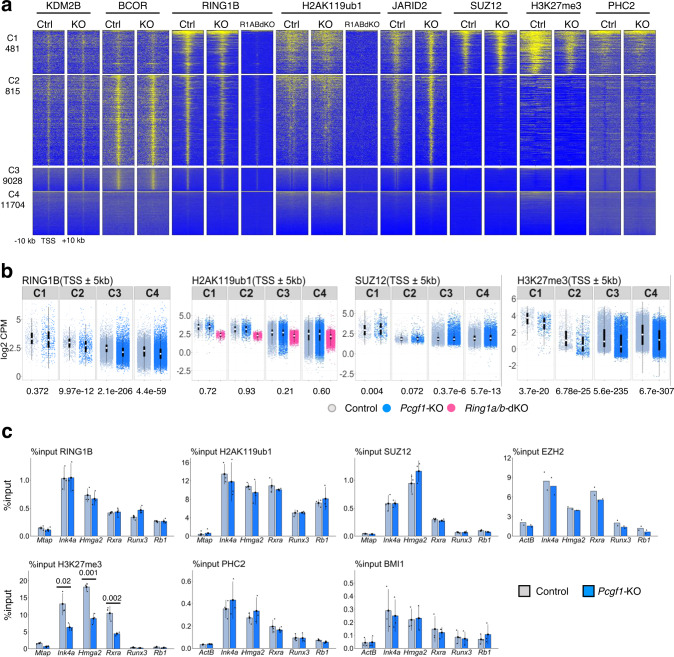
PCGF1 is involved in stabilizing H3K27me3 at TSS regions without impact on the enrichment of H2AK119ub1 and SUZ12 in target genes of IdHPCs. **a** Target binding of KDM2B, BCOR, RING1B, H2AK119ub1, JARID2, SUZ12, H3K27me3 and PHC2 in control (Ctrl) and *Pcgf1*-KO (KO) IdHPCs. A heatmap of ChIP-seq signals across TSS( ± 10 kb) of C1, C2, C3, and C4 genes in control and *Pcgf1*-KO is shown. Local levels of RING1B and H2AK119ub1 were also tested in *Ring1a/b*-dKO (R1ABdKO) IdHPCs as controls. H3K27me3 ChIP-seq were calibrated by spike-in chromatin. Representative data of biological duplicates are shown except for RING1B ChIP-seq in *Ring1a/b-*dKO IdHPCs, which was obtained from a single experiment. **b** Box plot views for ChIP-seq results across TSS ( ± 5 kb) for RING1B, H2AK119ub1, SUZ12 and H3K27me3 in each cluster in control, *Pcgf1*-KO and (in the case of H2AK119ub1) *Ring1a/b-*dKO IdHPCs. Data in graphs represent means for two biologically independent experiments. The center circle indicates a median value and the boxes indicate 25th to 75th percentile. Each dot represents individual genes. The numbers beneath the graph are *p*-values between the control and *Pcgf1-KO* calculated with the Wilcoxon signed rank test. CPM: Counts Per Million. **c** ChIP-qPCR analyses for local binding of RING1B, H2AK119ub1, SUZ12 (PRC2), EZH2 (PRC2), H3K27me3, PHC2 (cPRC1) and BMI1 (cPRC1) at selected C1 and C2 genes in the control and *Pcgf1*-KO IdHPCs. Data represent mean ± SD of three independent experiments, except for ChIP for EZH2 which is derived from two independent analysis. The numbers on the graph are *p*-values between the control and *Pcgf1*-KO calculated with the Student’s two-sided *t* test.

**Fig. 4:**
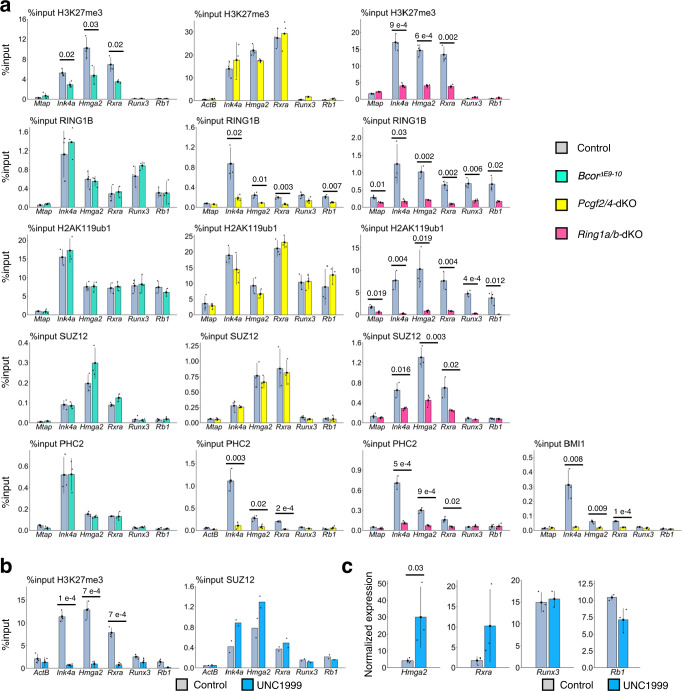
PCGF1 maintains H3K27me3 mediated down-regulation of target genes as a component of the PCGF1-PRC1. **a** Destabilization of H3K27me3 mark in *Bcor*^ΔE9-10^ and *Ring1a/b*-dKO IdHPCs but not in *Pcgf2*/4-dKO. ChIP-qPCR analyses for local binding of RING1B, H3K27me3, and H2AK119ub1 at selected C1 and C2 genes in the control and *Bcor*^ΔE9-10^, *Pcgf2*/4-dKO and *Ring1a/b*-dKO IdHPCs are shown. Data represent mean ± SD of three independent experiments. The numbers on the graph are *p*-values between the control and respective mutants calculated with the Student’s two-sided *t* test. **b**, **c** H3K27me3 at the C1 promoters contribute down-regulation of target genes. **b** Decrease of local H3K27me3 levels at selected C1 genes, *Ink4a*, *Hmga2*, and *Rxra*, by UNC1999. Local binding of SUZ12 to these genes was not affected. **c** Up-regulation of two selected C1 genes, *Hmga2* and *Rxra*, upon UNC1999 treatment. The expression of selected C2 genes, *Runx3* and *Rb1*, were not altered. Data in **b** and **c** represent mean ± SD of three independent experiments, except for ChIP for SUZ12 in **b** which is derived from two independent analysis. The numbers on the graph **b** and **c** are *p*-values between the control and UNC1999 treatment calculated with the Student’s two-sided *t* test.

To further consolidate this model, we asked whether the H3K27me3 marks observed in C1 genes per se were involved in transcriptional down-regulation. To this end, we cultured ERT2-Cre:*Pcgf1*^fl/fl^ IdHPCs in the presence of an EZH1/2 inhibitor (UNC1999) for 4 days and examined the transcriptional status and local depositions of SUZ12 and H3K27me3 at C1 and C2 genes. To this end, we determined the optimal concentration (1 μM) of UNC1999 that did not affect cell growth (Supplementary Fig. 4e). After 4 days of culture with 1 μM UNC1999, we found that local H3K27me3 levels were significantly reduced. This reduction, however, was not accompanied by loss of SUZ12 at PCGF1 target genes (Fig. 4b). The reduction in H3K27me3 levels was associated with significant up-regulation of the C1 genes (Fig. 4c). These results showed a critical role of H3K27me3 to down-regulate C1 genes. We, however, also noticed that down-regulation of H3K27me3 level and up-regulation of C1 genes expression in *Pcgf1*-KO and *Bcor*^ΔE9-10^ IdHPCs were only modest in comparison with those in UNC1999-treated or *Ring1a/b*-dKO IdHPCs. This indicates that PCGF1-PRC1 and other variant PRC1 sub-complexes likely compensate each other to mediate H3K27me3 marks at C1 genes in IdHPCs.

### C1 genes down-regulated by PCGF1-PRC1 are involved in maintenance of B cell fate

We then examined whether this mode of PCGF1-dependent regulation of H3K27me3 deposition at the C1 genes revealed in IdHPCs is also active in primary HPCs. To this end, we isolated LMPP or LSK cells from BM of *Pcgf1*^fl/fl^ (control) and ERT2-Cre:*Pcgf1*^fl/fl^ (*Pcgf1*-KO) mice and cultured them for 4 days in the presence of 4-OHT and examined transcription profiles and local deposition of RING1B, SUZ12 and H3K27me3. 

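RNA-seq of LMPPs, the lymphoid-primed multipotent progenitors of the bone marrow, covered 2 libraries labelled control and 2 labelled *Pcgf1*-KO, each cultured for 4 days with 4-OHT. Their CPM stand in a separate table of the same exons, normalized apart from the IdHPC table, and were processed and tested in the same way. On distinct exons the libraries held 9864837 reads (labelled control 1), 12578784 (labelled control 2), 10529934 (labelled *Pcgf1*-KO 1) and 9618849 (labelled *Pcgf1*-KO 2), and 12153 genes passed the expression filter. The reads on *Pcgf1* went against the labels. Exons 2 to 7, which the deletion removes, held 84 reads in the library labelled control 1 and 76 in the library labelled *Pcgf1*-KO 1, but 0 in the library labelled control 2 and 0 in the library labelled *Pcgf1*-KO 2. Over the whole gene *Pcgf1* had 8.04 and 1.15 CPM in the libraries labelled control 1 and control 2, and 6.66 and 1.82 CPM in those labelled *Pcgf1*-KO 1 and *Pcgf1*-KO 2. By the labels its log2 fold change was 0.08 (standard error 0.77, adjusted p = 1 from limma with Benjamini-Hochberg adjustment). The labels were kept as given, and every direction stated for LMPPs is a direction between the labelled groups, each of which holds 1 library with and 1 library without reads on the deleted exons.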

In general, up-regulated genes in LMPPs tended to be up-regulated in IdHPCs (61%: 549 out of 893 genes) and this trend was more clearly observed in the C1 genes (73%: 54 out of 74 genes) (Supplementary Fig. 5a–d). 

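Between the LMPP libraries labelled *Pcgf1*-KO and those labelled control, limma with Benjamini-Hochberg adjustment called 0 genes up-regulated and 0 down-regulated at an adjusted p under 0.05. At an unadjusted p under 0.05, 2 genes were higher in the libraries labelled *Pcgf1*-KO and 0 were lower. On the recovered reads, edgeR's exactTest, its quasi-likelihood test and DESeq2 also called 0 genes in each direction. With no up-regulated genes by the labels, a share of them that is higher in *Pcgf1*-KO IdHPCs has no value, over all genes or over the C1 genes.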

We indeed found up-regulation of C1 genes that included myeloid- and stemness-related factors in *Pcgf1*-KO LMPPs in a manner similar to *Pcgf1*-KO IdHPCs (Fig. 5a, b, Supplementary Fig. 5a–c, e, left). In contrast, the expression of B cell-related genes was barely affected (Supplementary Fig. 5a–c, e, right). This result was confirmed by RT-qPCR for selected C1 (*Hmga2, Rxra*) and C2 (*Runx3, Rb1*) genes (Fig. 5c). 

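By the labels the C1 genes had a median log2 fold change of -0.02 in LMPPs, with 134 of the 297 tested genes (45.1%) higher in the libraries labelled *Pcgf1*-KO (limma's camera, Benjamini-Hochberg adjusted p = 0.939, the same for each of the 5 lists). The median of the C1 genes ran from -0.40 to 0.31 when each library labelled *Pcgf1*-KO was set against each library labelled control. The corresponding range was -0.34 to 0.41 for the 16 myeloid-related and -0.73 to 0.69 for the 13 stemness-related C1 genes, whose medians were 0.01 and -0.01. These ranges are far wider than the medians. Leaving out 1 library changed the sign of the C1 median. It was -0.24 without the library labelled control 1 and 0.17 without the library labelled control 2. Each labelled group holds 1 library with and 1 without reads on the deleted *Pcgf1* exons, so the labels cannot show a change of C1 genes with loss of *Pcgf1*. The libraries numbered 2, which lack these reads, had a C1 median of 0.34 against those numbered 1, a split chosen after the values were seen. In that split 110 C1 genes were called higher and 19 lower. In the libraries labelled control, the C1 genes lay below the C2 genes by a difference of the medians of -1.72 on the log2 scale (permutation test of the cluster labels across genes, 2-sided, p = 1e-05, the smallest p the resamples can give). *Rxra* had 3.61 and 9.38 CPM in the libraries labelled control 1 and 2, and 5.01 and 8.86 CPM in those labelled *Pcgf1*-KO 1 and 2. *Tal1* had 37.3 and 60.8 CPM in the former and 36.2 and 53.3 CPM in the latter. For the C2 genes *Runx3* and *Rb1* the log2 fold changes by the labels were 0.02 (standard error 0.14) and -0.11 (standard error 0.13). Among the genes fixed for separate report, 0 passed an adjusted p of 0.05 over all genes (limma with Benjamini-Hochberg adjustment) and 0 passed adjusted over the list alone, with log2 fold changes between -0.19 and 0.24 and a smallest unadjusted p of 0.380. From its comparison of the 2 genotypes (Fig. 5a, b), the paper states that the C1 genes, myeloid- and stemness-related factors among them, were up-regulated in LMPPs as they were in IdHPCs.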

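By the labels the 29 tested B cell-related genes had a median log2 fold change of 0.0011 in LMPPs, and 15 of them were higher in the libraries labelled *Pcgf1*-KO. Over the pairs of 1 library labelled *Pcgf1*-KO and 1 labelled control the median lay between -0.10 and 0.13. *Flt3* had 419 and 371 CPM in the libraries labelled control 1 and 2 and 440 and 366 CPM in those labelled *Pcgf1*-KO 1 and 2. *Ebf1* stayed below 1 CPM in every LMPP library and was not tested.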

We tested whether up-regulation of C1 genes was accompanied by a decrease in H3K27me3 levels. ChIP-seq analysis revealed that H3K27me3 was markedly decreased at the same genes in *Pcgf1*-KO LSK cells, while RING1B occupancy did not change (Fig. 5d, Supplementary Fig. 5f, g). We further confirmed these results by visual inspection of ChIP-seq data at the *Hmga2* locus and by ChIP-qPCR for RING1B, SUZ12, H2AK119ub1, and H3K27me3 at selected C1 (*Ink4a, Hmga2, Rxra*) and C2 (*Runx3, Rb1*) genes (Fig. 5e, Supplementary Fig. 5h). Based on these findings, we conclude that PCGF1-PRC1 contributes to down-regulation of C1 genes via regulation of H3K27me3 deposition in primary HPCs, in a similar fashion to IdHPCs.

**Fig. 5:**
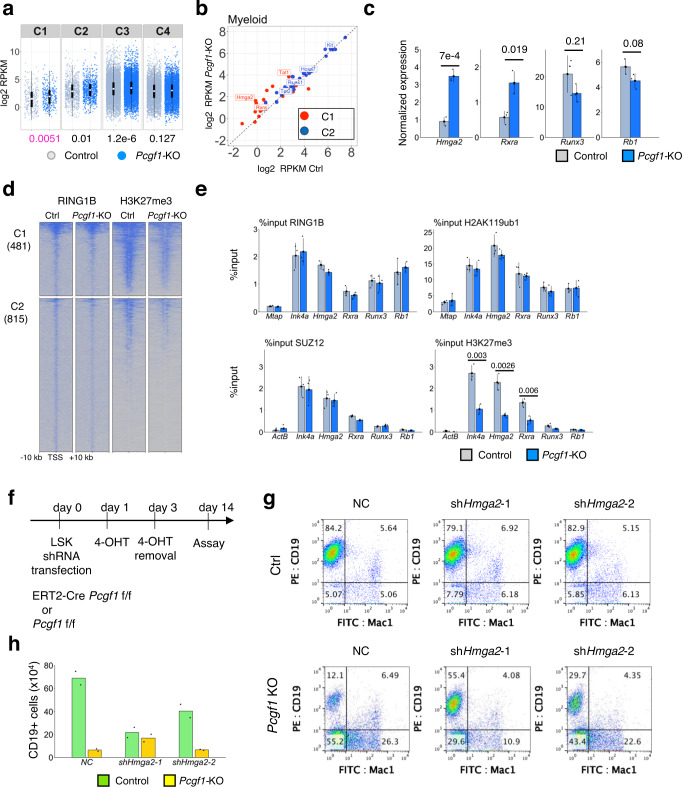
PCGF1 contributes to facilitate H3K27me3 deposition and down-regulation of C1 genes in primary HPCs, which safeguards B lineage development. **a** Box plot of gene expression in each cluster in the control and *Pcgf1*-KO LMPPs. Data in graphs represent mean for two biologically independent experiments. The center circle indicates a median value and the boxes indicate 25th to 75th percentile. Each dot indicates individual genes. The numbers below the graph are *p*-values calculated with the Wilcoxon signed rank test. **b** Gene expression profiling of “Myeloid” related genes in the control and *Pcgf1*-KO LMPPs. Data in graphs represent mean for two independent biological experiments. Red and blue dots represent C1 and C2 genes, respectively. **c** Up-regulation of C1 genes in *Pcgf1-KO* LMPPs shown by qRT-PCR analysis. Data represent mean ± SD of three independent experiments. The numbers on the graph are *p*-values between the control and *Pcgf1-KO* calculated with the Welch’s two-sided *t* test. **d** A heatmap of ChIP-seq signals for RING1B and H3K27me3 across TSS ( ± 10 kb) of C1 and C2 in control and *Pcgf1*-KO LSK cells. H3K27me3 ChIP-seq was calibrated by spike-in chromatin. **e** ChIP-qPCR analyses for local binding of RING1B, H2AK119ub1, SUZ12, and H3K27me3 at selected C1 and C2 genes in the control and *Pcgf1*-KO LMPPs. Data represent mean ± SD of three independent experiments. The numbers on the graph are *p*-values between the control and *Pcgf1-KO* calculated with the Welch’s two-sided *t* test. **f** Schematic representation of the experimental procedure. LSK cells sorted from fetal livers of ERT2-Cre;*Pcgf1*^fl/fl^ or *Pcgf1*^fl/fl^ mice were infected with either sh*Hmga2-1* or sh*Hmga2-2* retrovirus and treated with 4-OHT for the next 2 days. Eleven days later, the cells were analyzed by FACS. **g** Flow cytometric profiles for CD19 and Mac1 in respective conditions are shown. Data shown in the graphs are representative of independent biological duplicates. **h** Partial restoration of total cell number of *Pcgf1*-KO CD19^+^ cells in each femur by sh*Hmga2-1*. In contrast, the impact of sh*Hmga2-2* was limited. Bar graphs represent mean ± SD of two independent experiments.

We went on to determine whether PCGF1-dependent down-regulation of C1 genes contributed to proper HPCs differentiation. Indeed, we found that various myeloid-related genes, such as *Hmga2*, were up-regulated in *Pcgf1*-KO HPCs. These genes could potentially skew the differentiation of HPCs to the myeloid lineage. 

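In the RNA-seq data *Hmga2*, a C1 gene, had 8.85 and 6.65 CPM in the control IdHPCs (7.75 ± 1.56, SD, n = 2) and 35.2 and 27.7 CPM in the *Pcgf1*-KO IdHPCs (31.4 ± 5.34, SD, n = 2). Its log2 fold change was 1.89 (standard error 0.27, adjusted p = 0.0203 from limma with Benjamini-Hochberg adjustment), and with each library left out in turn it stayed between 1.71 and 2.08. In LMPPs *Hmga2* had 2.73 CPM in the library labelled control 1, 10.4 in the library labelled control 2, 3.29 in the library labelled *Pcgf1*-KO 1 and 8.02 in the library labelled *Pcgf1*-KO 2. By these labels the log2 fold change was -0.07 (standard error 0.60, adjusted p = 1 from limma with Benjamini-Hochberg adjustment). The reads on the deleted *Pcgf1* exons go against the labels of these LMPP libraries, so the spread within a labelled group cannot be taken as that between replicates. *Hmga2* had 2.73 and 3.29 CPM in the libraries with reads on these exons and 10.4 and 8.02 CPM in those without, a grouping made after the values were seen.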

We asked whether up-regulation of *Hmga2*, which facilitates myeloid lineage differentiation of HPCs^49^, contributed to the biased differentiation in *Pcgf1*-KO HPCs. We isolated LSK cells from fetal liver of ERT2-Cre:*Pcgf1*^fl/fl^ (*Pcgf1*-KO) or *Pcgf1*^fl/fl^ (control) mice and cultured these in the presence of 4-OHT. To knockdown *Hmga2* expression, we separately transduced control or *Pcgf1*-KO cells with two different shRNAs targeted to *Hmga2* and then continued culturing the cells on TSt-4 stroma to promote B cell differentiation (Fig. 5f, Supplementary Fig. 5i). We found that the decrease of B cells, and converse increase of myeloid lineage cells in *Pcgf1*-KO cells was partially restored by knocking down *Hmga2* (Fig. 5g, h, Supplementary Fig. 5i, j). These results show that the down-regulation of *Hmga2* by PCGF1 in HPCs is a functionally important process to restrain the myeloid cell fate and, reciprocally, to facilitate B cell development. Therefore, PCGF1-dependent down-regulation of the C1 genes via enrichment of H3K27me3 in primary HPCs plays a role to suppress premature activation of the myeloid program and to safeguard their lymphoid potential.

### PCGF1-PRC1 mediated regulation of H3K27me3 is associated with nucleosome configuration

Our observations indicated that PCGF1-PRC1 regulates H3K27me3 deposition at the C1 genes without changing PRC2 occupancy in IdHPCs and primary HPCs. We wondered whether this phenomenon was mediated by perturbation in the PRC1 complex formation in the absence of *Pcgf1*. Indeed, immunoprecipitation (IP) of RING1B combined with IB analysis revealed the dissociation of the accessory factor RYBP from PCGF1-PRC1, indicating that a defective PRC1 complex may not properly maintain H3K27me3 deposition at C1 genes in the absence of *Pcgf1* (Supplementary Fig. 6a).

We also wondered how this *Pcgf1*-deficient PRC1 complex affects local H3K27me3 deposition at C1 genes. To test whether the absence of PCGF1 and RYBP caused defects in formation of PRC2 sub-complexes, we performed IP of SUZ12, a key component of PRC2, followed by IB for AEBP2, JARID2 or PALI1 (Supplementary Fig. 6b), as association of these accessory proteins to PRC2 is reported to be context-dependent^7,8,50^. We, however, did not find any differences between control and *Pcgf1*-KO IdHPCs in binding of these proteins to SUZ12. In addition, localization of PCL2 (one of the representative accessory proteins of PRC2.1) was not affected by *Pcgf1* deletion (Supplementary Fig. 6c, left). We also examined if *Pcgf1* ablation led to enrichment of H3K27 demethylases to C1 genes. However, ChIP-seq for UTX showed no difference between control and *Pcgf1*-KO (Supplementary Fig. 6c, right).

This led us to hypothesize that PCGF1 may control H3K27me3 deposition through previously unknown mechanisms. To explore this possibility, we surveyed the PCGF1 interacting partners in IdHPCs by pull-down with an exogenous 3xFLAG-PCGF1 expressed in *Pcgf1*-KO IdHPCs, followed by mass spectrometry (IP-MS). As expected, both analyses confirmed the association of 3xFLAG-PCGF1 with RING1A/B, RYBP, BCORL1, and KDM2B (Fig. 6a, Supplementary Fig. 6d). In contrast, we could not detect PRC2 components in pull-down samples. As PRC2 complexes are normally formed and bind to C1 genes in *Pcgf1*-KO IdHPCs, we suspect that PCGF1-PRC1 affects PRC2 activity in an indirect manner (Fig. 6a, Supplementary Fig. 6b, c).

**Fig. 6:**
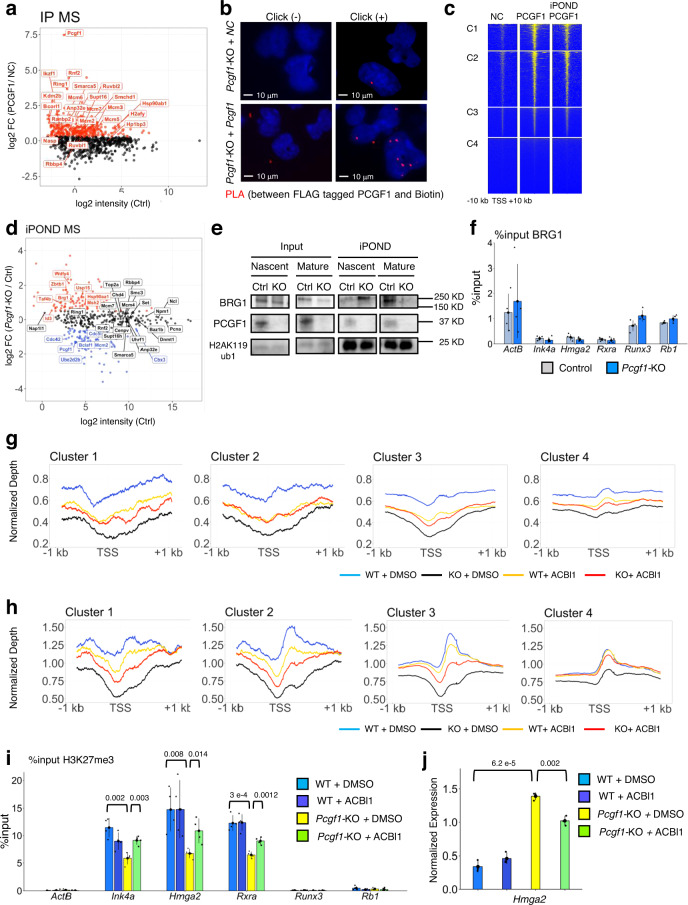
Association of PCGF1 with the replication fork limits access of chromatin remodelers. **a** A scatterplot view for PCGF1 interactors in IdHPCs. The X and Y axes denote log2 signal intensities of proteins in the mock immunoprecipitation (the negative control: NC) and log2 ratios of the label-free quantification intensities of immunoprecipitated materials over the negative control (log2 FC), respectively. Orange font denotes proteins with log2 FC > 0.3. Data represent the average of two independent experiments. **b** Proximity Ligation Assay (PLA) revealed association between 3xFLAG-tagged PCGF1 and EdU-labeled nascent DNA. *Pcgf1*-KO IdHPCs with or without exogenous *Pcgf1* were used. PLA, red; DAPI, blue. Representative data from biological triplicates are shown. **c** A heatmap of ChIP-seq and iPOND-ChIP signals for endogenous TY1-PCGF1 across TSS ( ± 10 kb) in IdHPCs. Data represent the average of two independent experiments. **d** Scatterplot of iPOND-MS in control and *Pcgf1*-KO IdHPCs. The X and Y axes indicate log2 intensities of the control and log2 ratios of signal intensity of *Pcgf1*-KO over the control, respectively. Representative data from two independent biological duplicates are shown. Blue and red fonts, respectively, indicates proteins with log2 FC < −0.4 and log2 FC > 0.4. **e** Suppression of BRG1 overloading to nascent DNA by PCGF1 in IdHPCs. iPOND materials without (Nascent) or with thymidine chase (Mature) were examined by respective immunoblotting. Representative data from biological duplicates are shown. **f** ChIP-qPCR for BRG1 in control and *Pcgf1*-KO IdHPCs. Data represent mean ± SD of three independent experiments. **g**, **h** Destabilization of nucleosomes on nascent DNA **g** and steady state DNA **h** around TSS in *Pcgf1-*KO IdHPCs and its partial restoration by drug-induced degradation of BRG1. **g** Results of iPOND-MNase-Seq in respective conditions. **h** Results of MNase-Seq. Data are the average of two independent experiments. **i** Partial restoration of H3K27me3 destabilization around the TSS of selected C1 genes in *Pcgf1-*KO IdHPCs by degradation of BRG1 revealed by ChIP-qPCR. Data represent mean ± SD of four independent experiments. **j** Partial restoration of *Hmga2* up-regulation in *Pcgf1-*KO IdHPCs by BRG1 depletion revealed by qRT-PCR. Data represent mean ± SD of three independent experiments. *p*-values between the control and *Pcgf1*-KO calculated with the Student’s two-sided *t* test are shown.

Intriguingly, however, MS analysis revealed enrichment of proteins directly involved in DNA synthesis and nucleosome formation, such as DNA helicase complexes (MCM2-7), remodeling factors, histone chaperones (RUVBL2, ANP32E and SUPT16)^51^, and histones (Fig. 6a, Supplementary Fig. 6d, e). This observation was confirmed by pull-down experiments with endogenous TY1 tagged PCGF1 in IdHPCs (Supplementary Fig. 6f).

This finding indicated that PCGF1 might associate with the DNA replication machinery in IdHPCs. We therefore examined whether PCGF1 associates with the replication fork by a Proximity Ligation Assay (PLA)^20^ by labeling newly synthesized DNAs with EdU, and confirmed the accumulation of PCGF1 on EdU-stained nascent DNA (Fig. 6b, Supplementary Fig. 6g). To further examine its localization on nascent DNA, we performed PCGF1 ChIP-seq on nascent DNA, by combining the Isolation of Proteins On Nascent DNA (iPOND)^52^ and ChIP-seq methods (iPOND-ChIP) (Fig. 6c). This analysis revealed that PCGF1 was bound to almost all C1 and C2 genes, even in the nascent DNA, a finding indicating that PCGF1 binding to target gene promoters is not destabilized by the passage of the replication machinery. PCGF1 may therefore play a key role to mediate PcG-dependent gene repression by remaining associated with PcG target sites during DNA replication.

To reveal the role of PCGF1 in the vicinity of replication fork, we compared the association of proteins to nascent DNA in Ctrl or *Pcgf1*-KO by performing iPOND followed by mass spectrometry (iPOND-MS analysis) or an IB assay. As expected, PCGF1 and H2AK119ub1 were both detected at the replication fork (Fig. 6d, e), indicating that PCGF1 associates with nascent DNAs as a component of PCGF1-PRC1. Furthermore, we noted that PCGF1-interacting partners such as RING1B, MCM2-7, ANP32E, SUPT16, and others also associated with nascent DNA (Fig. 6d). Importantly, binding of a group of nascent DNA-associated proteins at the fork was altered upon *Pcgf1* deletion (Fig. 6d). In particular, we found overloading of chromatin remodelers, such as BRG1 (encoded by *Smarca4*), and other activators (e.g. TAF4B) on nascent DNA in the *Pcgf1*-KO.

Next, we compared the loading of BRG1 on nascent or post-replicated mature DNA, in control or *Pcgf1*-ablated cells (Fig. 6e). Immunoblot analysis on iPOND samples revealed that overloading of BRG1 occurred specifically on nascent DNA (Fig. 6e). Furthermore, ChIP-qPCR analysis showed that local enrichment of BRG1 in the TSS of representative C1 and C2 genes in steady-state cells did not change upon *Pcgf1* deletion (Fig. 6f), supporting the hypothesis that the molecular antagonism between PCGF1 and BRG1 occurs on nascent DNA. Consistent with this notion, degradation of DNA and RNA by benzonase did not impair the interaction between PCGF1 and PCNA or BRG1, demonstrating that the association of PCGF1 and DNA replication related factors was direct, and not dependent on nucleosomes or DNA (Supplementary Fig. 6h).

We wondered whether overloading of chromatin remodelers alter the nucleosome configuration on nascent DNA. Of note, it has been shown that the enzymatic activity of PRC2 is affected by nucleosome density^38^. We therefore examined whether nucleosome density on nascent DNA was perturbed in *Pcgf1*-KO IdHPCs. We also asked if this alteration could be restored by degradation of BRG1 by treatment with the BRG1-specific PROTAC ACBl1 (MedChemExpress HY-128359)^53^ (Supplementary Fig. 6i, j). To examine these questions we combined MNase-seq and iPOND (iPOND-MNase-seq)^54^ techniques. We digested nucleosomes by MNase, collected mono-nucleosome derived fragments and performed deep sequencing. In particular, we focused on the −1 to +1 kb region around the TSS, where PCGF1 predominantly binds. Consistent with a previous report^54^, we found a peak at the first nucleosome (+1) position after the TSS in each cluster even on nascent DNA. We could also detect nucleosome-depleted regions (NDR) around the TSS (Fig. 6g). Importantly, upon PCGF1 depletion, we observed a clear reduction of nucleosome occupancy at the +1 nucleosome in the C1, C2 and C3 genes, which was partially restored by degradation of BRG1 for 24 h (Fig. 6g). These results indicated that PCGF1 protects against destabilization of nucleosome density by BRG1 immediately after the passage of replication fork. We then asked if this alteration of nucleosome occupancy at the +1 position on nascent DNA was observed in steady-state cells. To this end, we repeated MNase-seq in IdHPCs, and found similar changes in nucleosome density at C1, C2, and C3 gene promoters (Fig. 6h). Based on these findings, we propose that PCGF1 regulates PRC2-mediated H3K27me3 deposition on nascent DNA, at least in part by regulating nucleosome density. Importantly, this function of PCGF1 involves prevention of overloading of chromatin remodelers such as BRG1 on nascent DNA. We further validated this model by performing ChIP and gene expression experiments, which revealed that reduction of H3K27me3 marks at the representative C1 genes (*Ink4a, Hmga2*, and *Rxra*) and de-repression of *Hmga2* upon *Pcgf1* deletion were partially restored by degradation of BRG1 (Fig. 6i, j).

Finally, we asked whether PCGF1-dependent stabilization of H3K27me3 shown in IdHPCs via regulation of nucleosome occupancy was also observed in primary HSPCs. To this end, we collected control and *Pcgf1*-KO LSKs and performed MNase-seq. We found that nucleosome density at the TSS of C1 and C2 genes was decreased (Supplementary Fig. 6k), as expected. Taken together, we propose that PCGF1-PRC1 preserves cellular identities of HSPCs through H3K27me3 mediated down-regulation of target genes via optimization of nucleosome configuration in a replication-coupled manner.

## Discussion

In this study, we reveal a previously unknown role of PCGF1 that involves antagonization of BRG1, a well-known ATP-dependent chromatin remodeler, in association with the replication fork passage. By this mechanism, PCGF1-PRC1 regulates proper nucleosome density at the replication fork to facilitate downstream PRC2 mediated repression of myeloid-lineage genes in HSPCs. Supporting this model, we demonstrate that PCGF1 associates with nascent DNA and also found that PCGF1 ablation led to the formation of a defective PCGF1-PRC1 complex in which the accessory factor RYBP is dissociated, in turn leading to overloading of BRG1 in the vicinity of replication fork. Consistent with this observation, the nucleosome density at target genes in *Pcgf1*-KO cells is reduced on nascent DNA and this reduction is partially restored by degradation of BRG1. Our results therefore clearly demonstrate that the PCGF1-PRC1 repressive complex and BRG1-mediated activation complexes compete with each other in the vicinity of replication fork, revealing a previously unknown layer of PcG-TrxG antagonism. Consistent with our observations, interaction between BRG1 and PCNA, which suggests localization of BRG1 in the vicinity of replication fork, has been demonstrated before^55^. Further supporting our model, a previous study has shown that overexpression of BRG1 in mouse LSK cells leads to a skewing towards the myeloid lineage at the expense of the lymphoid lineage^13^. We speculate that upon ablation of *Pcgf1*, myeloid-related genes are exposed to intrinsic activators, which may involve BRG1, and thereby are transcriptionally up-regulated. The activation of these genes, in turn, plays a role to drive improper differentiation of TMPs and a reciprocal exhaustion of lymphoid progenitors (Fig. 7). PCGF1-PRC1, therefore, could prevent inappropriate activation of myeloid-related genes in a DNA replication-associated manner to preserve multipotency of HSPCs. Abnormal regulation of DNA replication coupled processes could be linked to tumorigenesis, as shown by the tumor suppressive role of BCOR and the paradoxical roles of KDM2B in prevention or promotion of malignant transformation of HSPCs^31–34,56,57^. Therefore, the antagonism between PCGF1-PRC1 and BRG1 at the replication fork could also serve to prevent malignant transformation of HSPCs.

**Fig. 7:**
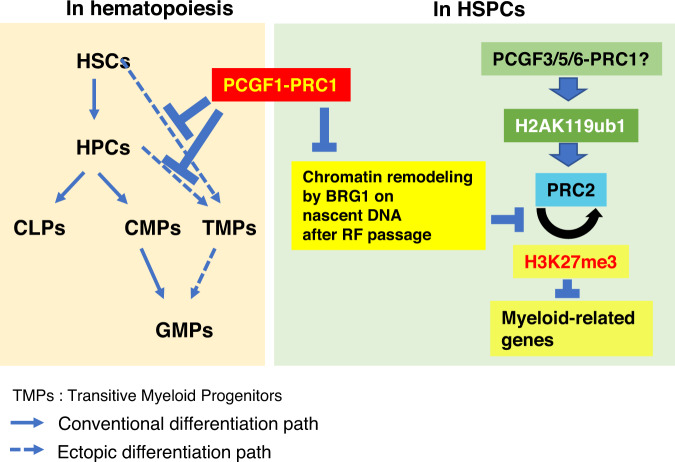
Model depicting how PCGF1-PRC1 contributes to regulate early hematopoiesis. Two distinct PRC1 pathways, replication-related and H2AK119ub1-dependent pathways, are cooperatively used to facilitate early hematopoiesis as shown in the right panel. PCGF1-PRC1 prevents excess accession of chromatin remodeling factors, such as BRG1, to the nascent DNA in replication-associated manner and, in turn, facilitate H3K27me3 deposition by PRC2 via maintenance of proper nucleosome density. Other variant PRC1 incorporating PCGF3/5/6 are expected to facilitate PRC2 loading via H2AK119ub1-dependent manner. PCGF1-PRC1 contributes to maintain proper identities of HSPCs by inhibiting the inappropriate emergence of TMPs as depicted in the left panel.

Surprisingly, we find that PCGF1-PRC1 regulates H3K27me3 levels at C1 genes, but not local deposition of H2AK119ub1, PRC2 or cPRC1. This observation is clearly different from previous insights gained in ESCs, in which all of the above mechanisms are interlinked (Supplementary Fig. 3 a-c). What then is the molecular basis for this disparity? It is worth noting an essential difference between ESCs and HPCs; ESCs are tightly captured in a strict developmental window to undergo repetitive proliferation without changes in cellular fate, while HPCs maintain some degree of multipotency even while differentiating. Thus, the gene control mechanisms could well be different between these two cell types. In ESCs, H2AK119ub1/PRC2 axis has a predominant function to maintain pluripotency by robust silencing of development/differentiation-related genes^6,58^. In contrast, HPCs may utilize a combination of two distinct PcG pathways, the first involving a replication coupled mechanism mediated by PCGF1-PRC1 and the second involving the H2AK119ub1/PRC2-associated mechanism likely initiated by other variant PRC1 sub-complexes incorporating PCGF3/5/6. Supporting this notion, the degree of H3K27me3 down-regulation and concomitant up-regulation of C1 gene expression in *Pcgf1*-KO or *Bcor*^ΔE9-10^ IdHPCs were milder in comparison with *Ring1a/b*-dKO. The PCGF3/5/6 containing PRC1 sub-complexes, therefore, may cooperate with PCGF1-PRC1 to down-regulate C1 genes by maintaining H3K27me3 levels (Fig. 7). Combination of two distinct PRC1-related mechanisms may enable HPCs to maintain multipotency to avoid premature exhaustion of progenitor pools and at the same time to execute lymphoid-directed differentiation programs associated with cell proliferation (Fig. 7). Importantly, we also find that PCGF1-PRC1 is dispensable for recruitment of cPRC1. Although cPRC1 proteins bind to target genes by recognizing H3K27me3 in ESCs, in HSPCs H3K27me3 recognition could be therefore mediated by other readers such as SP140^59^.

We show here that, 60% of PCGF1-PRC1 target genes (C2 genes) in HSPCs are occupied by H3K27ac and RNA polymerase II but not by PRC2. Consistent with this, van den Boom et al. demonstrated binding of PCGF1-PRC1 to active genes that lack H3K27me3^60^. In these genes, PCGF1-PRC1 could possess gene control mechanisms different from regulation of PRC2 activity, mediated by optimization of nucleosome configuration, which involves competition with BRG1 in the vicinity of replication fork. Such distinct classifications of PCGF1-PRC1 targets, manifested by binding of PRC2 or the lack of it, are not observed in ESCs (Supplementary Fig. 2g). Indeed, in ESCs the C2 genes also tend to be bound by PRC2. This discrepancy indicates that the functional link between PCGF1-PRC1 and PRC2 is context-dependent and not constitutive (Fig. 2a, Supplementary Fig. 2g). In such a context-dependent scenario, H3K27 acetylation observed at the C2 genes in HSPCs could be mediated by lineage-specific transcription factors (TFs). These TFs could recruit additional co-activators such as CBP and/or p300. In support of this model, we find enrichment of binding motifs for critical TFs involved in B cell differentiation, such as BHLHB2 (a motif common with E2A), ZFX, PAX2 (likely common with PAX5), MYC, and MYCN, in the C2 genes. Consistently, we also observed increased binding of MYC, E2A and PAX5 in hematopoietic lineage cells at the same group of genes (Supplementary Fig. 6l, m). This may imply that binding of such TFs facilitates the expression of the C2 genes in stage- and/or tissue-specific manner and, thereby, restrain access of PRC2 to target CGIs via active transcription^61^. In other words, down-regulation of stage/tissue-specific TFs upon differentiation may allow PRC2 recruitment, which facilitate robust down-regulation of target genes. As PCGF1-PRC1 facilitates PRC2 recruitment^26^, we speculate that constitutive binding of PCGF1-PRC1 to the C2 genes regulate their timely downregulation during differentiation of HSPCs. To examine this idea, we compared the transcriptomes of LMPPs, GMPs and bone marrow macrophages obtained using public data^62^ (GSE116177) and found that C2 gene expression showed a propensity to be downregulated upon myeloid-skewed differentiation (Fig. 6n).

Our findings, therefore, show that PRC1 and PRC2 are linked via previously unknown mechanisms in HSPCs to maintain proper differentiation potential. Such links, involving competition between PCGF1-PRC1 and the SWI/SNF complex may specifically occur at the replication fork.

## Methods

### Mice

C57BL/6 (B6) mice were purchased from CLEA Japan Inc. C57BL/6-Ly5.1 mice were purchased from Charles River Japan. ERT2-Cre:*Pcgf1*^fl/fl26^, ERT2-Cre, ERT2-Cre:*Pcgf2*^fl/fl^/*Pcgf4*^fl/fl46^, *Ty1-Pcgf1*, and ERT2-Cre:*Ring1a* ^-/-^*Ring1b*^fl/fl47^ mice were generated and maintained in our animal facility. The *Bcor* mutant allele was generated and provided by Vivian J. Bardwell^32^. For the analysis of hematopoietic cells derived from fetal livers, fetuses at 14 days post-coitum (dpc) were obtained by timed mating. The day that a plug was observed was referred to as 0 dpc. All experiments were conducted according to guidelines approved by the Institutional Animal Care and Use Committee of RIKEN’s Yokohama Institute. The housing conditions are as follows. Light cycle: A 14-hour light/10-hour cycle. Temperature and humidity: 18–23 °C with 40–60% humidity.

### Generation of *Ty1-Pcgf1* mice

The *Ty1-Pcgf1* allele was generated by the Alt-R CRISPR-Cas9 system (IDT) (https://sg.idtdna.com/pages/products/crispr-genome-editing/alt-r-crispr-cas9-system) with AATACAGTGTGAAAGAGAAG(AGG) as the target sequence. A DNA sequence encoding the TY1 tag was inserted into the endogenous *Pcgf1* locus by using the donor DNA indicated below. Its homologous arms correspond to the Mm9 genome sequence on chr6:83,030,587-83,030,905, with *Ty1* fusion taking place at Mm9 chr6: 83,030,748, with slight codon usage modifications at surrounding sequences: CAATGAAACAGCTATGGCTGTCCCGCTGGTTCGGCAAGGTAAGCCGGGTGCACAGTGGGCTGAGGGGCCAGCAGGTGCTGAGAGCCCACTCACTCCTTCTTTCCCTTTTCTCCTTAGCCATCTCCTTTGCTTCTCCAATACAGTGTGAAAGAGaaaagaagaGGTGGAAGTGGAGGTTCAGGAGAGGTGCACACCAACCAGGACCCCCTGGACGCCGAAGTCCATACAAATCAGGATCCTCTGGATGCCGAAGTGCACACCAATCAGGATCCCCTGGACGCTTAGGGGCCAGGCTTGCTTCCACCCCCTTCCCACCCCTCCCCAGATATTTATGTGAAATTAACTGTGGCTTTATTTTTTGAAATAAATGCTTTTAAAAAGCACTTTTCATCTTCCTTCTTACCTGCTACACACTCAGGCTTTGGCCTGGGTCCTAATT.

### Establishment of IdHP cells

LSK cells from bone marrow were transduced with hId3 virus supernatants by spin infection, as described previously^45^. The transduced cells were maintained on TSt-4 stromal cells in the presence of 20 ng/ml IL-7 (R&D, 407-ML-025), 10 ng/ml SCF (R&D, 455-MC-010), 10 ng/ml Flt-3L (R&D, 427-FL-025).

### Sample preparation for FACS

After the harvest of the cells, the cell concentration was adjusted to under 1 × 10^7^ cells per 100 ml with Minimum Essential Media (MEM) (ThermoFisher, 11095080) supplemented with 1% Fetal Bovine Serum (FBS) and NaHCO3. Then, antibodies were added and incubated on ice in the dark for 30 min. Cells were washed with 1 ml MEM supplemented with 1% FBS and NaHCO3. Precipitated cells were suspended in 1 ml ice-cold MEM supplemented with 1% FBS and NaHCO3 and filtered through a 37 mm nylon mesh and then run FACS (BDFACSAria with FACSDIVA 8.0.1 (BD) software were used when cells derived from BMT experiments were analyzed and when cells derived from in vitro culture were analyzed BDFACS Calliber was used.).

### RNA extraction and qRT-PCR

Total RNA was extracted by an RNeasy kit (QIAGEN, 74106) following the manufacturer’s protocol. When the cell numbers were fewer than 10,000, TRIzol^TM^ Reagent (Invitrogen, 15596026) was used. cDNA was synthesized with a VILO cDNA synthesis kit (Invitrogen, 1756050). qPCR was performed with SYBR Premix Ex Taq (TaKaRa, RR820L). Primer sequences are listed below.

**Table:** 

	Forward	Reverse
*Pcgf1*	AACTGGATCGGGTCATGCAG	TGTCTAAGCCTCGGGACTGA
*Ring1B*	TTGACATAGAATGGGACAGC	GTCAGCAGAAAGTCTTGTGG
*Hmga2*	AAGGCAGCAAAAACAAGAGC	CCGTTTTTCTCCAATGGTCT
*Rxra*	CAGACATGGACACCAAACAT	CAGTGGAGAGCCGATTCC
*Runx3*	ACCGGCAGAAGATAGAAGAC	CTCGTGGTGCTGAGAGAG
*Rb1*	GAACATCGAATCATGGAATCCCT	AGAGGACAAGCAGATTCAAGGTGAT
*hARP*	CGACCTGGAAGTCCAACTAC	ATCTGCTGCATCTGCTTG

### RNA-seq

Poly(A) mRNA was isolated from total RNA by a NEBNext poly(A) mRNA magnetic isolation module (New England Biolabs, E7490) and then libraries were prepared by a NEBNext Ultra RNA library preparation kit for Illumina(New England Biolabs, E7530). The average size of each library was measured by an Agilent 4200 TapeStation (Agilent Technologies). The quantity of each library was measured by a KAPA library quantification kit (KAPA Biosystems, KK4828). Sequences were read by a HiSeq 1500 system (Illumina).

### RNA-seq data analysis

RNA-seq reads were aligned to the mouse reference genome (mm9) using HISAT2 (v2.1.0; http://daehwankimlab.github.io/hisat2/). Transcript levels (counts) were summarized per gene using Rsubread^63^. Count per million (CPM) and Reads Per Kilobase of exon per Million (RPKM) were calculated using edgeR^64^. Low abundance genes (CPM < 1 across all samples) were filtered out. The significance of differences in CPM was calculated based on a negative binomial model using exactTest command of edgeR and genes with FDR < 0.05 were regarded as differentially expressed genes.

### Preparation of scRNA-seq library

FACS sorted LSK cells (control and *Pcgf1-*KO) were subjected to preparation of individually barcoded single-cell RNA-Seq libraries using the Chromium instrument and the Single Cell 3′ Reagent kit following the manufacturer’s instructions (10× Genomics). Nucleotide sequencing was performed by Next-seq500 (Illumina).

### Analysis of scRNA-seq data

Raw sequencing data for control and *Pcgf1-KO* LSK cells in this study were converted to fastq format using cellranger mkfastq (10× Genomics, v3.0.0). Nestrowa’s data (GSE81692) were obtained from NCBI GEO. These fastq files were aligned to the mm9 reference genome and quantified using cellranger count (10× Genomics, v.3.0.0). Count matrixes were incorporated into Seurat objects and proceeded to further analysis using Seurat 3.0^65^. scRNA-seq quality control: As we wished to filter out cells whose transcripts were lowly captured and also to avoid multiplet representation, we filtered cells with UMIs lower than 200 and higher than 10000 in both control and *Pcgf1*-KO. Integrative analysis: We first log normalized the transcript counts of each sample by using NormalizeData function (normalization.method = “LogNormalize”, scale.factor = 10000). Next, we identified the top 3,000 variable genes in each sample. Then, anchors were identified by FindIntegrationAnchors (dims = 1:30). These anchors were used to integrate datasets for control, *Pcgf1-KO* LSK cells and Netrowa’s data together using IntegrateData function (dims = 1:30). We performed integrated analysis on all cells with these integrated datasets. First, we applied liner transformation by ScaleData function. Next, we performed PCA on the scaled data by RunPCA(npca=30) command. The same PCs obtained from this PCA were used as input to the non-linear dimensional reduction UMAP (dims=1:20) and plotted in ggplot2 using R. We then clustered cells by finding the nearest neighbors between their cells using FindNeighbors (dims=1:20) and FindClusters (resolution=0.2) functions.

### Trajectory analysis

We used Monocle (v.2.4.0) to infer the trajectory tree of all groups of cells. A CDS object was created from the above mentioned integrated datasets. The information of clusters and coordination of each cells in UMAP was also incorporated into this object. Differentially expressed genes between clusters were calculated based on a negative binomial model and decided as genes that define a cell’s progress. Then data dimensionality was reduced and cells were ordered by the orderCells function. The trajectory was visualized by the plot cell_trajectory command.

### Chromatin immunoprecipitation (ChIP) assays and ChIP sequencing (ChIP-seq)

ChIP for H2AK119ub was performed as follows. One million cells were cross-linked by adding formaldehyde to 1% and incubated for 10 min at RT, quenched using 1 M glycine and washed three times in PBS. Collected cells were lysed in 1 ml PBS + 0.5% Triton X-100 for 3 min on ice. Nuclei were pelleted and washed with Micrococcal Nuclease (MNase) digestion buffer (10 mM Tris-HCl, pH 7.4, 15 mM NaCl, 60 mM KCl, 0.5 mM spermidine), spun down and resuspended in the same buffer. Ca^2+^ concentration was adjusted to 1 mM with 1 M CaCl_2_ and MNase (TaKaRa, 2910 A) was added to 60 U/ml. The reaction mixture was incubated at 37 °C for 10 min and the reaction was stopped by adding EDTA up to 2 M. After the addition of an equal volume of 150 mM NaCl-RIPA buffer (50 mM Tris-HCl pH 8.0, 1 mM EDTA, 150 mM NaCl, 0.1% SDS, 1% Triton X-100, 0.1% NaDOC, and protease inhibitor cocktail), the chromatin solution was centrifuged and the soluble chromatin fraction was immunoprecipitated with antibody-coupled Dynabeads M-280 Sheep anti-Rabbit IgG (Veritas DB11203) at 4 °C for overnight. Immunoprecipitates were washed with high salt RIPA buffer (500 mM NaCl) four times and TE buffer twice. Bound chromatin and input DNA were suspended in elution buffer (1% SDS, 0.1 M NaHCO3, 10 mM DTT, and RNaseA) and incubated at 25 °C for 15 min and then the supernatant was collected using a magnetic rack. After the addition of NaCl, the solutions were incubated at 65 °C overnight and then treated with 0.1 mg/ml proteinase K at 55 °C for 1 h to reverse crosslinking. Eluted DNA was purified with a MinElutePCR Purification Kit (QIAGEN, 28004). Immunoprecipitated and input DNA were quantified by qPCR with the primers listed below. ChIP for FLAG, RING1B, SUZ12, H3K27me3 and others were performed as described previously^27^ with small modifications. Cells were crosslinked with 1% formaldehyde at RT for 10 min. Fixed cells were sonicated using a Sonics Vibracell VCX 130 processor with a 3 mm stepped microtip in a volume of 150 mM NaCl-RIPA buffer (50 mM Tris-HCl pH 8.0, 1 mM EDTA, 150 mM NaCl, 0.1% SDS, 1% Triton X-100, 0.1% NaDOC, and protease inhibitor cocktail) for 20 s × 6 pulses at 30% amplitude. Cell extracts were subjected to immunoprecipitation with antibody-conjugated Pierce protein A/G magnetic beads (ThermoFisher, 88802). Immunoprecipitates were washed with 150mM-NaCl RIPA buffer and high salt RIPA buffer (250 mM NaCl) twice and TE buffer (10 mM Tris-HCl pH 8.0 and 1 mM EDTA). Bound chromatin was eluted as described above.

**Table:** 

	Forward	Reverse
*Mtap*	TTGCCATACTGCTTGCTGAC	AACACCCAGCCTGATGCTAC
*Ink4a*	GATGGAGCCCGGACTACAGAAG	CTGTTTCAACGCCCAGCTCTC
*Hmga2*	CATCAGCCTCCTACGGGAAG	TGCGAGTCCGAAGCTCTTAG
*Rxra*	CTTCACCGGCCTCAGTTTCC	CAAGGCTCCCTGCAGAAGAG
*Runx3*	TAGTGGCATGGAAACCGGAG	GCGGTCCTCATCCCAGTTAC
*Rb1*	TCCTCACCCGACTCCCGTTA	GCGGAAGTGACGTTTTCCC

In ChIP-seq, eluted DNA samples were sheared using a Covaris S220 (Covaris inc.) at 300 bp shearing and then the library was prepared by a NEBNext Ultra II DNA library preparation kit for Illumina (New England Biolabs, E7465). The average size of each library was measured by an Agilent 4200 TapeStation (Agilent Technologies). The quantity of each library was measured by a KAPA library quantification kit (KAPA, Biosystems KK4828). Sequences were read by a HiSeq 1500 or NextSeq500 system (Illumina). In ChIP-seq for H3K27me3, 5% of spike-in of S2 Drosophila chromatin (Activ Motif, 53083) was added for calibration after the completion of the fragmentation of DNAs.

### ChIP-seq data analysis

For ChIP-seq without the spike-in genome, reads were aligned to mm9 using bowtie2^66^. ChIP-seq experiments which contained a spike-in genome were aligned against concatenated genome of mm9 and dm3 using bowtie2 and resulting SAM files were then split such that reads aligning to *mus musculus* and *drosophila melanogaster* were placed in separate files. The SAM files were converted to the BAM format using Samtools^67^. The PCR duplicates were removed by Picardtools (http://broadinstitute.Github.io/picard). The BAM files were converted to bigwig files by deepTools2^68^ for visualization. For comparison across ChIP-seq samples without a spike-in genome, the bigwig files were normalized to reads per kilobase million mapped sequence reads (RPKM). For ChIP-seq with a spike-in genome, RPKM were further normalized according to normalization factors calculated as 1 over the number of reads (per million) mapping to *drosophilia* as previously reported^69^. Heatmaps were generated by deepTools2^68^. Genome browser tracks were produced by pyGenomeTracks^70^. Regions of H3K27me3 enrichment were identified using the dpeak function of DANPOS2(-q 40 -kw 750 -kd 1500, height_logP > 120)^71^. PCGF1 and RING1B peaks were generated using MACS2 broad mode^72^. Peaks were annotated by ChIPseeker^73^. Read counts within intervals were calculated by QuasR^74^. For ChIP-seq without a spike-in genome, count per million (CPM) were calculated to conduct comparisons between samples and for ChIP-seq with spike-in DNA, they were further normalized based on normalizing factors as described before. Published ChIP-seq data for KLF4, MYC, E2A and PAX5 were obtained from NCBI GEO (accession numbers GSM1324615, GSM546535 and GSM2863171 respectively). Gene ontology (GO) analyses were performed using clusterProfiler^75^. Universal genes were used as background. Selected GO terms were considered significant with FDR < 0.05.

### Statistical analysis

All statistical analyses and visualization of box-plots and scatterplots were performed using R (version 3.2.2), except for single cell RNA-seq analysis by Seurat and Monocle which required newer version of R and performed by R version 4.0.0.

### Motif analysis

The coordinates of the promoters in Cluster 1 and 2 genes were obtained from FANTOM6 databases (http://fantom.gsc.riken.jp/5/datafiles/latest/extra/CAGE_peaks/mm9.cage_peak_phase1and2combined_coord.bed.gz) and −300 to +100 regions around the representative position were extracted. Genomic sequences were obtained using the “BSgenome” package in Bioconductor (http://www.bioconductor.org/packages/2.5/bioc/html/BSgenome.html). The sequences for motifs were scanned using the “Biostrings” package (https://bioconductor.org/packages/release/bioc/html/Biostrings.html). The comparison with background (universal genes) was performed by counting numbers of motifs in the cluster and the background and doing a one-tailed Fisher’s exact test. *p*-values were corrected for the multiple testing by the Benjamini-Hochberg algorithm.

### Immunoblotting

The IdHP cells (1 × 10^6^) were suspended with SDS sample buffer (0.068 M Tris HCl pH 6.8, 2% SDS, 5% Glycerol, 0.005% BPB and 0.1 M DTT) and sonicated 15 s at 20% amplitude using Sonics Vibracell VCX 130 processor. Cell lysates were subjected to SDS-PAGE using Mini-Protean TGX precast gels (Bio-Rad, 4561086) and then transferred to a PVDF membrane by the Transblot Turbo transfer system (Bio-Rad). Membranes were blocked by a PVDF blocking reagent for Can Get Signal (TOYOBO, NYPBR) for 4 °C overnight and then incubated with primary antibodies diluted in Can Get Signal solution 1 (TOYOBO, NKB 201) for overnight at 4 °C. The membrane was washed three times with TBS-T and then incubated with secondary antibody diluted in Can Get Signal Solution 2 (TOYOBO, NKB 301) for 1 h at room temperature. After washing four times by TBS-T, immunoreactive proteins were detected by Western Lightning Plus ECL reagent (Perkin Elmer).

### Immunoprecipitation and Immunoblot analysis

Whole cells were lysed in 0.1% NP-40 lysis buffer (250 mM NaCl) and sonicated for 10 s × 3 pulses at 30% amplitude using a Sonics Vibracell VCX 130 processor. After centrifugation, the supernatants were immunoprecipitated with the indicated antibody-coupled Dynabeads M-280 Sheep anti-Rabbit IgG (Veritas DB11203) or Dynabeads M-280 Sheep anti-Mouse IgG (Veritas, DB11201) with or without 250 Units Benzonase (Sigma-Aldrich, E1014-5KU) per mg protein. When the experiment was involved in Benzonase the buffer was supplemented with MgCl_2_ up to 1.5 mM. Immunoprecipitates were washed by 0.1% NP-40 lysis buffer (350 mM NaCl) for four times, then proteins were separated by SDS-PAGE and analyzed by immunoblotting.

### shRNA

LSK cells sorted from fetal livers were transduced with the indicated shRNA retrovirus by spin infection and the cells were cultured on TSt4 stromal cells. At two days after the infection, cells were collected and cultured on TSt4 cells to induce B cell differentiation or sorted for hCD25+ cells by magnetic-activated cell sorting (MACS) (Miltenyi Biotec, 131-090-312) to extract RNAs. The shRNA sequences were as follows.

Sh*Hmga2*−1: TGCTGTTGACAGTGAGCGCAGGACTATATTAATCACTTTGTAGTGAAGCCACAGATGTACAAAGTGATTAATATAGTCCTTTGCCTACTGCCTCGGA

Sh*Hmga2*−2: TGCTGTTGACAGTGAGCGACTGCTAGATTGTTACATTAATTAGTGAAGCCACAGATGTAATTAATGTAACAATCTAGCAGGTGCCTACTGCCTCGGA

### Antibodies

The following antibodies were used in indicated dilution rates for FACS analysis:

**Table:** 

APC Rat anti Mouse CD45.1 (30-F11) (BD 559864) 1 : 100
PE-Cy7 Rat anti Mouse CD117 (2B8) (BD 558163) 1 : 100
APC Rat anti Mouse CD117 (2B8) (BD 561074) 1 : 100
PE Rat anti Mouse Ly6A/E (D7) (BD 562059) 1 : 100
APC-Cy7 Rat anti Mouse Ly6A/E (D7) (BD 560654) 1 : 100
PE Rat anti Mouse CD135 (A2F10.1) (BD 553842) 1 : 100
CD34 Monoclonal Antibody (RAM34), FITC, eBioscience™ (Invitrogen 11-0341-81) 1 : 50
APC Rat anti Mouse CD127 (SB/199) (BD 564175) 1 : 100
APC anti-mouse CD93 (AA4.1, early B lineage) Antibody (C1qRp) (Biolegend 136509) 1 : 100
PE Rat anti Mouse CD19 (1D3) (BD 553786) 1 : 100
APC/Cy7 Rat anti Mouse B220 (RA3-6B2) (BD 552772) 1 : 100
PE/Cy7 Rat anti Mouse IgM (R6-60.2) (BD 552867) 1 : 100
BV421 Rat anti Mouse CD43 (S7) (BD 752957) 1 : 100
PE Rat anti Mouse IgD (11-26 C) (BD 558597) 1 : 100
APC/Cy7 Rat anti Mouse CD8 (53-6.7) (BD 561967) 1 : 100
BV421 Rat anti Mouse CD4 (H129.19) (BD 740024) 1 : 100
BV510 Hamster anti Mouse CD3ε (145-2C11) (BD 563024) 1 : 100
FITC Rat anti Mouse CD25 (7D4) (BD 553071) 1 : 100
PE Rat anti Mouse CD44 (IM7) (BD 553134) 1 : 100
PerCP-Cy5.5 Mouse anti Mouse NK1.1 (PK136) (BD 561111) 1 : 100
PerCP-Cy5.5 Mouse Lineage Antibody Cocktail, with Isotype Control (BD 561317) 1 : 100
PE-Cy7 Rat Anti-Mouse TER-119/Erythroid Cells (TER-119) (BD 557853) 1 : 100
FITC Rat anti Mouse Mac-1 (M1/70) (BD 557396) 1 : 100
V450 Rat anti Mouse Mac-1 (M1/70) (BD 560456) 1 : 100
PE Mouse anti Human CD25 (M-A251) (BD 55432) 1 : 100

Antibodies used for IB, IP and ChIP are listed below.

**Table:** 

anti m2_FLAG(Sigma-Aldrich, F3165)	ChIP (1 : 50), IP (1 : 100), IB (1 : 1000)
anti Ubiquityl-Histone H2A (Lys119)(D27C4) (Cell Signaling, #8240)	ChIP (1 : 100), IB (1 : 1000)
anti SUZ12(D39F6) (Cell Signaling, #3737)	ChIP (1 : 50), IP (1 : 100), IB (1 : 1000)
anti H3K27me3 (Merck Millipore, 07-449)	ChIP (1 : 100), IB (1 : 1000)
anti-acetyl-Histone H3(Lys27) (Merk Millipore, 07-360)	ChIP (1 : 100), IB (1 : 1000)
anti-RNA polymerase II CTD repeat YSPTSPS [8WG16] - ChIP Grade (abcam, ab817)	ChIP (1 : 50)
anti Bmi1 (D20B7) XP Rabitt mAb (Cell Signaling, #6964)	ChIP (1 : 50)
anti PCGF1(E-8)(Santa Cruz Biotechnology, sc-515371)	WB (1 : 250)
anti EZH2(D2C9) (Cell Signaling, #5246)	ChIP (1 : 50), IB (1 : 1000)
anti AEBP2(D7C6x) (Cell Signaling, #14129)	WB (1 : 1000)
anti JARID2 (D6M9X)(Cell Signaling, #13594)	ChIP (1 : 50), IB (1 : 1000)
anti DEDAF Merck Millipore, AB3637)	WB (1 : 1000)
anti SKP1(D3J4N) (Cell Signaling, #12248)	WB (1 : 1000)
anti MCM7(141.2)(Santa Cruz Biotechnology, sc-9966)	WB (1 : 1000)
anti PCNA(PC10) (Santa Cruz Biotechnology, sc-56)	WB (1 : 1000)
anti RUVBL2 (Bethyl Laboratories, A302-536A)	WB (1 : 1000)
anti BCOR (Proteintech, 12107-1-AP)	ChIP (1 : 20), IB (1 : 1000)
anti TY1 (Rockland Immunochemicals Inc, 200-301-W45)	ChIP (1 : 50), IP(1 : 100)
anti SMARCA4/BRG1 (Proteintech, 21634-1-AP)	ChIP (1 : 50), IB (1 : 1000)
Anti UTX(Merck Millipore, ABE1865)	ChIP (1 : 50)
anti RING1B (in house)	ChIP (1 : 20), IB (1 : 250)
anti PHC2 (in house)	ChIP (1 : 20)
anti EED (in house)	IB (1 : 1000)
anti KDM2B (in house)	ChIP (1 : 20)
Anti-Mouse IgG, HRP-Linked Whole Ab Sheep(Cytiva, NA931)	IB (1 : 5000)
Anti-Rabbit IgG, HRP-Linked Whole Ab Donkey(Cytiva, NA934)	IB (1 : 5000)

### Sample preparation for LC-MS/MS measurement

The sample preparation for LC-MS/MS measurement was followed as reported previously^76^. The sample was treated with 10 mM dithiothreitol at 50 °C for 30 min and then subjected to alkylation with 30 mM iodoacetamide in the dark at room temperature. The mixture was diluted 4-fold with 50 mM ammonium bicarbonate and digested using 800 ng Lys-C and 400 ng trypsin overnight at 37 °C. An equal volume of ethyl acetate was added to the digested samples, and the mixture was acidified with 0.5% trifluoroacetic acid (TFA) (final concentration) according to the PTS protocols^77,78^. The mixture was shaken for 5 min and centrifuged at 15,000 × *g* for 5 min for phase separation; then, the aqueous phase was retrieved. The volume of the digested sample recovered was reduced to half or less of the original volume by a centrifugal evaporator for the complete removal of ethyl acetate, and then the mixture was desalted using C18-Stage Tips^79^. The peptides trapped in the C18-Stage Tips were eluted with 40uL of 50% acetonitrile (ACN) and 0.1% TFA, followed by drying using a centrifugal evaporator. The dried peptides were redissolved in 20 µL of 3% ACN and 0.1% formic acid, 2 µL of the redissolved sample was analyzed by LC-MS/MS.

### LC-MS/MS and data analysis

A preliminary DDA (data dependent acquisition) set was performed for SWATH protein quantification as below^76^. Peptides (approximately 100 ng) were directly injected onto a 100 µm × 15 cm PicoFrit emitter (New Objective) packed in-house with 120 A porous C18 particles (ReproSil-Pur C18-AQ 1.9 µm; Dr. Maish GmbH) and then separated using 240-min ACN gradient (3 to 40%, flow rate 300 nl/min) using an Eksigent ekspert nanoLC 400 HPLC system (Sciex). Peptides eluting from the column were analyzed on a TripleTOF 5600+ mass spectrometer. MS1 spectra were collected in the range of 400–1200 m/z for 250 ms. The top 25 precursor ions with charge states of 2+ to 5+ that exceeded 150 counts/s were selected for fragmentation with rolling collision energy, and MS2 spectra were collected for 100 ms. A spray voltage of 2100 V was applied.

All MS/MS files were searched against the UniProtKB/Swiss-Prot mouse database (Proteome ID: UP000000589, downloaded October 30, 2019, 17069 proteins entries), combined with the standard MaxQuant contaminants database (http://www.coxdocs.org/doku.php?id=maxquant:start_downloads.htm), using ProteinPilot software v. 4.5 with Paragon algorithm for protein identification^76^. The search parameters were as follows: cysteine alkylation of iodoacetamide, trypsin digestion, and TripleTOF 5600. For a protein confidence threshold, we used the ProteinPilot unused score of 1.3 with at least one peptide with 95% confidence. Moreover, proteins and peptides identified as contaminating proteins were excluded. Global false discovery rate for both peptides and proteins was lower than 1% in this study.

SWATH DIA (data independent acquisitions) were performed by using the same gradient profile used for DDA experiments as describe above. Precursor ion selection was done in the 400–1200 m/z range, with a variable window width strategy (7 to 75 Da). Collision energy for each individual SWATH experiment was set at 45 eV, and 80 consecutive SWATH experiments (100–1800 m/z) were performed, each lasting 36 ms. DIA raw data were analyzed by using the SWATH processing embedded in PeakView software (SCIEX). Peptides from PIG Trypsin and Protease I precursor Lysyl endopeptidase were used for retention time recalibration between runs. The following criteria were used for DIA quantification: Peptide Confidence Threshold 99%, 30 ppm maximum mass tolerance, 6 min maximum RT tolerance. Multivariate data analysis was performed by using Markerview software (SCIEX).

### Proximity ligation assay (PLA)

PLA was performed as described^20^ with minor modifications. *Pcgf1*-KO IdHPCs reconstituted with exogenous 3xFLAG-tagged PCGF1 or empty vector were labeled with 1 μM EdU for 20 min and 20,000 cells per each condition were harvested and cytospun (750 rpm for 5 min) on polylysine-coated cover glasses, fixed at room temperature with 4% paraformaldehyde in PBS for 15 min and permeabilized in 0.25% Triton. Then half of each slide was subjected to a Click reaction as described in the iPOND section. The PLA reactions (Olink) between the anti-biotin antibody and antibodies to FLAG were performed according to the manufacturer’s instructions. Following PLA, cells were immunostained with anti-biotin Alexa Flour 488 antibody (ThermoFisher, #53-9895-82).

### iPOND and mass spectrometry (iPOND-MS) analysis

iPOND was performed as described^52^ with minor modifications. Cells were labeled with 1 μM 5-ethynyl-2′-deoxyuridine (EdU) (Thermo Fisher, A10044), for 20 minutes. After labeling, cells were rinsed twice with PBS and cross-linked in 1% formaldehyde/PBS for 10 min at room temperature, quenched using 1 M glycine, and washed three times in PBS. Collected cell pellets were frozen at −80 °C. 0.25% Triton-X/PBS was used to permeabilize cells. Biotin Azide (PEG4 carboxamide-6-Azidohexanyl Biotin) (Thermo Fisher, B10184)was used to conjugate with EdU via the click reaction. After lysis and sonication, DNA-protein complexes were captured by streptavidin-coupled magnetic beads (Pierce, 88816). Beads were washed four times in RIPA buffer. Captured proteins were eluted and cross-links were reversed in sample buffer (500 mM Tris-HCl pH 8.0; 24 mM sodium deoxycholate and 24 mM sodium laurylsulphate) by incubating for 20 minutes at 95 °C with shaking.

### iPOND-ChIP-seq analysis

ChIPed Chromatin was treated with Proteinase K overnight at 65 °C and purified using MinElute PCR Purification Kit (QIAGEN, 28004). Then ChIPed DNA was conjugated with biotin in 300 µl of click reaction supplied with 0.3 mM Biotin Azide (Thermo Fisher, B10184), 0.2 mM CuSO_4_, 1 mM THPTA (Sigma-Aldrich, 762342) and 20 mM Sodium ascorbate (Sigma-Aldrich, A7631) for 30 minutes at room temperature. After ethanol precipitation the biotinylated DNA was End Repaired using NEBNext Ultra II DNA library Prep Kit for Illumina (New England Biolabs, E7465) and ligated with an adaptor from IDT according to the manufacturer’s protocol. Then DNA was dual size-selected (bead ratio: 0.55× ~1.8×) with SPRI beads (Beckman coulter, B23318) as described by manufacturer’s instructions and eluted into 50 µl of EB. Then Edu-biotin conjugated DNA was captured with 200 µg of Dynabeads MyOne streptavidin T1 (Thermo Fisher, DB65601) for 1 h with rotation and washed sequentially with 500 µl of the following buffers at room temperature: 3 times with 1× B&W buffer (5 mM Tris-HCl pH 7.5, 1 M NaCl, 0.5 mM EDTA and 0.05% Tween20) and twice of 2× B&W buffer. ChIP-enriched nascent dsDNA fragments were amplified using Q5 Master Mix (NEBNext Ultra II DNA library Prep Kit for Illumina, NEB) kept on beads as follows: 98 ˚C 30 s, 5 cycles of (98 °C, 10 s; 65 °C 75 s), vortexed quickly and 6 cycles of (98 °C, 10 s; 65 °C 75 s), and last extension 65 °C, 5 min. Libraries were cleaned up using 1.5× (bead ratio) SPRI beads (Beckman coulter, B23318) according to the manufacturer’s instructions and run on High Sensitivity DNA Screen Tape (Agilent) for quality control.

### MNase-seq analysis

MNase-seq analysis was performed according to Zhao et al.^80^ with minor modifications. One million cells were cross-linked by adding formaldehyde to 1% and incubated for 10 min at RT, quenched using 1 M glycine, and washed three times in PBS. Collected cells were lysed in 1 ml PBS + 0.5% Triton X-100 for 3 minutes on ice. Nuclei were pelleted and washed by MNase digestion buffer (10 mM Tris-HCl, pH 7.4, 15 mM NaCl, 60 mM KCl, 0.5 mM spermidine), spun down and resuspended in the same buffer. Ca^2+^ concentration was adjusted to 1 mM with 1 M CaCl_2_ and MNase was added to 20 U/ml. The reaction mixture was incubated at 37 °C for 10 min and the reaction was stopped by adding 150 μL of stop buffer (20 mM EDTA, 20 mM EGTA, 0.4% SDS, 0.5 mg/ml proteinase K) and then incubated overnight at 65 °C. DNA was purified using a MinElute PCR purification Kit (QIAGEN, 28006) and loaded to 1.5% Agarose Gel. Mononucleosomal bands were excised and purified by a gel extraction kit (QIAGEN, 28705). Purified DNA was subjected to library preparation by a NEBNext Ultra II DNA library preparation kit for Illumina (New England Biolabs, E7465).

### iPOND-MNase-seq analysis

iPOND-MNase-seq was performed as described^54^ with modifications. EdU labeling, cross-linking, nucleosome-fragmentation, click reaction, and capture of streptavidin-coupled magnetic beads were performed as described above. Beads were washed four times in 1× B&W buffer (5 mM Tris-HCl pH 7.5, 1 M NaCl, 0.5 mM EDTA) and then libraries were prepared on beads using NEBNext Ultra II DNA library preparation kit for Illumina (New England Biolabs, E7465).

### MNase-seq data analysis

Sequenced reads were aligned to mm9 using bowtie2^66^ and all uniquely matching reads were retained, using the following parameters. -I 0 -X 300 —no-mixed —no-discordant —very-sensitive. Average profiles were centered on TSS and calculated using qProfile command of QuasR^74^. Normalized average depth was calculated by (Counts of reads/Numbers of binding cites)/(Total reads/Genome size).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The high-throughput sequencing data generated in this study have been deposited in the GEO database under accession code GSE141560. The proteomic data used in this study are available in the Pride database under accession code PXD036330 Publicly available data utilized in this study are: RNA-seq for hematopoietic progenitor cells: GSE116177; Single cell RNA-seq profiling of HPSC: GSE81682 ; ChIP-seq for KLF4: GSM1324615; ChIP-seq for MYC: GSM912934; ChIP-seq for E2A: GSM546535; ChIP-seq for PAX5: GSM2863171; Mouse reference genome mm9: https://genome.ucsc.edu/cgi-bin/hgGateway?db=mm9. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: PCGF1-PRC1 links chromatin repression with DNA replication during hematopoietic cell lineage commitment
**Source:** Nat Commun. 2022 Nov 28;13:7159. doi: 10.1038/s41467-022-34856-8
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Figure. 1

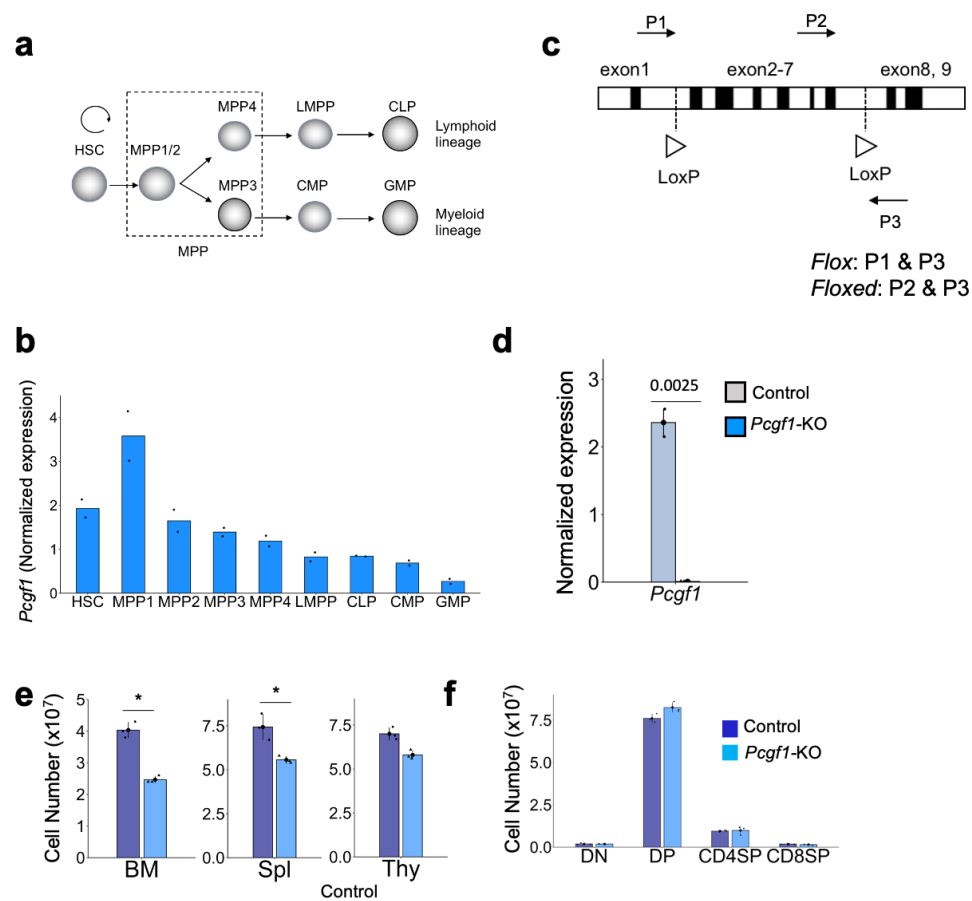

# Supplementary Figure. 1 (continued)

**g**

Ctrl

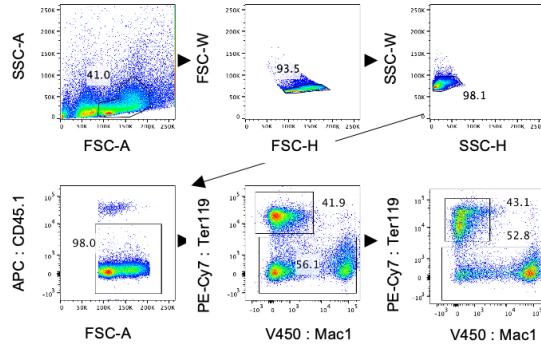

*Pcgf1*-KO

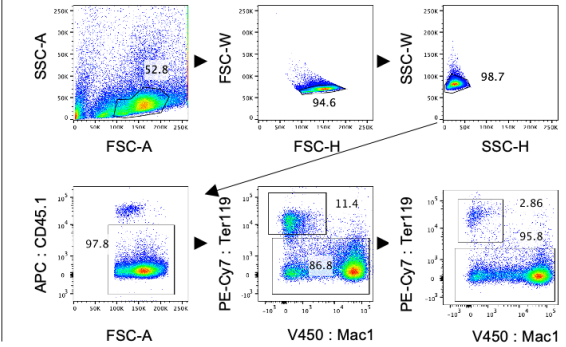

**h**

Ctrl

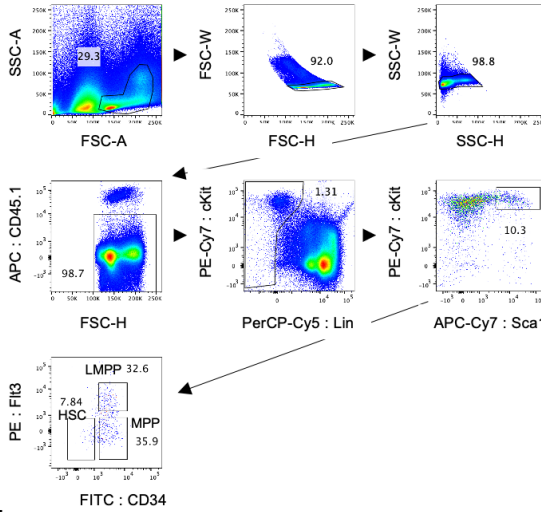

*Pcgf1*-KO

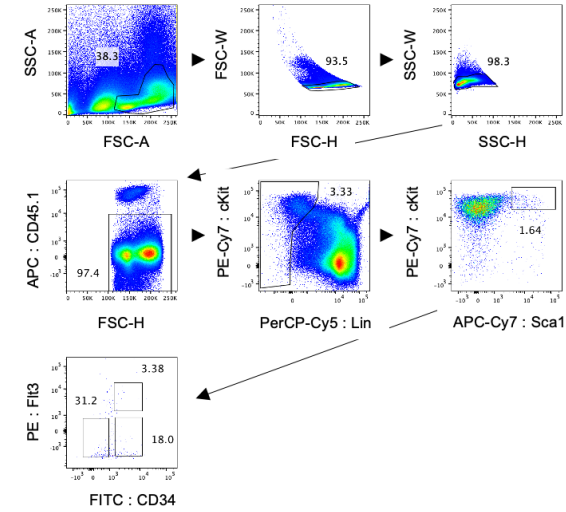

**i**

Ctrl

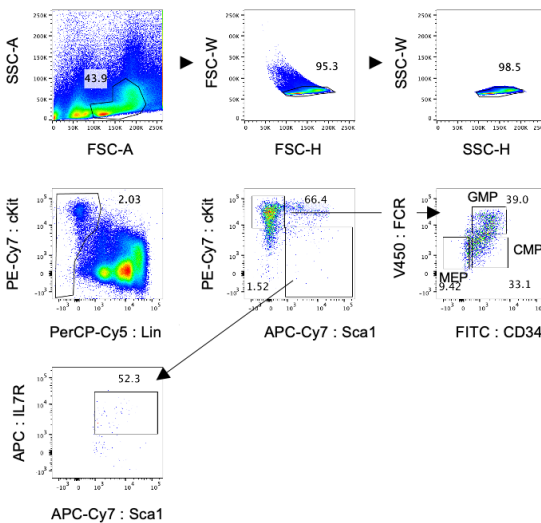

*Pcgf1*-KO

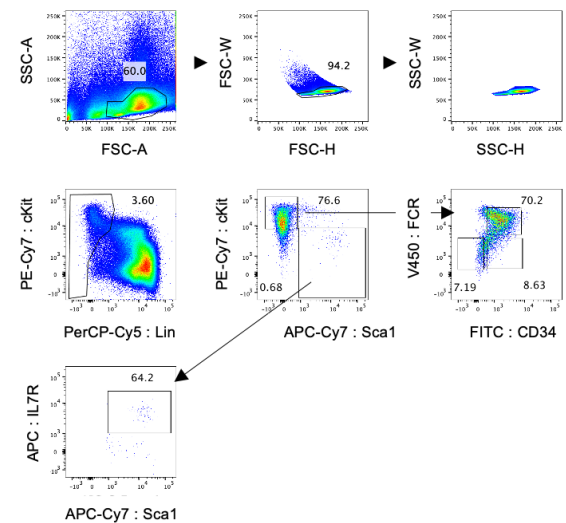

# Supplementary Figure. 1 (continued)

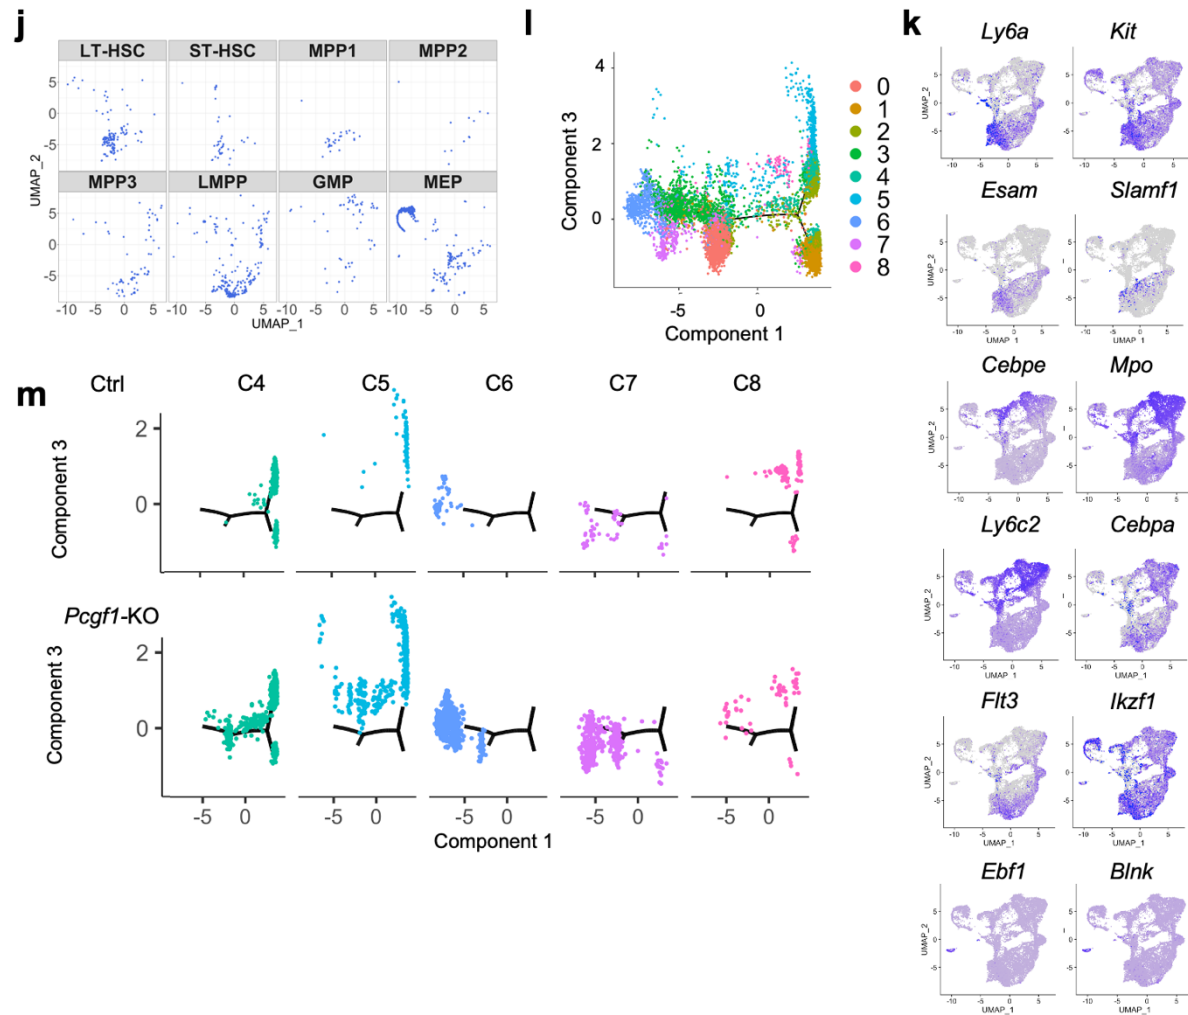

**Supplementary Fig. 1 (Related to Fig. 1). Expression of *Pcgfl* during early hematopoiesis and generation of a *Pcgfl* conditional knock out (cKO) allele and *Pcgfl* cKO IdHPCs.**

(a) Schematic representation of lineage commitment and differentiation of HSCs. (b) Normalized expression of *Pcgfl* revealed by qRT-PCR in the indicated cell types is shown. Data represent the mean of two independent qRT-PCR experiments. (c) Schematic representation of the gene targeting strategy to generate a conditional KO allele of *Pcgfl*. Two loxP sites were inserted to enable induced deletion of a genomic region encompassing exons 2 to 7. Genomic PCR primers used for detection of the WT and KO alleles are indicated. The neomycin-resistant gene cassette (Neo) was deleted after germline transmission of the mutant allele by mating with FRT-expressing transgenic mice. (d) *Pcgfl* expression in LMPP cells derived from *Pcgfl<sup>fl/fl</sup>* or ERT2-Cre;*Pcgfl<sup>fl/fl</sup>* mice treated with 4-OHT analyzed by RT-qPCR. FACS sorted LMPP cells were cultured for 4 days with 4-OHT using TSt-4 stromal cells and media supplemented with SCF, IL-7 and Flt3-L. Data represent the mean±SD of three biologically independent qRT-PCR experiments. The numbers on the graph are *p*-values between the control and *Pcgfl*-KO calculated with the Welch's two-sided *t* test. (e) Defects in repopulation of *Pcgfl*-KO hematopoietic cells in BM and spleen (Spl) but not in thymus (Thy). Total numbers of graft-derived cells in the respective tissues were compared between *Pcgfl*-KO and the control (Ctrl). Data represent the mean±SD of three biologically independent experiments. \**p*<0.05; (Welch's two-sided *t* test). *P*-values are 0.003 (BM) and 0.04 (Spl). (f) Numbers of CD4<sup>-</sup>CD8<sup>-</sup> (DN), CD4<sup>+</sup>CD8<sup>+</sup> (DP), CD4<sup>+</sup>CD8<sup>-</sup> (CD4SP) and CD4<sup>-</sup>CD8<sup>+</sup> (CD8SP) thymocytes in control and *Pcgfl*-KO. Data represent the mean±SD of three biologically independent experiments. (g)(h)(i) Representative flow cytometric profiles of graft-derived BM cells from *Pcgfl*-KO or the control (Ctrl) to identify the respective cell types. Surface antigens and cell fractions tested are CD19 and Mac1 in CD45.1<sup>+</sup>Ter119<sup>-</sup> cells to identify lymphoid and myeloid

cells **(g)**, Flt3 and CD34 in CD45.1<sup>-</sup>Lin<sup>-</sup>c-Kit<sup>+</sup>Sca-1<sup>+</sup> cells to identify HSC, MPP and LMPP **(h)**, and FCR and CD34 in CD45.1<sup>-</sup>Lin<sup>-</sup>c-Kit<sup>+</sup>Sca-1<sup>-</sup> cells to identify CMP, GMP and MEP **(i)**. The percentage of the respective cell types indicated by boxes is shown. The data shown in the graphs are representative of three independent biological experiments. **(j)** Distribution of the respective cell types in the Umap plot as shown in this study according to the definitions in Sonia Netrowa's paper<sup>41</sup> (GSE81692). **(k)** The expression of marker genes for HSCs (*Esam*, *Slamf1*), myeloid progenitors (*Cebpa*, *Cebpe*, *MPO*, *Ly6c2*), lymphoid progenitors (*Flt3*, *Ikzf1*), and B lineage-primed cells (*Ebfl*, *Blnk*) in the Umap plot as shown in this study. **(l)(m)** An inferred pseudo-time trajectory in all LSKs **(l)** and in each cluster defined in Fig. 1e **(m)** in the control (Ctrl) and *Pcgfl*-KO.

## Supplementary Figure. 2

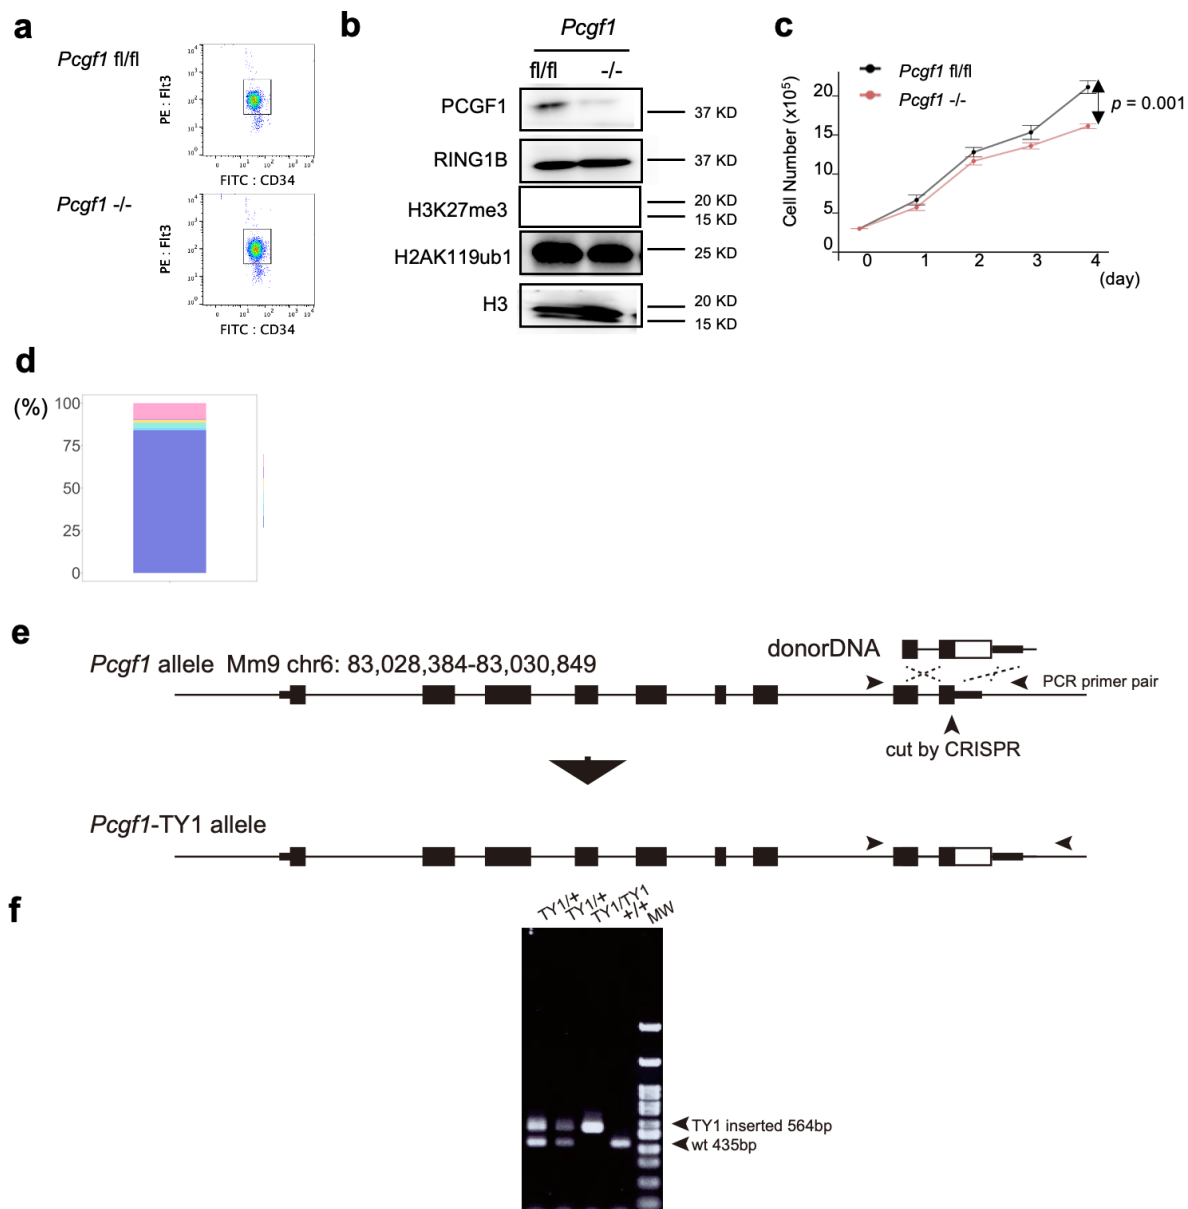

## Supplementary Figure. 2 (continued)

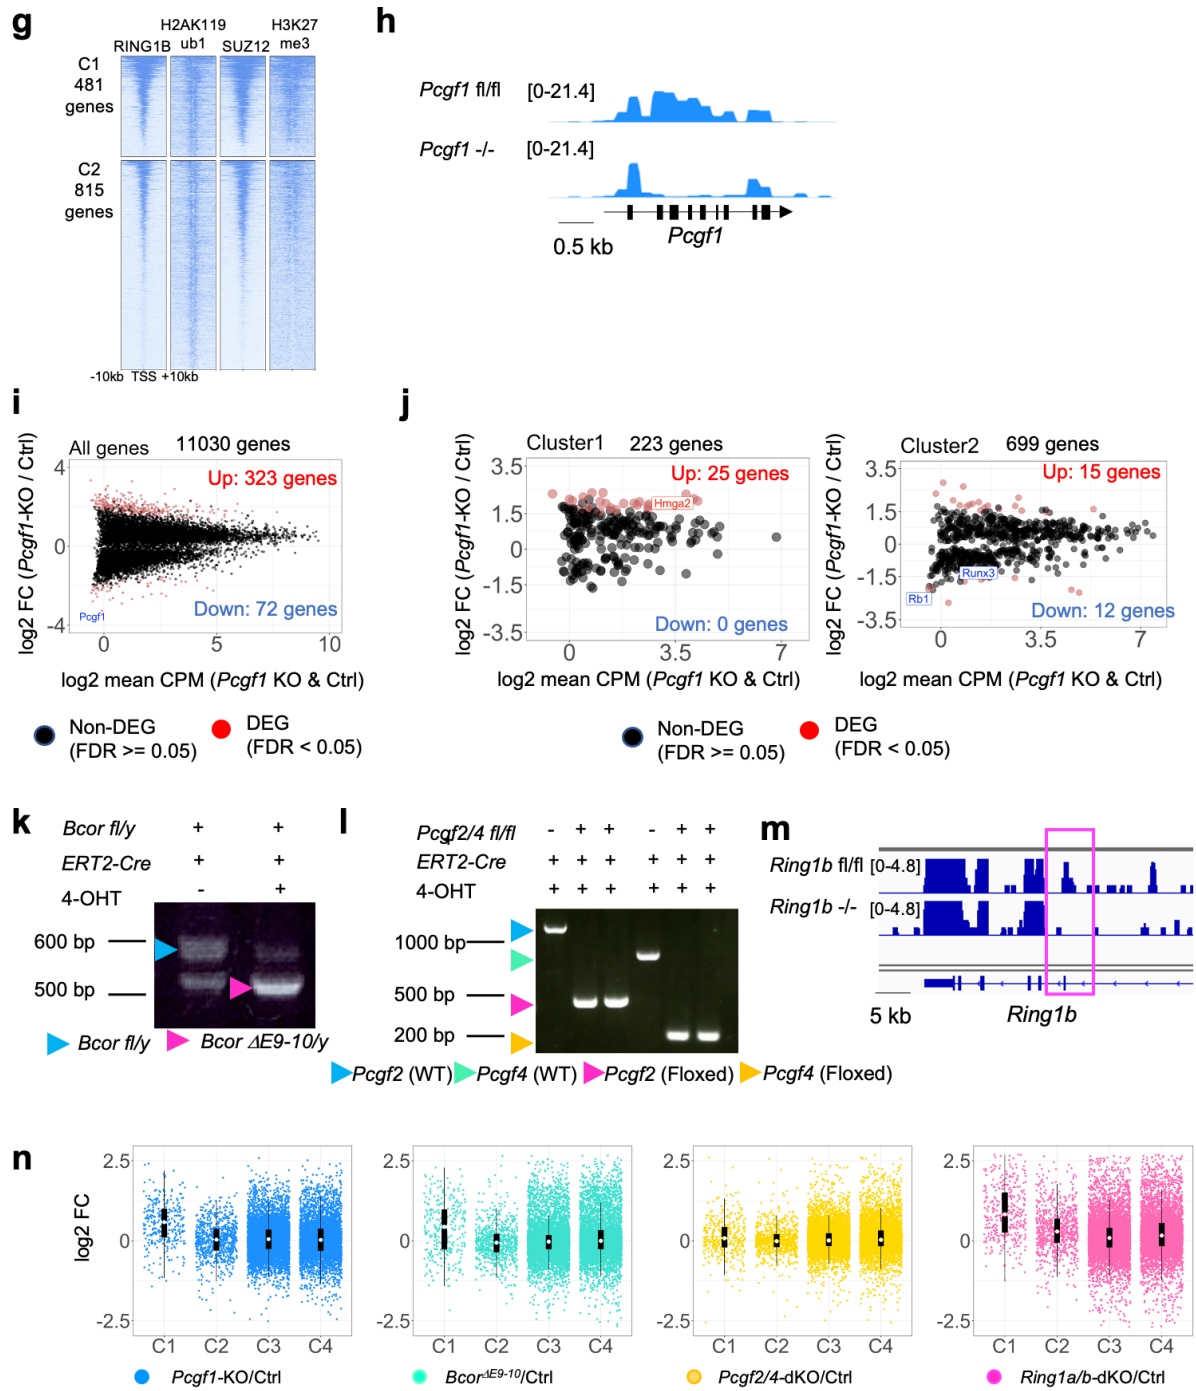

**Supplementary Fig. 2 (Related to Fig. 2). PCGF1 downregulates H3K27me3 marked genes in collaboration with RING1A/B.**

(a) The surface expression of Flt3 and CD34 in control and 4-OHT-treated ERT2-Cre;*Pcgf1*<sup>fl/fl</sup> IdHPCs. (b) Immunoblotting with the indicated antibodies confirmed a significant reduction of *Pcgf1* expression induced by 4-OHT treatment. Data in (a) and (b) are representative of two independent biological replicates. (c) Proliferative capacity of *Pcgf1*-KO IdHP cells. Graphic data shown in (c) represent mean  $\pm$  SD for biological triplicates. The numbers on the graph is the *p*-value between the control and *Pcgf1*-KO calculated with the Welch's two-sided *t* test. (d) Predominant distribution of PCGF1 peaks at promoter regions. (e) Schematic representation of the strategy to generate a *Pcgf1*-TY1 allele using the Alt-R CRISPR-Cas9 system (IDT) (<https://sg.idtdna.com/pages/products/crispr-genome-editing/alt-r-crispr-cas9-system>). See materials and methods for more details. (f) Genomic PCR confirming the insertion of *Ty1* into the *Pcgf1* locus. 

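*Pcgf1* lies on chromosome 6 of mm9 (NCBIM37) from 83028380 to 83030841 on the plus strand, and its 2 annotated transcripts use 9 exons. The 4-OHT treatment deletes exons 2 to 7, between 83028889 and 83030134. In control IdHPCs these exons held 193 of the 266 *Pcgf1* reads in control 1 (72.6%, 95% Wilson interval 66.9% to 77.6%) and 173 of 252 in control 2 (68.7%, 62.7% to 74.1%). In the *Pcgf1*-KO libraries they held 15 of 71 reads (21.1%, 13.2% to 32.0%) and 15 of 83 reads (18.1%, 11.3% to 27.7%). The intervals cover counting error only. Fisher's exact test (2-sided) gave p = 4.21e-15 for control 1 against *Pcgf1*-KO 1 and p = 4.35e-16 for control 2 against *Pcgf1*-KO 2, and each of these tests compares 2 libraries, not the conditions. The exons outside the deletion together held 73 and 79 reads in the controls (2.24 and 2.26 CPM). They held 56 reads in *Pcgf1*-KO 1 (1.97 CPM) and 68 in *Pcgf1*-KO 2 (3.20 CPM), the latter above both controls in CPM. Exon 1 had 1.19 and 1.26 CPM in the controls and 1.16 and 2.16 CPM in the *Pcgf1*-KO libraries. Exon 9 went from 16 and 17 reads (0.490 and 0.487 CPM) to 5 and 8 (0.176 and 0.376 CPM). Each count on an exon is taken as 1 read in these intervals and tests. Over exons 2 to 7 alone, a measure chosen after the exon structure of the table was seen, the log2 fold change was -1.99 (adjusted p = 0.0211 from limma with Benjamini-Hochberg adjustment).

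**Figure D2:**
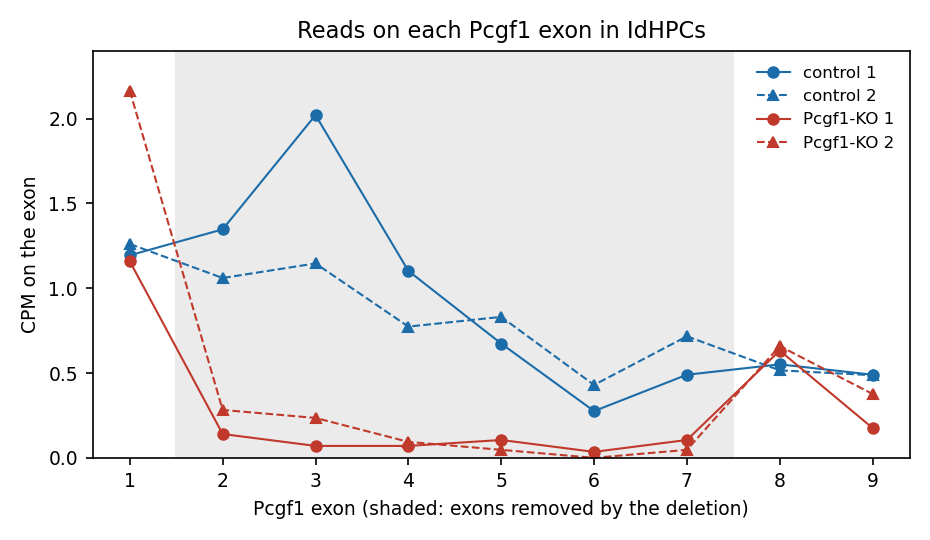
CPM on each of the 9 *Pcgf1* exons (x axis, exon number; y axis, CPM) in 2 control (blue) and 2 *Pcgf1*-KO (red) IdHPC libraries, with the deleted exons 2 to 7 shaded. Both *Pcgf1*-KO libraries lie below both controls on each shaded exon, the lines come together on exon 8, and on exon 9, outside the deletion, the *Pcgf1*-KO libraries are lower again.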

The data shown in the graph are representative of two independent biological replicates. (g) A heatmap of ChIP-seq data for indicated antibodies in ESCs. (h) Genome browser tracks showing the significant reduction of *Pcgf1* expression in *Pcgf1*-KO IdHPCs. (i) An MA plot for differentially expressed genes (DEG) between control (*Pcgf1*<sup>fl/fl</sup>) and *Pcgf1*-KO IdHPCs. Log2 fold change is plotted against the mean normalized gene expression of control and *Pcgf1*-KO IdHPCs. FDR was calculated by edgeR. Low abundance genes (CPM < 1 across all samples) were filtered out. DEGs are indicated by red dots. Data in the graph are the averages of two biologically independent experiments. (j) MA plots for cluster 1 and 2 genes shown in the same manner as in (i). (k) Genomic PCR showing the induced deletion of exons 9 and 10 of the *Bcor* gene by 4-OHT treatment in ERT2-Cre;*Bcor*<sup>fl/y</sup> IdHPCs. (l) Genomic PCR showing the induced deletion of *Pcgf2* and *Pcgf4* in ERT2-Cre:*Pcgf2*<sup>fl/fl</sup>;*Pcgf4*<sup>fl/fl</sup> IdHPCs by 4-OHT treatment. 

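At an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 0 C1 genes were down-regulated, and 1 C2 gene was up-regulated and 5 were down-regulated. At an unadjusted p under 0.05, 94 C1 genes were higher and 12 were lower in *Pcgf1*-KO IdHPCs. With edgeR's exactTest, 44 C1 genes were called up-regulated and 3 down-regulated, and 22 C2 genes were called in each direction.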

Data in (k) and (l) are

representative of two independent biological replicates. **(m)** Genome browser tracks showing decreased expression of *Ring1b* in *Ring1a/b* double KO (dKO) IdHPCs. **(n)** A boxplot showing the changes in gene expression in respective mutant IdHPCs. Up-regulation of C1 genes was observed in *Pcgf1*-KO, *Bcor*<sup>*ΔE9-10*</sup>, and *Ring1a/b*-dKO, but not in *Pcgf2/4*-dKO IdHPCs. The center circle indicates a median value and the boxes indicate the 25th to 75th percentile. Each dot represents individual genes. Data in graphs represent the average of two biologically independent analyses.

Supplementary Figure. 3

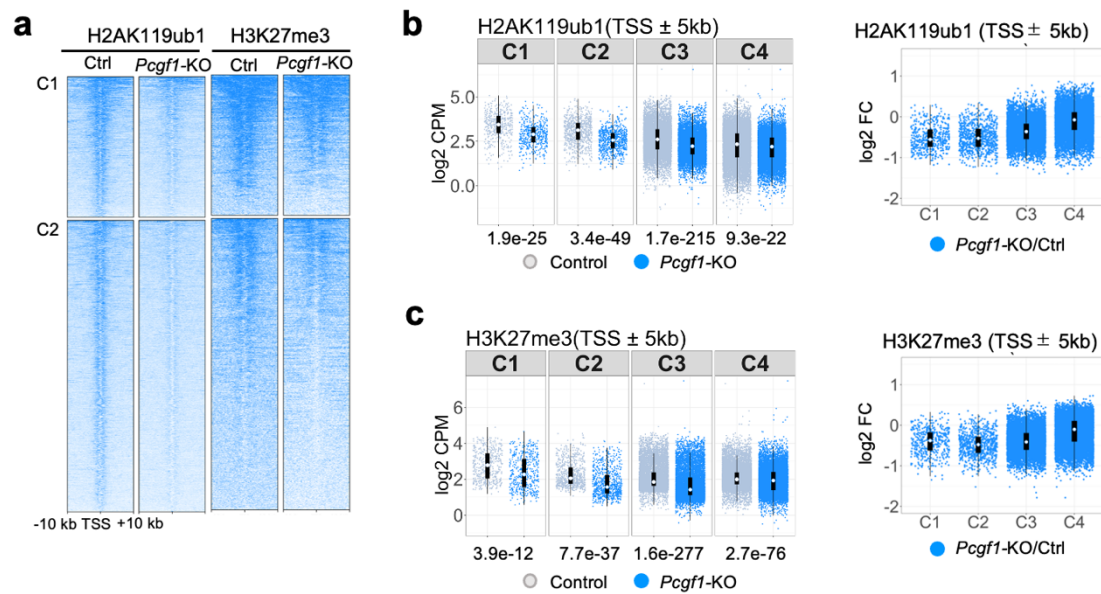

**Supplementary Fig. 3 (Related to Fig. 3). *Pcgfl* deletion in ESCs results in destabilization of local H2AK119ub1 in contrast to IdHPCs.**

**(a)(b)(c)** Contribution of PCGF1 to stabilize local enrichment of H2AK119ub1 and H3K27me3 around TSSs in ESCs. **(a)** Heatmap views of ChIP-seq signals for H2AK119ub1 and H3K27me3 across TSS ( $\pm 10$  kb) regions of C1 and C2 genes in control and *Pcgfl*-KO ESCs. Representative data of the two biologically independent analyses are shown. **(b)** Box plots for ChIP-seq signals across TSS ( $\pm 5$ kb) for H2AK119ub1 in each cluster in control and *Pcgfl*-KO ESCs (left panel) and their fold changes signals in *Pcgfl*-KO (right panel). Data in graphs represent the means of two biologically independent analyses. The center circle indicates a median value and the boxes indicate the 25th to 75th percentile. Each dot represents individual genes. The numbers beneath the graph are *p*-values between the control and *Pcgfl*-KO calculated with the Wilcoxon signed-rank test in the left panel. CPM: Counts Per Million. **(c)** Box plots for ChIP-seq signals across TSS ( $\pm 5$ kb) for H3K27me3 in each cluster in control and *Pcgfl*-KO ESCs (left panel) and their fold changes in *Pcgfl*-KO (right panel). Data in graphs represent means for two biologically independent experiments. The center circle indicates a median value and the boxes indicate the 25th to 75th percentile. Each dot represents individual genes. The numbers beneath the graph are *p*-values between the control and *Pcgfl*-KO calculated with the Wilcoxon signed-rank test in the left panel. CPM: Counts Per Million.

## Supplementary Figure. 4

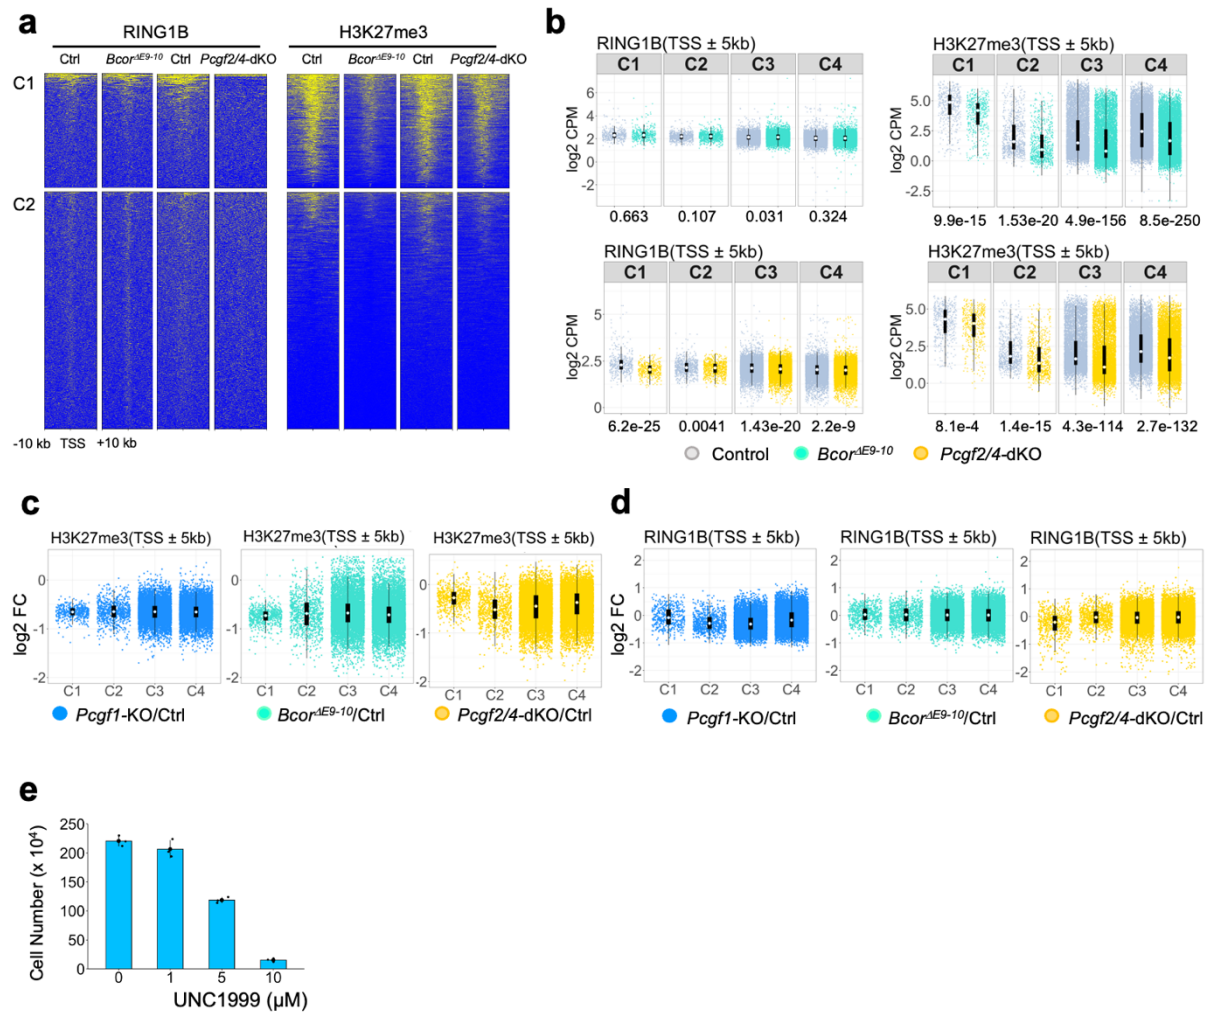

**Supplementary Fig. 4 (Related to Fig. 4). *Bcor*<sup>ΔE9-10</sup> and *Ring1a/b*-dKO resulted in decrease of H3K27me3 enrichment while *Pcgf2/4*-dKO did not in IdHPCs.**

**(a)(b)(c)(d)** Contribution of PCGF1-PRC1 to stabilize H3K27me3 enrichment at promoters of C1 genes. **(a)** Heatmap views of ChIP-seq signals for RING1B and H3K27me3 across TSS (±10 kb) regions of C1 and C2 genes in control, *Bcor*<sup>ΔE9-10</sup> and *Pcgf2/4*-dKO IdHPCs. Representative data of biological duplicates are shown. **(b)** Box plots for ChIP-seq signals across TSS (±5kb) for RING1B and H3K27me3 in each cluster in control, *Bcor*<sup>ΔE9-10</sup> and *Pcgf2/4*-dKO IdHPCs. The numbers beneath the graph are *p*-values between the control and *Pcgf1*-KO calculated with the Wilcoxon signed-rank test. CPM: Counts Per Million. **(c)** Box plots showing the fold change of ChIP-seq signals for H3K27me3 in *Pcgf1*-KO, *Bcor*<sup>ΔE9-10</sup> and *Pcgf2/4*-dKO IdHPCs. **(d)** Box plots showing the fold change of ChIP-seq signals for RING1B in *Pcgf1*-KO, *Bcor*<sup>ΔE9-10</sup> and *Pcgf2/4*-dKO IdHPCs. Data in **(b)**, **(c)**, and **(d)** represent the means of two biologically independent analyses. The center circle indicates a median value and the boxes indicate the 25th to 75th percentile. Each dot represents individual genes. **(e)** UNC1999 dose-dependent proliferative response of IdHPCs. UNC1999 inhibited the proliferation of ERT2-Cre *Pcgf1*<sup>fl/fl</sup> IdHPCs in a dose-dependent manner. 5 x 10<sup>5</sup> cells were cultured with the indicated concentrations of UNC1999 or vehicle (DMSO) for 4 days. Data represent the mean±SD of three biologically independent experiments.

# Supplementary Figure. 5

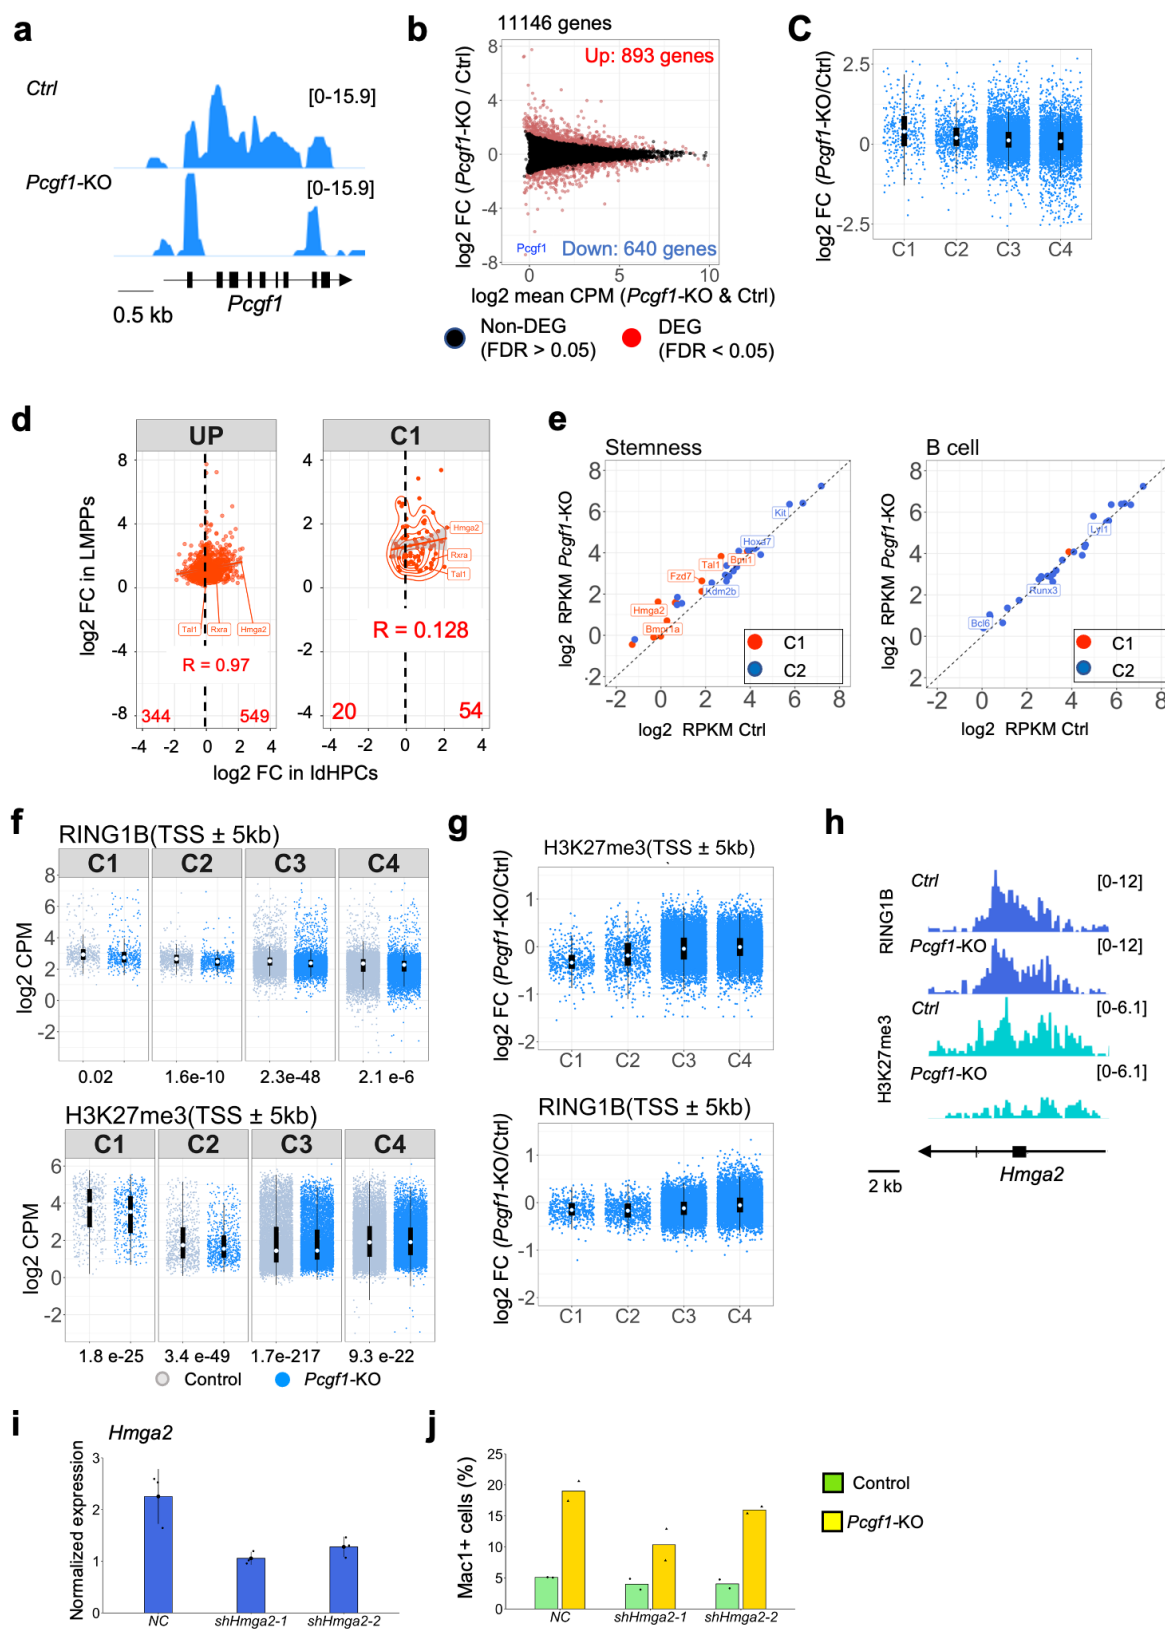

**Supplementary Fig. 5 (Related to Fig. 5). PCGF1 contributes to maintaining H3K27me3 marks and repressive states in primary LMPPs, which safeguards B lineage development by silencing myeloid programs.**

(a) Genome browser tracks showing the reduction of *Pcgfl* expression in *Pcgfl*-KO LMPPs. (b) An MA plot representation for DEG (red dots) between control (*Pcgfl*<sup>fl/fl</sup>) and *Pcgfl*-KO LMPPs. 

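In the library labelled control 1, 77.1% of the 109 *Pcgf1* reads lay on the deleted exons 2 to 7 (95% Wilson interval 68.3% to 84.0%), and in the library labelled *Pcgf1*-KO 1, 78.4% of 97 reads (69.2% to 85.4%). No difference between these 2 shares was detectable (Fisher's exact test, 2-sided, p = 0.868). In the library labelled control 2, 0 of 20 reads lay on these exons (upper bound of the 95% Wilson interval 16.1%). In the library labelled *Pcgf1*-KO 2 it was 0 of 24 reads (upper bound 13.8%). The 2 libraries labelled control differed in this share (Fisher's exact test, 2-sided, p = 2.24e-11), and so did the 2 labelled *Pcgf1*-KO (Fisher's exact test, 2-sided, p = 2.78e-13). Each of these tests compares 2 libraries, not the conditions. The exons outside the deletion held 25 and 20 reads in the libraries labelled control and 21 and 24 reads in those labelled *Pcgf1*-KO.

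**Figure D3:**
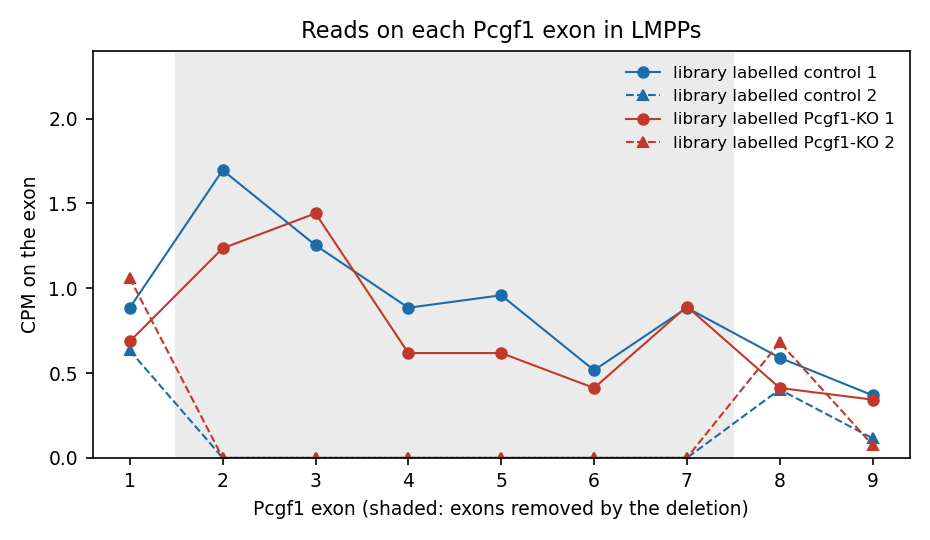
CPM on each of the 9 *Pcgf1* exons (x axis, exon number; y axis, CPM) in 4 LMPP libraries, named by their labels, with the deleted exons 2 to 7 shaded. The libraries labelled control 2 and *Pcgf1*-KO 2 (dashed lines) are at 0 on each shaded exon, while those labelled control 1 and *Pcgf1*-KO 1 (solid lines) are above 0 there.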

Log2 fold change is plotted against the mean normalized gene expression of control and *Pcgfl*-KO LMPPs. FDR was calculated by edgeR. Low abundance genes (CPM < 1 across all samples) were filtered out. Data in the graph are the averages of biological duplicates. (c) Box plots showing the Log2 fold change (*Pcgfl*-KO/Control) in gene expression. The center circle indicates a median value and the boxes indicate the 25th to 75th percentile. Each dot represents individual genes. Data in graphs represent means for two biologically independent experiments. (d) A scatter plot showing log2 fold changes (*Pcgfl*-KO/Control) of CPM of up-regulated genes (UP) in LMPPs (Supplementary Fig. 5b) and up-regulated C1 genes (C1) in IdHPCs (X-axis) and LMPPs (Y-axis). The number in the lower side of the graphs denotes number of genes in that territory. R denotes Pearson correlation coefficient. (e) Gene expression profiling of “Stemness” and “B cell” related genes in control and *Pcgfl*-KO LMPPs. Data represent the average for biological duplicates. Red and blue points denote C1 and C2 genes, respectively. (f) Box plots showing the ChIP-seq signal across TSS (±5kb) for RING1B and H3K27me3 in each cluster in control and *Pcgfl*-KO LSK cells. (f) Box plots showing the fold change of ChIP-seq signals for H3K27me3 and RING1B across TSS (±5kb). Data in graphs (f) and (g) represent mean for two biologically independent experiments. The center circle indicates a median value and the boxes indicate 25th to 75th percentile. Each dot indicates individual genes. *P*-values calculated with the Wilcoxon signed rank test are indicated below each graph. H3K27me3 ChIP-seq was calibrated

by spike-in chromatin. **(h)** Screen shots for distribution of RING1B and H3K27me3 in control and *Pcgl1*-KO LSK cells around the TSS region of *Hmga2*. **(i)** Knockdown efficacy of shRNA against *Hmga2*. Relative normalized mRNA expression of *Hmga2* is shown. Data are the average of independent biological triplicates. **(j)** Bar graphs for the frequency of Mac1<sup>+</sup> cells in BM cells. Bar graphs represent the mean $\pm$ SD of two independent experiments.

# Supplementary Figure. 6

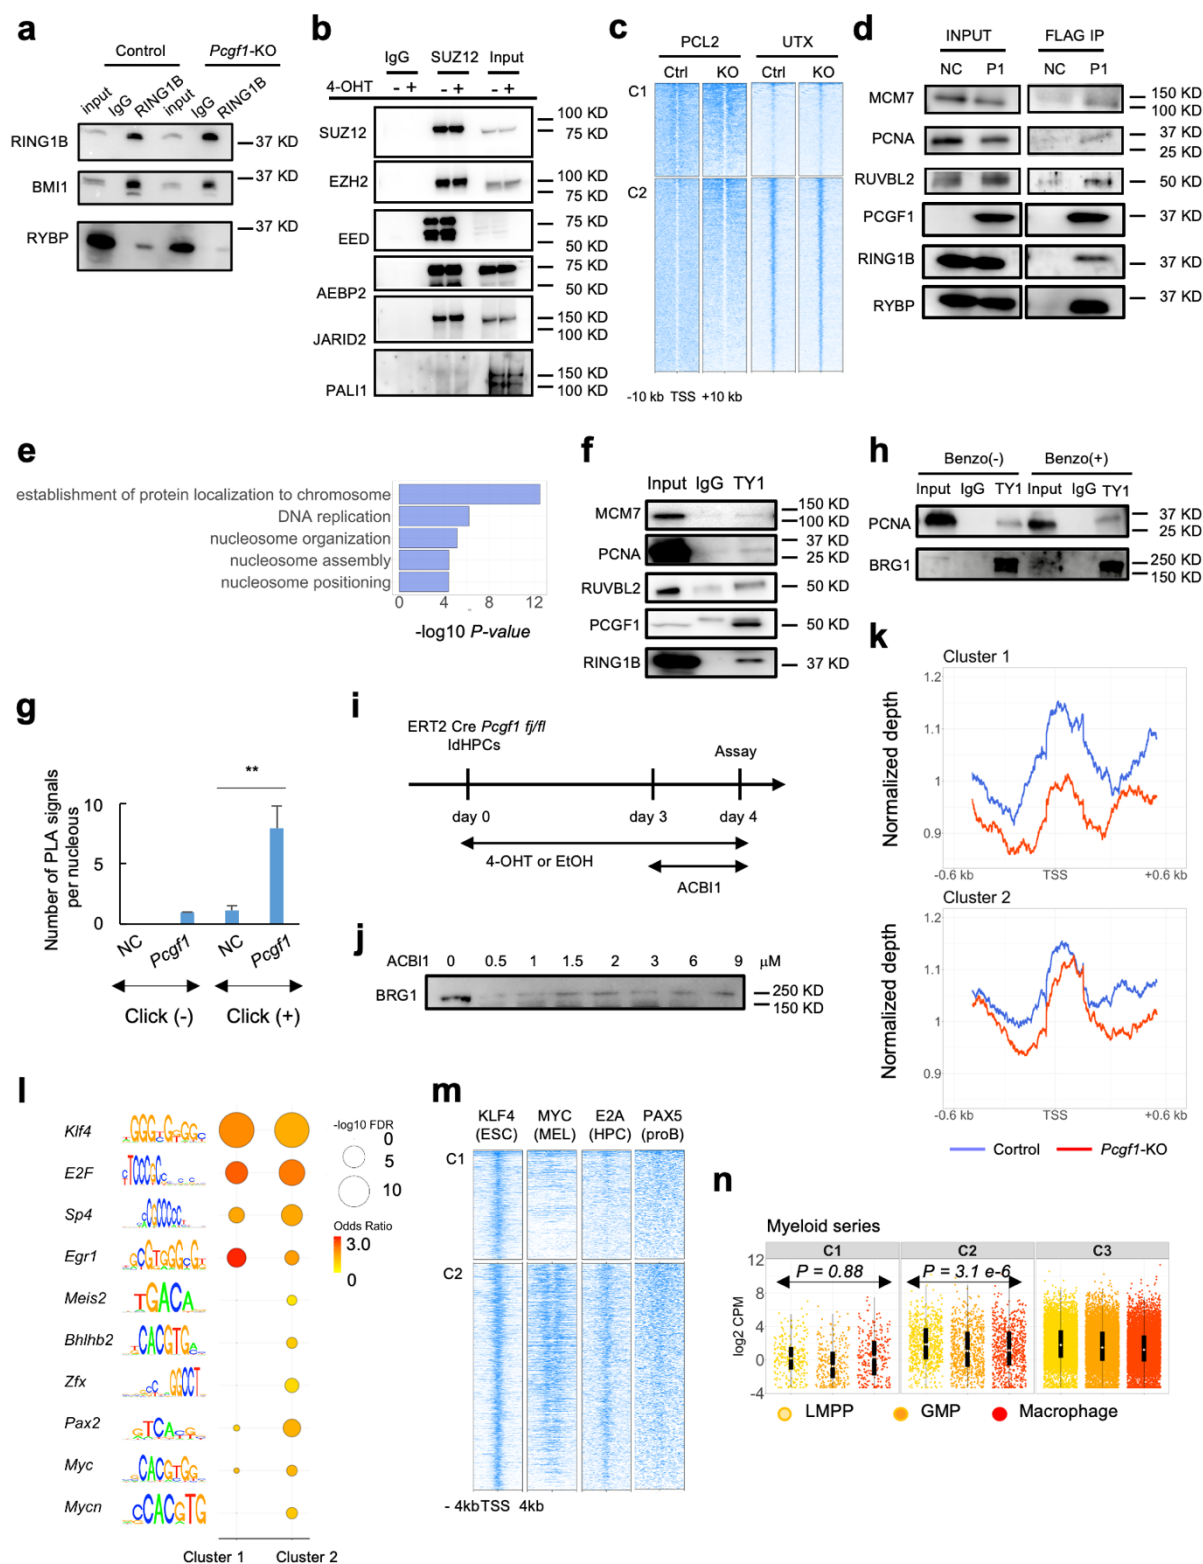

**Supplementary Fig. 6 (Related to Fig. 6). PCGF1 localizes at the replication fork to affect DNA replication-linked processes.**

(a) Immunoprecipitation by anti-RING1B and subsequent immunoblotting analysis using indicated antibodies in *Pcgfl*-KO IdHPCs. (b) Immunoprecipitation by anti-SUZ12 and subsequent immunoblotting analysis using antibodies for indicated antibodies in *Pcgfl*-KO IdHPCs. (c) Heatmap of ChIP-seq signals for PCL2 and UTX across TSS ( $\pm 10$  kb) regions of C1 and C2 genes in control and *Pcgfl*-KO IdHPCs. (d) Immunoprecipitation by FLAG-tagged PCGF1 and negative control and subsequent immunoblotting analysis using indicated antibodies in *Pcgfl*-KO IdHPCs transduced with FLAG-PCGF1 or empty vector. The data shown in the graph (a), (b), (c), and (d) are representative of two biologically independent experiments. (e) Selected GO terms enriched in proteins significantly associated with PCGF1 ( $\log_2$  FC > 0.3). (f) Immunoprecipitation by TY1-tagged endogenous PCGF1 and subsequent immunoblotting analysis using the indicated antibodies in *Ty1-Pcgfl* IdHPCs. The data shown in the graph are representative of biological duplicates. (g) Proximity ligation assay (PLA) was performed for 3x FLAG-tagged PCGF1 in EdU-labeled cells with or without the Click reaction. The bar graph indicates the quantification of the results of the PLA experiments. The data in the graph represents the mean  $\pm$  SD of representative of three biologically independent experiments. (h) Immunoprecipitation by TY1-tagged endogenous PCGF1 with or without benzonase treatment (Benzo(+) or Benzo(-), respectively) and subsequent immunoblotting analysis using indicated antibodies in *Ty1-Pcgfl* IdHPCs. The data shown in the graph are representative of biological duplicates. Benzo; benzonase. (i) Schematic representation of the experimental procedure. ERT2-Cre;*Pcgfl*<sup>fl/f</sup> IdHPCs were treated with EtOH (Control) or 4-OHT (*Pcgfl*-KO) for 4 days. On day3 of the EtOH/4-OHT treatment, DMSO or 3  $\mu$ M ACB11 (MedChemExpress HY-128359) was added and incubated for 24 hours to degrade

BRG1. (j) Degradation of BRG1 by ACB11. ERT2-Cre;*Pcglf*<sup>f/f</sup> IdHPCs were treated with the indicated concentration of ACB11 for 24 hours and immunoblotting using anti-BRG1 was performed. The data shown in the graph are representative of biological duplicates. (k) Meta plot showing the distribution of mean nucleosome occupancies across TSS ( $\pm 0.6$  kb) of Cluster 1 and 2 genes in control and *Pcglf*-KO LSKs. The data shown in the graph are average of biological duplicates. (l) Results of the Motif analysis in promoters of Cluster 1 and 2 genes. (m) Heatmap of publicly available ChIP-seq signals for KLF4, MYC, E2A, and PAX5 across TSS ( $\pm 4$  kb) regions of Cluster 1 (C1) and Cluster 2 (C2) genes. (n) Box plots of gene expression in each cluster in LMPPs, GMPs, and bone marrow macrophages (GSE116177). The center white circle indicates a median value and the boxes indicate 25th to 75th percentile. Each dot represents an individual gene. The data in graphs derived from public database and are based on one biologically independent analysis. The *p*-values denote statistical significance between LMPPs and macrophages calculated with the Wilcoxon signed rank test.

# Supplementary material for: PCGF1-PRC1 links chromatin repression with DNA replication during hematopoietic cell lineage commitment
**Source:** Nat Commun. 2022 Nov 28;13:7159. doi: 10.1038/s41467-022-34856-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** Gene list of C1 and C2 genes.

**Supplementary Data 2:** Quantitative results of the PCGF1 IP-MS.

**Supplementary Data 3:** Quantitative results of the PCGF1 iPOND-MS.

# Supplementary material for: PCGF1-PRC1 links chromatin repression with DNA replication during hematopoietic cell lineage commitment
**Source:** Nat Commun. 2022 Nov 28;13:7159. doi: 10.1038/s41467-022-34856-8
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Flowcytometric analysis were performed using BDFACSAria with FACSDIVA 8.0.1 (BD) software or BDFACS Calliber. Next generation sequencing data were obtained from illumina NextSeq500. Data have been deposited and is accessible at Gene Expression Omnibus (GEO) database under accession code GSE141560.

Data analysis

FACS data were analyzed using FlowJo version 10.6.2 (BD).

Softwares and algorithms used in high throughput sequence data are follows;

HISAT2 v2.1.0  
Rsubread v2.2.6  
edgeR v3.30.3  
cellranger v3.0.0  
Seurat3.0 v4.1  
Monocle v2.4.0  
bowtie2 2.3.1  
samtools v1.14  
Picardtools v2.10.10  
deeptools2 v3.3.0  
pygenometracks v2.1  
danpos2 v2.1.1  
MACS2 v2.1.2  
ChIPseeker v1.24.0

QuasR v1.28.0  
clusterprofiler v 3.16.1  
BSgenome v1.38.0  
Biostrings v2.38.4

Statistical analysis and visualization were conducted using R version 3.2.2 except for single cell RNA-seq analysis by Seurat and Monocle which required newer version of R and performed by R version 4.0.0. Custom codes to conduct data analysis in this paper were deposited to Zenodo repository under the DOI code 10.5281/zenodo.7114888.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The high-throughput sequencing data generated in this study have been deposited in the GEO database under accession code GSE141560(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141560>). The proteomic data used in this study are available in the Pride database under accession code PXD036330. Other data generated in this study are provided in the Supplementary Information/Source Data file.

Publicly available data utilized in this study are;

RNA-seq for hematopoietic progenitor cells: GSE116177 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116177>

Single cell RNA-seq profiling of HPSC: GSE81682 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE81682>

ChIP-seq for KLF4 in ESCs: GSM1324615 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM1324615>

ChIP-seq for MYC in MEL cells: GSM912934 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM912934>

ChIP-seq for E2A in HPCs: GSM546535 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM546535>

ChIP-seq for PAX5 in HPCs: GSM2863171 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM2863171>

Mouse reference genome mm9: <https://genome.ucsc.edu/cgi-bin/hgGateway?db=mm9>

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was chosen to be large enough for each condition and biological replicates according to standards of the field. In case of ChIP-seq, measurement performed on two independent biological replicates are set to be standard by ENCODE Consortium (Landt, Stephen G et al. Genome research vol. 22,9 (2012): 1813-31) and we've followed this guideline. Similarly, we've also conducted RNA-seq and MNase-seq on two independent biological replicates and reproducibility of these sequencing data was confirmed by analysis including PCA. In other experiments we've conducted basically three (at least two) independent biological replicates. Sample-size was determined to be adequate based on the consistency of the results. |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | Recorded results were consistently replicated. ChIP-seq were performed 2 independent times according to the ENCODE guideline and other experiments were performed more than 2 to 3 times as noted in figures.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Randomization   | Mice used in experiments were matched in age and sex.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Blinding        | Blinding were not performed because investigators needed to know the treatment group. As our results is based on objective measurements but not on human observation, we've avoided the bias.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

anti m2\_FLAG(Sigma-Aldrich, F3165) <https://www.labome.com/product/Sigma-Aldrich/F3165.html>  
 anti Ubiquityl-Histone H2A (Lys119)(D27C4) (Cell Signaling, #8240) <https://www.cellsignal.jp/products/primary-antibodies/ubiquityl-histone-h2a-lys119-d27c4-xp-rabbit-mab/8240>  
 anti SUZ12(D39F6) (Cell Signaling #3737) <https://www.cellsignal.jp/products/primary-antibodies/suz12-d39f6-xp-rabbit-mab/3737>  
 anti H3K27me3 (Merck Millipore, 07-449) [https://www.merckmillipore.com/JP/ja/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM\\_NF-07-449](https://www.merckmillipore.com/JP/ja/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM_NF-07-449)  
 anti-acetyl-Histone H3(Lys27) (Merk Millipore, 07-360) [https://www.merckmillipore.com/JP/ja/product/Anti-acetyl-Histone-H3-Lys27-Antibody,MM\\_NF-07-360](https://www.merckmillipore.com/JP/ja/product/Anti-acetyl-Histone-H3-Lys27-Antibody,MM_NF-07-360)  
 anti-RNA polymerase II CTD repeat YSPTSPS [8WG16] - ChIP Grade (abcam, ab817) <https://www.citeab.com/antibodies/752154-ab817-anti-rna-polymerase-ii-ctd-repeat-ysptsp-antib>  
 anti Bmi1 (D20B7) XP Rabbit mAb (Cell Signaling, #6964) <https://www.cellsignal.jp/products/primary-antibodies/bmi1-d20b7-xp-rabbit-mab/6964>  
 anti PCGF1(E-8)(Santa Cruz Biotechnology , sc-515371) [https://www.scbt.com/p/pcgf1-antibody-e-8?productCanUrl=pcgf1-antibody-e-8&\\_requestid=2190661](https://www.scbt.com/p/pcgf1-antibody-e-8?productCanUrl=pcgf1-antibody-e-8&_requestid=2190661)  
 anti EZH2(D2C9) (Cell Signaling, #5246) <https://www.cellsignal.jp/products/primary-antibodies/ezh2-d2c9-xp-rabbit-mab/5246>  
 anti AEBP2(D7C6x) (Cell Signaling, #14129) <https://en.cellsignal.jp/products/primary-antibodies/aebp2-d7c6x-rabbit-mab/14129>  
 anti JARID2 (D6M9X)(Cell Signaling, #13594) <https://en.cellsignal.jp/products/primary-antibodies/jarid2-d6m9x-rabbit-mab/13594>  
 anti DEDAF Merck Millipore, AB3637) [https://www.merckmillipore.com/JP/ja/product/Anti-DEDAF-Antibody,MM\\_NF-AB3637](https://www.merckmillipore.com/JP/ja/product/Anti-DEDAF-Antibody,MM_NF-AB3637)  
 anti SKP1(D3J4N) (Cell Signaling, #12248) <https://en.cellsignal.jp/products/primary-antibodies/skp1-d3j4n-rabbit-mab/12248>  
 anti MCM7(141.2)(Santa Cruz Biotechnology, sc-9966) [https://www.scbt.com/p/mcm7-antibody-141-2?productCanUrl=mcm7-antibody-141-2&\\_requestid=1746485](https://www.scbt.com/p/mcm7-antibody-141-2?productCanUrl=mcm7-antibody-141-2&_requestid=1746485)  
 anti PCNA(PC10) (Santa Cruz Biotechnology, sc-56) [https://www.scbt.com/p/pcna-antibody-pc10?productCanUrl=pcna-antibody-pc10&\\_requestid=1748097](https://www.scbt.com/p/pcna-antibody-pc10?productCanUrl=pcna-antibody-pc10&_requestid=1748097)  
 anti RUVBL2 (Bethyl Laboratories, A302-536A) <https://www.fortislife.com/products/primary-antibodies/rabbit-anti-ruvbl2-antibody/BETHYL-A302-536>  
 anti BCOR (Proteintech, 12107-1-AP) <https://www.ptglab.co.jp/products/BCOR-Antibody-12107-1-AP.htm>  
 anti TY1 (Rockland Immunochemicals Inc. 200-301-W45) <https://www.rockland.com/categories/primary-antibodies/ty1-antibody-200-301-W45/>  
 anti SMARCA4/BRG1 (Proteintech, 21634-1-AP) <https://www.ptglab.com/products/SMARCA4-Antibody-21634-1-AP.htm>  
 Anti UTX(Merck Millipore, ABE1865) [https://www.merckmillipore.com/JP/ja/product/Anti-UTX-KDM6A,MM\\_NF-ABE1865](https://www.merckmillipore.com/JP/ja/product/Anti-UTX-KDM6A,MM_NF-ABE1865)  
 anti RING1B (in house)  
 anti PHC2 (in house)  
 anti EED (in house)  
 anti KDM2B (in house)  
 Anti-Mouse IgG, HRP-Linked Whole Ab Sheep(Cytiva, NA931) <https://www.cytivalifesciences.co.jp/catalog/0428.html>  
 Anti-Rabbit IgG, HRP-Linked Whole Ab Donkey(Cytiva, NA934) <https://www.cytivalifesciences.co.jp/catalog/0428.html>  
 APC Rat anti Mouse CD45.1 (30-F11) (BD 559864)  
 PE-Cy7 Rat anti Mouse CD117 (2B8) (BD 558163)  
 APC Rat anti Mouse CD117 (2B8) (BD BD561074)  
 PE Rat anti Mouse Ly6A/E (D7)(BD BD562059)  
 APC-Cy7 Rat anti Mouse Ly6A/E (D7)(BD BD560654)  
 PE Rat anti Mouse CD135 (A2F10.1)(BD 553842)  
 CD34 Monoclonal Antibody (RAM34), FITC, eBioscience™ (Invitrogen 11-0341-81)  
 APC Rat anti Mouse CD127 (SB/199) (BD 564175)  
 APC anti-mouse CD93 (AA4.1, early B lineage) Antibody (C1qRp) (Biolegend 136509)  
 PE Rat anti Mouse CD19 (1D3) (BD 553786)  
 APC/Cy7 Rat anti Mouse B220 (RA3-6B2) (BD 552772)  
 PE/Cy7 Rat anti Mouse IgM (R6-60.2) (BD 552867)  
 BV421 Rat anti Mouse CD43 (S7) (BD 752957)  
 PE Rat anti Mouse IgD (11-26C) (BD 558597)  
 APC/Cy7 Rat anti Mouse CD8 (53-6.7) (BD 561967)  
 BV421 Rat anti Mouse CD4 (H129.19) (BD 740024)  
 BV510 Hamster anti Mouse CD3ε (145-2C11) (BD 563024)

FITC Rat anti Mouse CD25 (7D4) (BD 553071)  
 PE Rat anti Mouse CD44 (IM7) (BD 553134)  
 PerCP-Cy5.5 Mouse anti Mouse NK1.1 (PK136) (BD 561111)  
 PerCP-Cy5.5 Mouse Lineage Antibody Cocktail, with Isotype Control (BD 561317)  
 PE-Cy7 Rat Anti-Mouse TER-119/Erythroid Cells TER-119 (BD 557853)  
 FITC Rat anti Mouse Mac-1 (M1/70) (BD 557396)  
 V450 Rat anti Mouse Mac-1 (M1/70) (BD 560456)  
 PE Mouse anti Human CD25 (M-A251) (BD 55432)

## Validation

Validation of species and applications of all commercially available antibodies are shown by manufactures in the above listed websites. Antibody for RING1B, PHC2 and KDM2B are laboratory made. The quality of these antibodies were validated in Blackledge, N. P. et al. Cell 157, 1445–1459 (2014), Endoh, M. et al. PLoS Genet. 8, (2012), and Sugishita, H. et al. Nat. Commun. 12, 5341 (2021)..

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

C57BL/6 (B6) mice were purchased from CLEA Japan Inc. C57BL/6-Ly5.1 mice were purchased from Charles River Japan. ERT2-Cre Pcgf1 fl/fl, ERT2-Cre Pcgf2/4 fl/flTy1-Pcgf1, ERT2-Cre Ring1a -/-Ring1b fl/fl, and ERT2-Cre mice were generated and maintained in our animal facility. Bcor mutant mice was generated and provided by Vivian J. Bardwell. Female mlce of 6-8 weeks of age were used. For the analysis of hematopoietic cells derived from fetal livers, fetuses at 14 days post-coitum (dpc) were obtained by timed mating. The day that a plug was observed was referred to as 0 dpc. The housing conditions are as follows. Light cycle: A 14-hour light/10-hour cycle. Temperature and humidity: 18-23C with 40-60% humidity.

## Wild animals

The study did not involve wild animals.

## Field-collected samples

The study did not involve field-collected samples.

## Ethics oversight

All experiments were conducted according to guidelines approved by the Institutional Animal Care and Use Committee of RIKEN's Yokohama office.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

All ChIP-seq data (rawdata and bigwig files) have been deposited in the GEO database (The accession number is GSE141560).

## Files in database submission

GSM4206934 Pcgf1\_f/f\_input\_1  
 GSM4206935 Pcgf1\_f/f\_input\_2  
 GSM4206936 Pcgf1\_-/\_input 1  
 GSM4206937 Pcgf1\_-/\_input 2  
 GSM4206938 NC\_for\_Pcgf1  
 GSM4206939 FLAG\_PCGF1\_1  
 GSM4206940 FLAG\_PCGF1\_2  
 GSM4206941 Pcgf1\_f/f\_RING1B\_1  
 GSM4206942 Pcgf1\_f/f\_RING1B\_2  
 GSM4206943 Pcgf1\_-/\_RING1B\_1  
 GSM4206944 Pcgf1\_-/\_RING1B\_2  
 GSM4206945 Ring1A/B\_-/\_RING1B  
 GSM4206952 Pcgf1\_f/f\_SUZ12\_1  
 GSM4206953 Pcgf1\_f/f\_SUZ12\_2  
 GSM4206954 Pcgf1\_-/\_SUZ12\_1  
 GSM4206955 Pcgf1\_-/\_SUZ12\_2  
 GSM4206956 Pcgf1\_f/f\_H3K27me3\_spike\_in\_1  
 GSM4206957 Pcgf1\_f/f\_H3K27me3\_spike\_in\_2  
 GSM4206958 Pcgf1\_-/\_H3K27me3\_spike\_in\_1  
 GSM4206959 Pcgf1\_-/\_H3K27me3\_spike\_in\_2  
 GSM4206960 Pcgf1\_f/f\_H3K27ac\_1  
 GSM4206961 Pcgf1\_f/f\_H3K27ac\_2  
 GSM4206962 Pcgf1\_f/f\_H3K27me3\_1  
 GSM4206963 Pcgf1\_f/f\_H3K27me3\_2  
 GSM4206964 Pcgf1\_-/\_H3K27me3\_1  
 GSM4206965 Pcgf1\_-/\_H3K27me3\_2

GSM4206966 Pcgf1\_f/f\_Pol2\_1  
 GSM4206967 Pcgf1\_f/f\_Pol2\_2  
 GSM4206968 Pcgf1\_f/f\_PHC2\_1  
 GSM4206969 Pcgf1\_f/f\_PHC2\_2  
 GSM4206970 Pcgf1\_-/\_-PHC2\_1  
 GSM4206971 Pcgf1\_-/\_-PHC2\_2  
 GSM4206972 Pcgf1\_f/f\_H2A.Z\_1  
 GSM4206973 Pcgf1\_f/f\_H2A.Z\_2  
 GSM4206974 Pcgf1\_-/\_-H2A.Z\_1  
 GSM4206975 Pcgf1\_-/\_-H2A.Z\_2  
 GSM4206980 LSK\_Pcgf1\_f/f\_H3K27me3\_spike\_in\_1  
 GSM4206981 LSK\_Pcgf1\_f/f\_H3K27me3\_spike\_in\_2  
 GSM4206982 LSK\_Pcgf1\_-/\_-H3K27me3\_spike\_in\_1  
 GSM4206983 LSK\_Pcgf1\_-/\_-H3K27me3\_spike\_in\_2  
 GSM4206984 LSK\_Pcgf1\_f/f\_RING1B\_1  
 GSM4206985 LSK\_Pcgf1\_f/f\_RING1B\_2  
 GSM4206986 LSK\_Pcgf1\_-/\_-RING1B\_1  
 GSM4206987 LSK\_Pcgf1\_-/\_-RING1B\_2  
 GSM6310957 Pcgf1\_f/f\_H3K27me3\_1, chIP  
 GSM6310958 Pcgf1\_f/f\_H3K27me3\_2, chIP  
 GSM6310959 Pcgf1\_-/\_-H3K27me3 1  
 GSM6310960 Pcgf1\_-/\_-H3K27me3 2  
 GSM6310961 Pcgf1\_f/f\_BCOR\_1  
 GSM6310962 Pcgf1\_f/f\_BCOR\_2  
 GSM6310963 Pcgf1\_-/\_-BCOR 1  
 GSM6310964 Pcgf1\_-/\_-BCOR 2  
 GSM6310965 Pcgf1\_f/f\_UTX\_1  
 GSM6310966 Pcgf1\_f/f\_UTX\_2  
 GSM6310967 Pcgf1\_-/\_-UTX\_1  
 GSM6310968 Pcgf1\_-/\_-UTX\_2  
 GSM6310969 Pcgf1\_f/f\_PCL2\_1  
 GSM6310970 Pcgf1\_f/f\_PCL2\_2  
 GSM6310971 Pcgf1\_-/\_-PCL2\_1  
 GSM6310972 Pcgf1\_-/\_-PCL2\_2  
 GSM6310973 Pcgf1\_f/f\_H2AK119ub\_1  
 GSM6310974 Pcgf1\_f/f\_H2AK119ub\_2  
 GSM6310975 Pcgf1\_-/\_-H2AK119ub\_1  
 GSM6310976 Pcgf1\_-/\_-H2AK119ub\_2  
 GSM6310977 Negative control for Ty1-Pcgf1\_1  
 GSM6310978 Negative control for Ty1-Pcgf1\_2  
 GSM6310979 Ty1 Pcgf1 (Bulk)\_1  
 GSM6310980 Ty1 Pcgf1 (Bulk)\_2  
 GSM6310981 Ty1 Pcgf1 (Nascent DNA)\_1  
 GSM6310982 Ty1 Pcgf1 (Nascent DNA)\_2  
 GSM6310983 BCOR delta E9-10 H3K27me3 1  
 GSM6310984 BCOR delta E9-10 H3K27me3 2  
 GSM6310985 BCOR WT H3K27me3 1  
 GSM6310986 BCOR WT H3K27me3 2  
 GSM6310987 Pcgf2/4 f/f H3K27me3 1  
 GSM6310988 Pcgf2/4 f/f H3K27me3 2  
 GSM6310989 Pcgf2/4 -/\_- H3K27me3 1  
 GSM6310990 Pcgf2/4 -/\_- H3K27me3 2  
 GSM6310991 BCOR WT RING1B 1  
 GSM6310992 BCOR WT RING1B 2  
 GSM6310993 BCOR delta E9-10 RING1B 1  
 GSM6310994 BCOR delta E9-10 RING1B 2  
 GSM6310995 Pcgf2/4 f/f RING1B 1  
 GSM6310996 Pcgf2/4 f/f RING1B 2  
 GSM6310997 Pcgf2/4 -/\_- RING1B 1  
 GSM6310998 Pcgf2/4 -/\_- RING1B 2  
 GSM6311015 Pcgf2/4 f/f PHC2 1  
 GSM6311016 Pcgf2/4 f/f PHC2 2  
 GSM6311017 Pcgf2/4 -/\_- PHC2 1  
 GSM6311018 Pcgf2/4 -/\_- PHC2 2  
 GSM6311019 Pcgf1\_f/f\_KDM2B\_1  
 GSM6311020 Pcgf1\_f/f\_KDM2B\_2  
 GSM6311021 Pcgf1\_-/\_-KDM2B\_1  
 GSM6311022 Pcgf1\_-/\_-KDM2B\_2

GSM6311023 Pcgf1\_f/f\_H2AK119ub\_1 [FC00472]  
 GSM6311024 Pcgf1\_f/f\_H2AK119ub\_2 [FC00472]  
 GSM6311025 Pcgf1\_-/\_H2AK119ub\_1 [FC00472]  
 GSM6311026 Pcgf1\_-/\_H2AK119ub\_2 [FC00472]  
 GSM6311027 Ring1a -/- 1b -/- H2AK119ub 1  
 GSM6311028 Ring1a -/- 1b -/- H2AK119ub 2  
 GSM6311029 Pcgf1\_f/f\_JARID2\_1  
 GSM6311030 Pcgf1\_f/f\_JARID2\_2  
 GSM6311031 Pcgf1\_-/\_JARID2\_1  
 GSM6311032 Pcgf1\_-/\_JARID2\_2  
 GSM6311033 ESC RING1B  
 GSM6311034 ESCSUZ12

Genome browser session  
 (e.g. [UCSC](#))

IGV

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Two replicates for all ChIP-seq data excluding S09955.fastq.gz. Details are described in GEO meta data sheet.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Sequencing depth        | Between 10 to 50 million reads per samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Antibodies              | <p>anti m2_FLAG(Sigma-Aldrich, F3165) <a href="https://www.labome.com/product/Sigma-Aldrich/F3165.html">https://www.labome.com/product/Sigma-Aldrich/F3165.html</a></p> <p>anti Ubiquityl-Histone H2A (Lys119)(D27C4) (Cell Signaling, #8240) <a href="https://www.cellsignal.jp/products/primary-antibodies/ubiquityl-histone-h2a-lys119-d27c4-xp-rabbit-mab/8240">https://www.cellsignal.jp/products/primary-antibodies/ubiquityl-histone-h2a-lys119-d27c4-xp-rabbit-mab/8240</a></p> <p>anti SUZ12(D39F6) (Cell Signaling #3737) <a href="https://www.cellsignal.jp/products/primary-antibodies/suz12-d39f6-xp-rabbit-mab/3737">https://www.cellsignal.jp/products/primary-antibodies/suz12-d39f6-xp-rabbit-mab/3737</a></p> <p>anti H3K27me3 (Merck Millipore, 07-449) <a href="https://www.merckmillipore.com/JP/ja/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM_NF-07-449">https://www.merckmillipore.com/JP/ja/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM_NF-07-449</a></p> <p>anti-acetyl-Histone H3(Lys27) (Merk Millipore, 07-360) <a href="https://www.merckmillipore.com/JP/ja/product/Anti-acetyl-Histone-H3-Lys27-Antibody,MM_NF-07-360">https://www.merckmillipore.com/JP/ja/product/Anti-acetyl-Histone-H3-Lys27-Antibody,MM_NF-07-360</a></p> <p>anti-RNA polymerase II CTD repeat YSPTSPS [8WG16] - ChIP Grade (abcam, ab817) <a href="https://www.citeab.com/antibodies/752154-ab817-anti-rna-polymerase-ii-ctd-repeat-ysptsp-antib">https://www.citeab.com/antibodies/752154-ab817-anti-rna-polymerase-ii-ctd-repeat-ysptsp-antib</a></p> <p>anti H2A.Z- ChIP Grade (abcam, ab4174) <a href="https://www.citeab.com/antibodies/764060-ab4174-anti-histone-h2a-z-antibody-chip-grade">https://www.citeab.com/antibodies/764060-ab4174-anti-histone-h2a-z-antibody-chip-grade</a></p> <p>anti EZH2(D2C9) (Cell Signaling, #5246) <a href="https://www.cellsignal.jp/products/primary-antibodies/ezh2-d2c9-xp-rabbit-mab/5246">https://www.cellsignal.jp/products/primary-antibodies/ezh2-d2c9-xp-rabbit-mab/5246</a></p> <p>anti BCOR (Proteintech, 12107-1-AP) <a href="https://www.ptglab.co.jp/products/BCOR-Antibody-12107-1-AP.htm">https://www.ptglab.co.jp/products/BCOR-Antibody-12107-1-AP.htm</a></p> <p>anti TY1 (Rockland Immunochemicals Inc. 200-301-W45) <a href="https://www.rockland.com/categories/primary-antibodies/ty1-antibody-200-301-W45/">https://www.rockland.com/categories/primary-antibodies/ty1-antibody-200-301-W45/</a></p> <p>anti SMARCA4/BRG1 (Proteintech, 21634-1-AP) <a href="https://www.ptglab.com/products/SMARCA4-Antibody-21634-1-AP.htm">https://www.ptglab.com/products/SMARCA4-Antibody-21634-1-AP.htm</a></p> <p>Anti UTX(Merck Millipore, ABE1865) <a href="https://www.merckmillipore.com/JP/ja/product/Anti-UTX-KDM6A,MM_NF-ABE1865">https://www.merckmillipore.com/JP/ja/product/Anti-UTX-KDM6A,MM_NF-ABE1865</a></p> <p>anti RING1B (in house)</p> <p>anti PHC2 (in house)</p> <p>anti KDM2B (in house)</p> |
| Peak calling parameters | Mapping was carried out by bowtie2 with default setting. De-duplication was performed using Picardtools ( <a href="http://broadinstitute.github.io/picard">http://broadinstitute.github.io/picard</a> ). Peak calling were performed by MACS2 or DANPOS2 . Regions of H3K27me3 enrichment were identified using the dpeak function of DANPOS2(-q 40 -kw 750 -kd 1500, height_logP > 120) . PCGF1 and RING1B peaks were generated using MACS2 broad mode                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data quality            | We've visually confirmed the quality of ChIP-seq by comparing the distribution of ChIP fragments around TSS against negative control in the form of Heatmap generated by deeptools2.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Software                | <p>bowtie2 2.3.1</p> <p>samtools v1.14</p> <p>Picardtools v2.10.10</p> <p>deeptools2 v3.3.0</p> <p>pygenometracks v2.1</p> <p>danpos2 v2.1.1</p> <p>MACS2 v2.1.2</p> <p>ChIPseeker v1.24.0</p> <p>QuasR v1.28.0</p> <p>clusterprofiler v 3.16.1</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

After the harvest of the cells, the cell concentration was adjusted to under  $1 \times 10^7$  cells per 100 ml with Minimum Essential Media (MEM) (ThermoFisher 11095080) supplemented with 1% Fetal Bovine Serum (FBS) and  $\text{NaHCO}_3$ . Then, antibodies were added and incubated on ice in the dark for 30 min. Cells were washed with 1 ml MEM supplemented with 1% FBS and  $\text{NaHCO}_3$ . Precipitated cells were suspended in 1 ml ice-cold MEM supplemented with 1% FBS and  $\text{NaHCO}_3$  and filtered through a 37 mm nylon mesh and then run FACS (BDFACSAria with FACSDIVA 8.0.1 (BD) software were used when cells derived from BMT experiments were analyzed and when cells derived from in vitro culture were analyzed BDFACS Calliber was used.).

Instrument

The data was collected on a BD Aria or Calliber flow cytometer.

Software

All flow data was collected using FACSDIVA 8.0.1 (BD) and analyzed using FlowJo version 10.6.2 (BD).

Cell population abundance

Ten-thousands cells (LSK cells) and 2000 cells (LMPPs) were acquired from one mouse. The percentage of each population are indicated in the figures. Purity of the populations were validated by a post sort analysis by FACS.

Gating strategy

Total cell population was first plotted for SSC-A and FSC-A to gate cells from debris. Next, FSC-H/FSC-W and SSC-H/SSC-W were used to remove doublet cells. Regarding the boundary of the positive and negative staining cell population, we usually regarded 103 (Aria) and 101 (Calliber) as a boundary, however unlabeled controls were also used to determine the boundaries between positive and negative staining cell population. Gating strategies are provided in Extended Data Fig. 1 and Fig. 4.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: PCGF1-PRC1 links chromatin repression with DNA replication during hematopoietic cell lineage commitment
**Source:** Nat Commun. 2022 Nov 28;13:7159. doi: 10.1038/s41467-022-34856-8
**Supplement:** Supplementary file 8 — Source Data

Figure 1. b

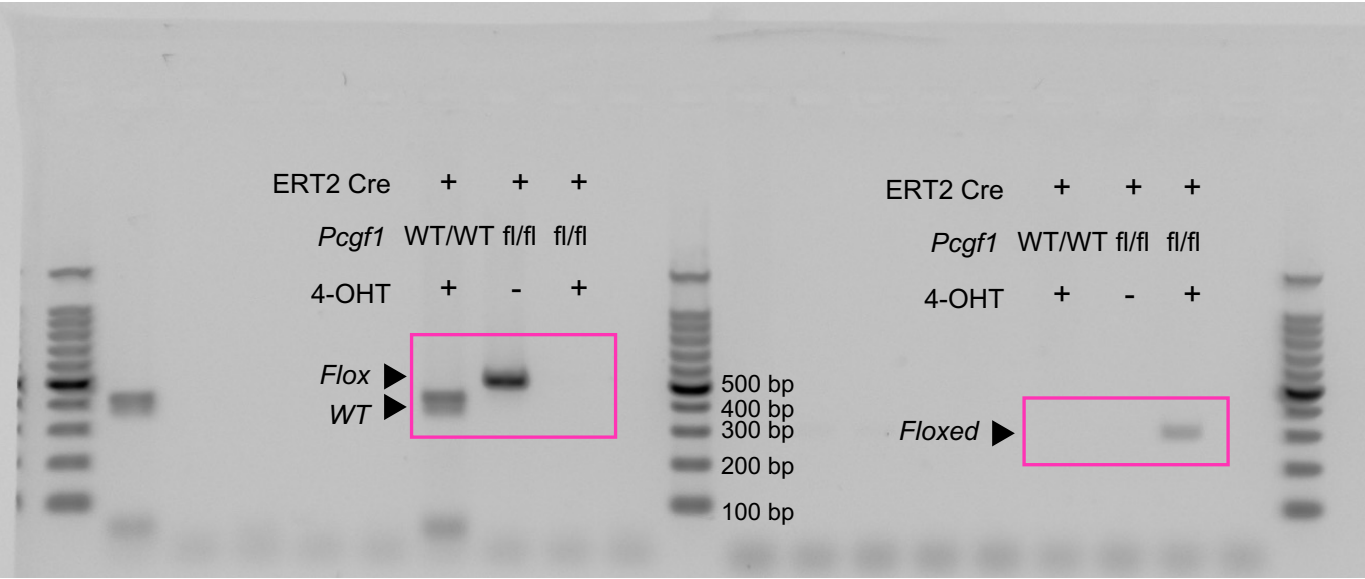

Supplementary Fig 2. i

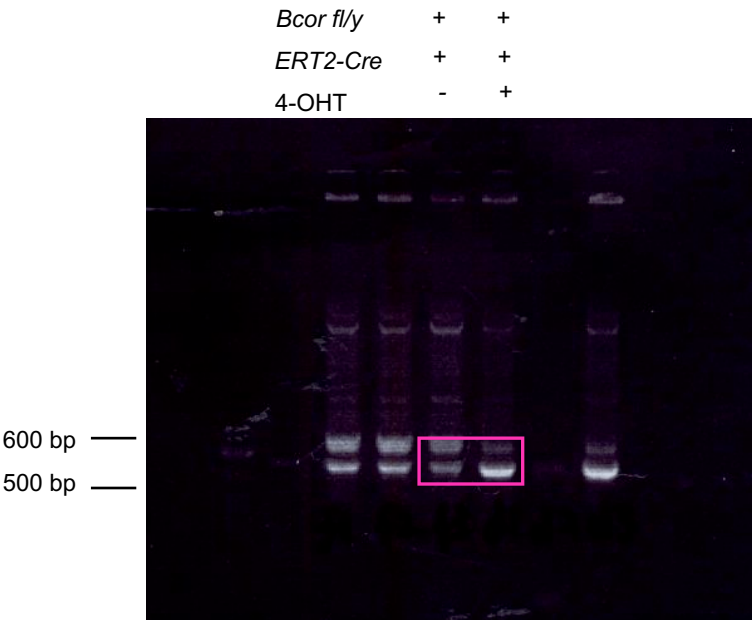

Figure 2. h

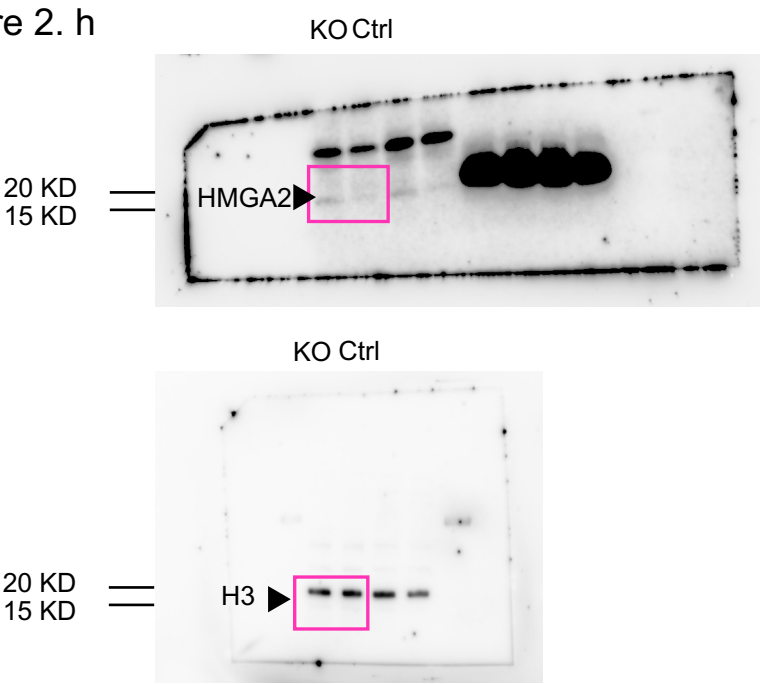

Ctl : Control  
KO : *Pcgf1*-KO

Supplementary Fig 2. b

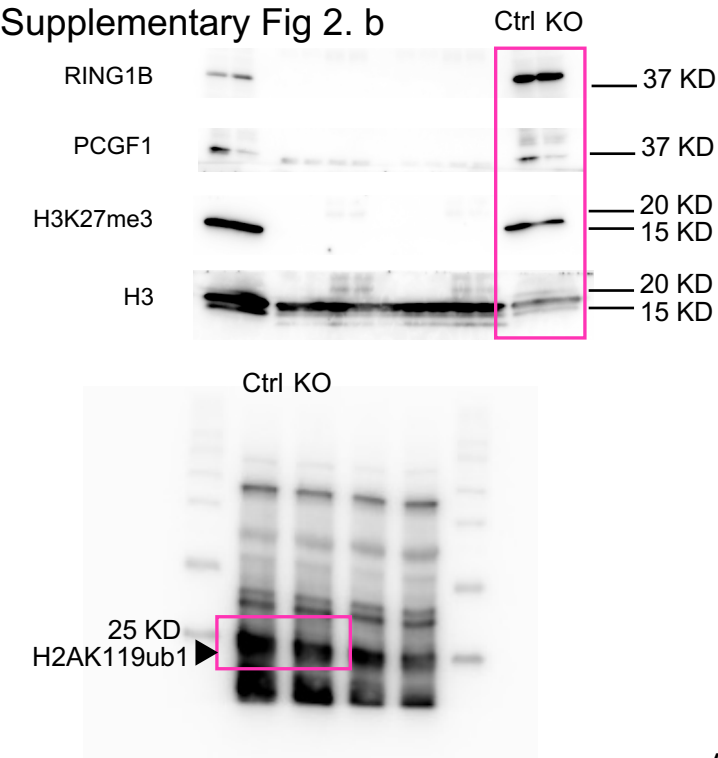

Supplementary Fig 2. j

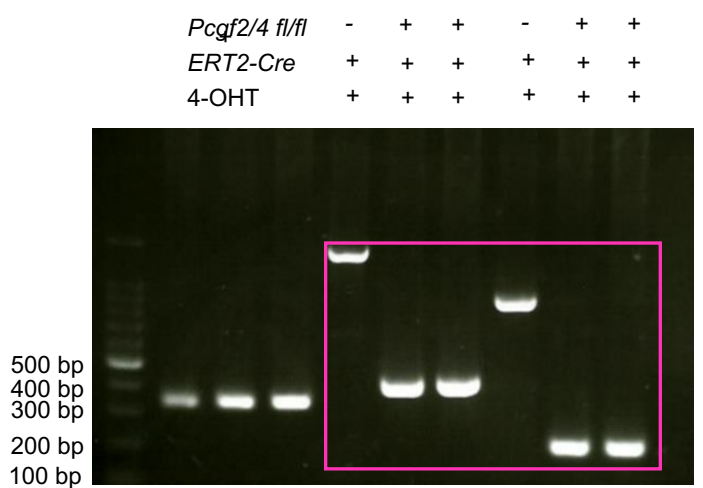

Areas shown in Figures are highlighted by pink squares.

Supplementary Fig 6. a

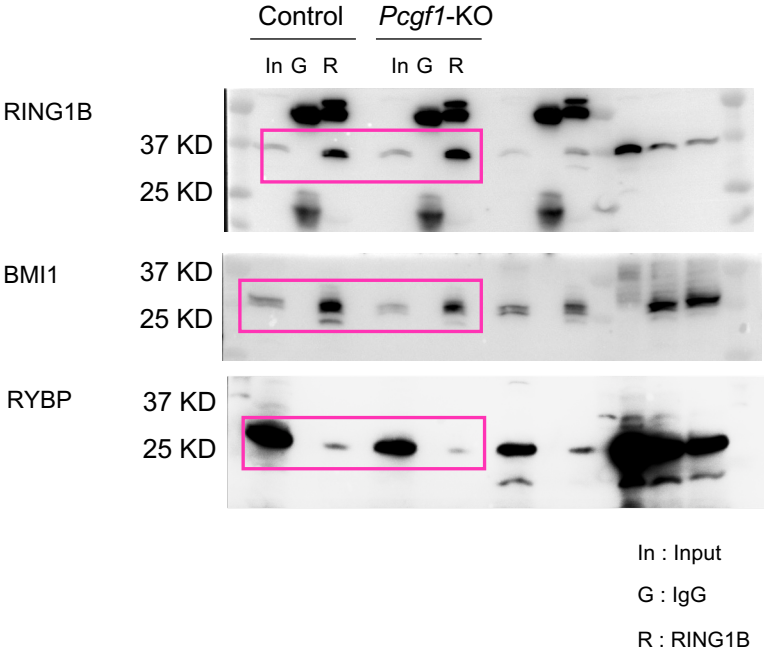

Supplementary Fig 6. b

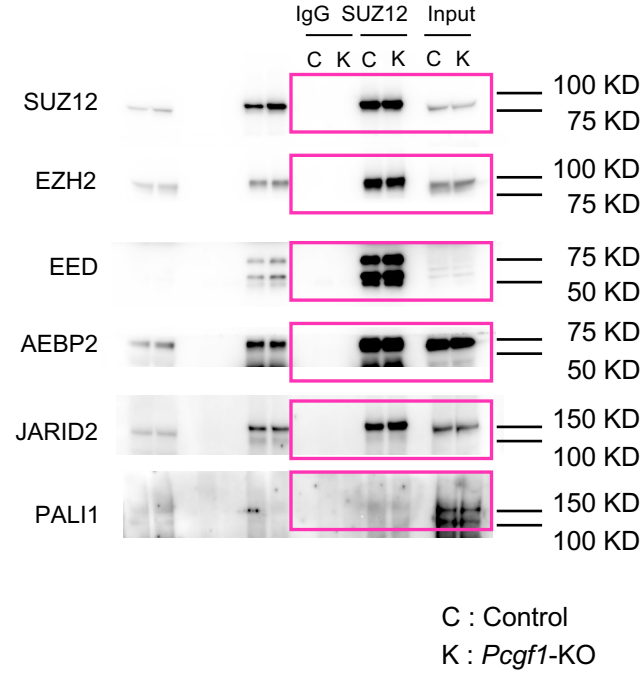

Supplementary Fig 6. d

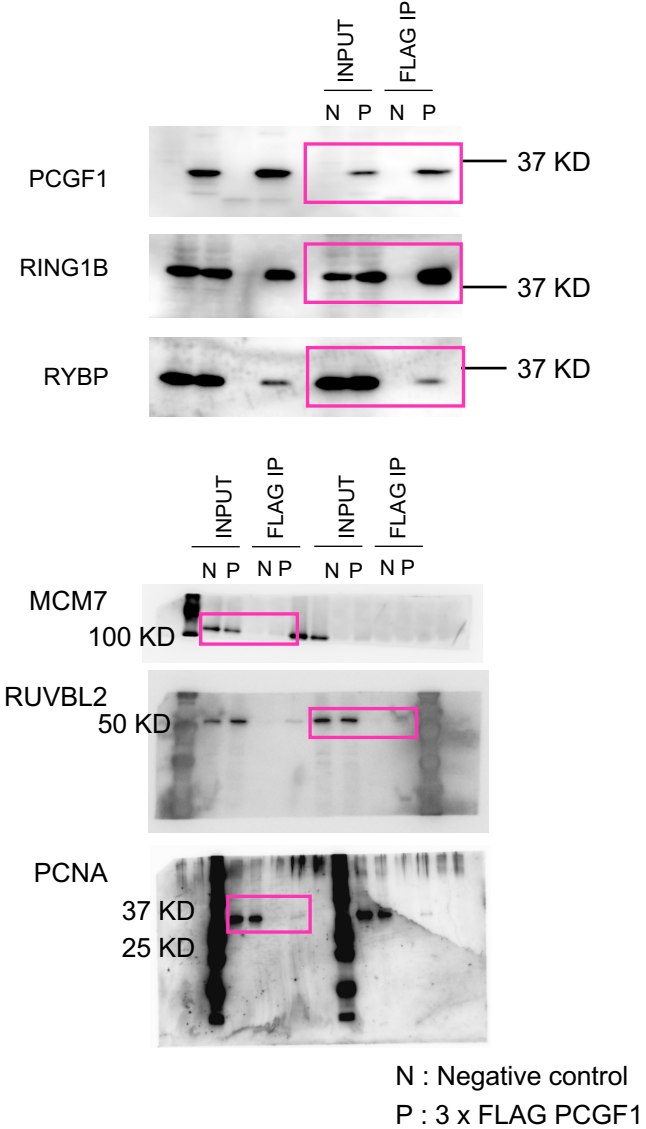

Areas shown in Figures are highlighted by pink squares.

Figure 6. e

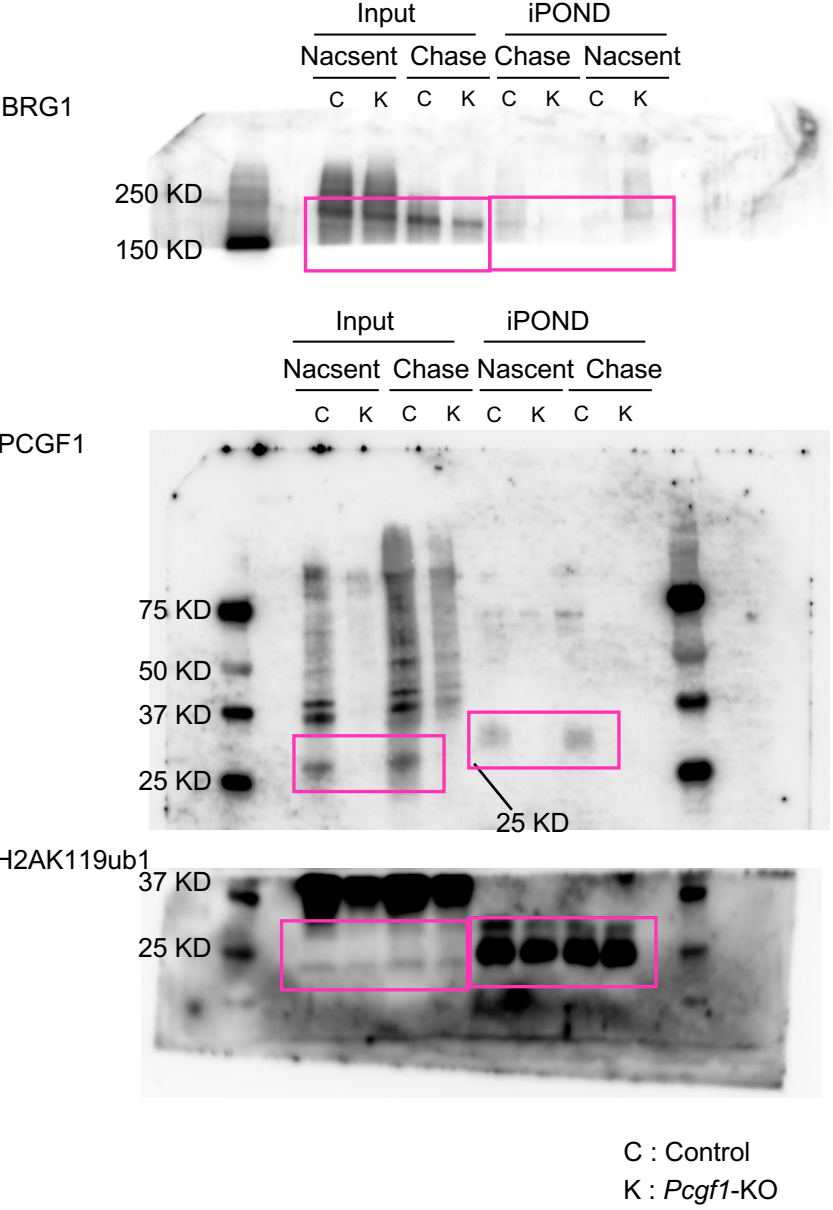

Supplementary Fig 6. f

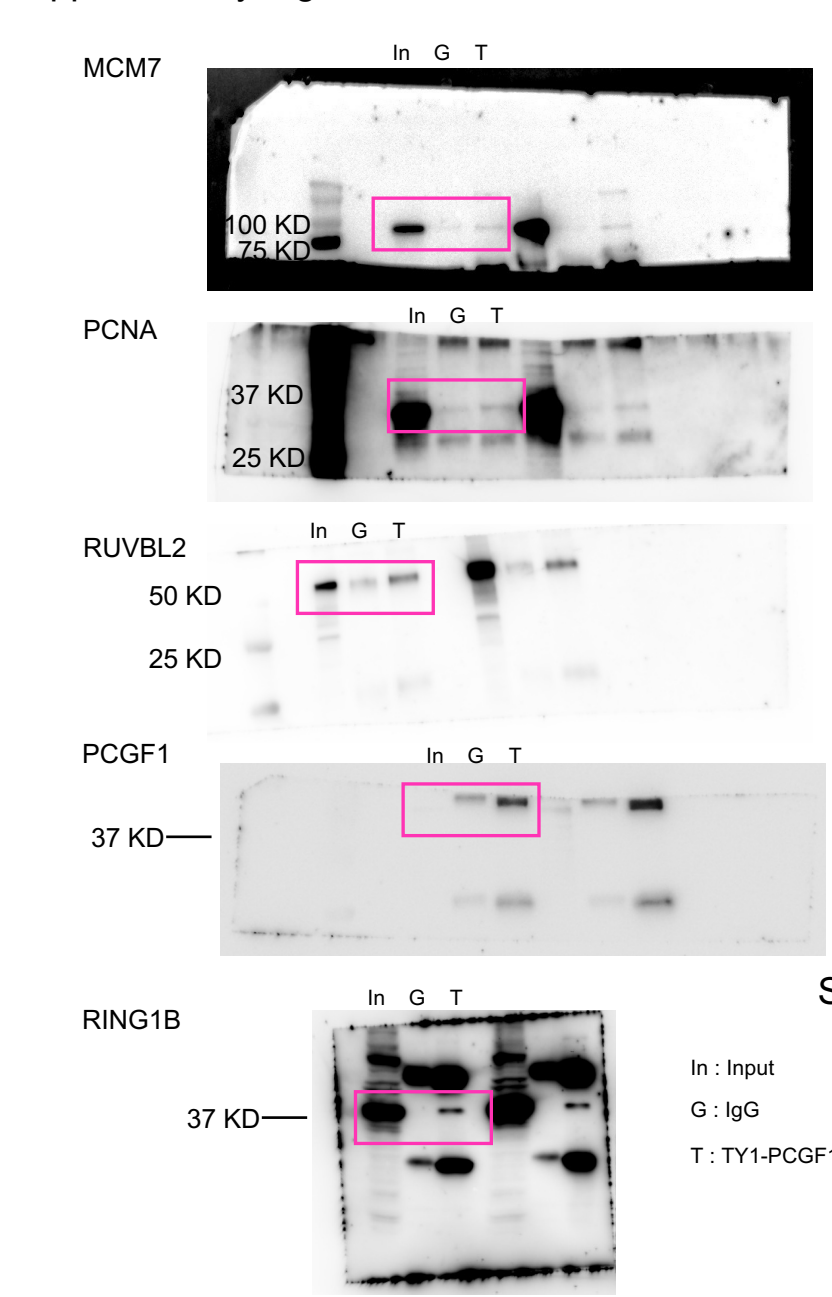

Supplementary Fig 6. h

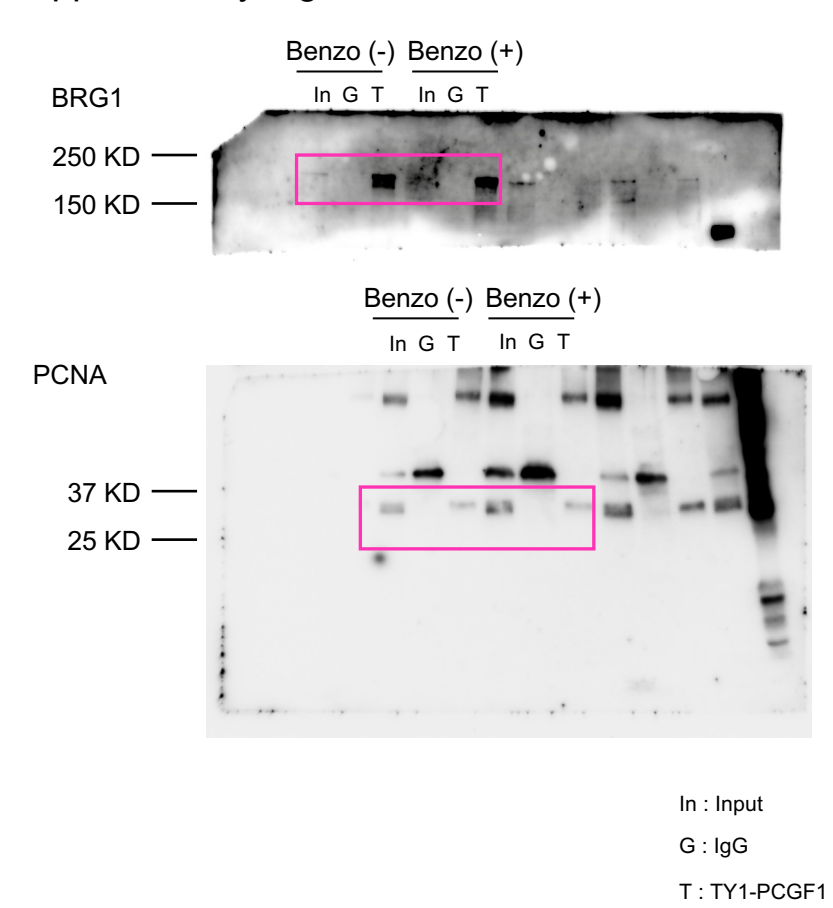

Supplementary Fig 6. j

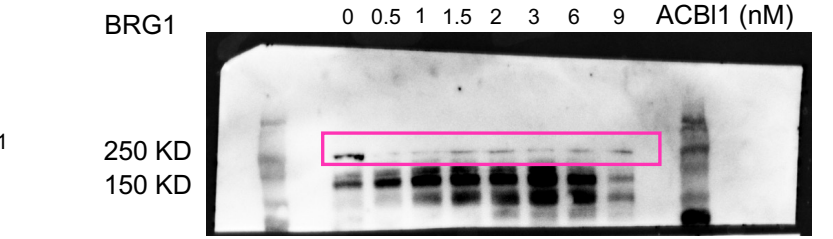

Areas shown in Figures are highlighted by pink squares.

How the deposited data were processed for this re-analysis (not part of the article)

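The data are RNA-seq libraries of 2 cell types, IdHPCs and LMPPs, with 2 control (*Pcgf1* fl/fl) and 2 *Pcgf1*-KO libraries of each, 8 in all. The paper gives treatment with 4-OHT for 4 days for the *Pcgf1*-KO cells and the LMPP controls. It does not state this for the control IdHPCs of the RNA-seq, and the controls of its BRG1 degradation experiment received EtOH. Each library's condition and replicate number come from its sample label, read beside the paper, and were not changed afterwards. The ChIP-seq, MNase-seq, single cell and mutant RNA-seq experiments of the paper were not analysed here.

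The authors made the deposited CPM values before any step described here. They isolated poly(A) RNA, sequenced it on an Illumina HiSeq, aligned the reads to mm9 with HISAT2, counted them with Rsubread and divided by the library total with edgeR. The methods name a filter on genes with a CPM below 1 across all samples, which is not applied in the deposited tables. The design had assumed a table of genes, but both tables list exons, 284716 in each, and give the same symbols in the same order. The annotation behind them and the counting of reads that overlap several exons are not stated in the paper's text. Since an exon shared by several transcripts stands in the table once for each, it also enters the authors' library total more than once. Between 26.0% and 27.7% of the reads of a library were such repeats.

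From these values, exons whose values in all libraries of the table equal those of the exon before them were counted once, and the exons of each symbol were summed. This rule was chosen after the structure of the tables was seen. A pair of neighboring exons with equal values by chance would also be merged. Every value was a whole multiple of the CPM of 1 read, which gave between 9618849 and 25302206 reads on distinct exons per library. One read was worth between 0.0287 and 0.0757 CPM, and 3 reads, taken as the floor, between 0.086 and 0.227 CPM. The methods do not say whether a read that spans exons is counted on each of them. If it is, sums over exons exceed the number of reads, and the intervals, Fisher's tests of *Pcgf1* exons and count tests, which take each count as 1 read, are too narrow. Reads without molecular identifiers are not independent molecules, so that all intervals cover counting error only.

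Each table was tested alone, since the 2 tables were normalized separately. The test was limma (version 3.58.1, in R 4.3.3) on log2(CPM + 1), with empirical Bayes moderation and a mean-variance trend, 2 libraries against 2, with the genotype as the only term. It covered genes with a CPM of 1 or more in at least 1 of the 4 libraries, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 5 lists (C1, C2, myeloid-related C1, stemness-related C1 and B cell-related genes) within each cell type. C1 and C2 came from Supplementary Data 1, and 20 C1 and 44 C2 genes were matched through a synonym. The functional lists came from the Source Data. The odds ratio of C1 among up-regulated genes used Fisher's exact test. Levels of clusters were compared by 100000 permutations of the cluster labels. Random gene lists, 10000 for each comparison, were matched on mean expression in 20 bins. Shares of *Pcgf1* reads have Wilson intervals. Exon coordinates and exon lengths are those of the NCBIM37 (mm9) annotation.

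The genes for separate report were fixed by a rule before the data were examined: genes that the paper names for an RNA measurement in *Pcgf1*-KO IdHPCs or LMPPs, subunits of PRC1, PRC2 and BRG1 that it studies, its markers of progenitors with *Cd34*, and in each cell type the 3 called genes with the largest rise and the 3 with the largest fall. Single genes described in the text were picked from these with their values known, and counts are given for the rest. Markers of stromal, mature myeloid, B and erythroid cells, 49 in all, were also fixed beforehand. *Abcg3*, *Lrrc8c* and the *Gbp* genes other than *Gbp4* and *Gbp8* were singled out after their values were seen.

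The tests were run first on simulated counts with the means and library sizes of the real libraries and 200 genes changed by a log2 fold change of 2. All 200 changed genes were recovered in both simulations, of 12007 genes for IdHPCs and 11979 for LMPPs, by limma, edgeR (version 4.0.16; quasi-likelihood test and exactTest) and DESeq2 (version 1.42.0). With limma, 10 and 9 unchanged genes were called beside them. The simulated dispersion was 0.02, and real replicates can spread more. The changed genes were drawn only from genes with a mean CPM well above the expression filter. Recovery of lower genes or of smaller changes was not simulated.

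Alternatives fixed beforehand were a pseudocount of 0.1, a filter requiring at least 2 libraries, no filter, a rescaling by the median ratio, no mean-variance trend, the replicate number as a term, each library left out, the 3 count tests on the recovered reads, camera with an estimated correlation, fry, and CPM per kb of exon for levels. Sums over all listed exons, sums without the exon at the 3′ end of each gene, and *Pcgf1* exons 2 to 7 alone were added after seeing the data. Plots were drawn with matplotlib 3.10.9, and tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.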

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

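The test for RNA of stromal cells was written down before the data were examined, and the other tests of this part were chosen after the result was seen.

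Marker genes of stromal cells rose in *Pcgf1*-KO IdHPCs. The paper reports nothing on these genes. Of the 20 markers fixed beforehand for the TSt-4 feeder cells, 18 were tested, and 18 had a positive log2 fold change, with a median of 0.99 (limma's camera with the preset correlation, unadjusted p = 2.39e-13). Each *Pcgf1*-KO library gave a median above 0 against each control, from 0.52 to 1.41. In 16 of the 18 genes both *Pcgf1*-KO libraries lay above both controls, which chance gives for 1 in 6 genes of 2 against 2 libraries. Summed over the list, the markers made up 4163 and 3509 CPM in the controls and 8415 and 6617 CPM in the *Pcgf1*-KO libraries. The most abundant of them, *Col1a1*, had 1131 and 1100 CPM in the controls and 2185 and 2386 CPM in the *Pcgf1*-KO libraries. The written condition was that the list rises and that its most abundant genes rise in both *Pcgf1*-KO libraries, without saying how many genes count as most abundant. Read over the 5 most abundant genes it was not met, since *Timp3* (332 and 208 CPM in the controls, 459 and 225 CPM in the *Pcgf1*-KO libraries) overlapped the controls. The condition used here, a camera p under 0.05 and all 4 library comparisons above 0, was set after that. *Timp3* and *Thy1* are the 2 markers that overlapped, and the rise did not pass 0.05 when camera estimated the correlation (limma, unadjusted p = 0.132) or with fry (limma, unadjusted p = 0.0713).

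A larger share of RNA from the feeder cells in the *Pcgf1*-KO libraries is a candidate explanation for the stromal markers (median 0.99), and it bears on the rise of the C1 genes, because genes that feeder cells express would rise with it. Among the up-regulated genes, 3 of 33 are stromal markers themselves and 8 of 33 (24.2%) had a mean under 1 CPM in LMPPs, against 9.77% of all tested genes (Fisher's exact test, odds ratio 2.97, p = 0.0122). Of the 18 markers, 14 had a mean under 1 CPM in LMPPs, and in LMPPs, whose sample labels also give a culture with TSt-4 cells, the markers summed to between 45.7 and 69.2 CPM per library. Most of that sum is *Pdgfrb* (35.1 and 56.9 CPM in the libraries labelled control, 35.8 and 48.8 CPM in those labelled *Pcgf1*-KO), while *Col1a1* had at most 0.23 CPM, so the sum is no measure of stromal RNA in LMPPs. Stromal RNA as the only source of the C1 rise is not excluded by these tables, since the share of C1 genes that TSt-4 cells express was not measured here. The C1 genes were divided by their LMPP level after these values were seen. The 240 C1 genes with a mean of 1 CPM or more in LMPPs still rose by a median of 0.30, above the middle 95% of random lists matched on expression (-0.04 to 0.09), and the 74 others rose by 0.62 against 0.27 to 0.56. Derepression of the C1 genes in the absence of PCGF1 stays open beside the stromal share, and so does a change of the stromal genes in the IdHPCs themselves, neither of which was tested.

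A run of neighboring *Gbp* genes fell to near 0 in *Pcgf1*-KO IdHPCs, which the paper does not report. The run lies on chromosome 5 of mm9 (NCBIM37) from 105443172 to 105772948 and holds 6 *Gbp* genes, of which 5 were tested and 5 were called down-regulated (*Gbp8*, *Gbp9*, *Gbp4*, *Gbp6* and *Gbp11*), out of 32 down-regulated genes in all. *Gbp11* had 123 and 250 reads in the controls and 0 in both *Pcgf1*-KO libraries, and *Gbp4* kept 1 read in *Pcgf1*-KO 1. More reads remained on the others in *Pcgf1*-KO 1 and 2, with 7 and 17 on *Gbp8*, 10 and 1 on *Gbp9* and 3 and 0 on *Gbp6*. These paralogs are near-identical and reads could be split between them, so the level of each single gene is uncertain. A fall of interferon-induced transcripts in general is argued against, since among the 19 other tested genes of the *Gbp*, *Irgm*, *Ifi*, *Ifih*, *Ifit* and *Stat* families the lowest log2 fold change was -0.69, that of *Gbp7*, and 0 were called; the lowest value was made the criterion after the median of these genes (-0.08, with 11 falling) had been seen. Loss of the chromosome segment in the *Pcgf1*-KO cells and a change of expression cannot be told apart. This reading was also settled after the levels of the neighboring genes were seen. The 12 tested genes within 1000 kb had a median of -0.24 and 0 were called, but *Abcg3*, which lies next to the run, went from 1.01 and 2.03 CPM in the controls to 0 CPM in both *Pcgf1*-KO libraries, and *Lrrc8c* on the other side had a log2 fold change of -1.03. A strain variant or another difference between the cells of the 2 genotypes at this run was not tested, nor was an effect of PCGF1 on it.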

How the results depend on the processing

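Unless it is said that an alternative was chosen after seeing the data, it was set before the data were examined. Each changed 1 choice, except the count tests of edgeR and DESeq2, which also brought their own normalization between libraries. Their calls therefore do not show the effect of the test alone. Where no reason is given for a change, the cause was not tested.

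The counts of called genes in IdHPCs moved most. Against 33 up-regulated and 32 down-regulated genes, there were 0 and 0 without a filter on low genes (16372 genes tested, 1996 at an unadjusted p under 0.05), 59 up-regulated with the median ratio, 77 up-regulated with edgeR's quasi-likelihood test, 466 and 163 with exactTest and 341 and 153 with DESeq2. All 33 and 32 genes were among the calls of these last 4 settings. The share of higher calls went from 50.8% to 74.1% with exactTest, 69.0% with DESeq2 and 62.1% with the quasi-likelihood test. Of the settings chosen after seeing the data, the sums over all listed exons gave 19 up-regulated genes and the sums without the exon at the 3′ end gave 0 and 3, with 9780 genes tested and 770 at an unadjusted p under 0.05.

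The replicate number as a block gave 484 up-regulated and 185 down-regulated genes in IdHPCs and 3 up-regulated genes in LMPPs. The numbers do not pair the samples by anything in the paper or the labels. Over genes, the deviations of same-numbered libraries from their group means correlated at 0.147 in IdHPCs and 0.705 in LMPPs. With the block, *Pcgf1* in IdHPCs was called (log2 fold change -1.07, adjusted p = 0.0264, limma; 0.0211 to 0.517 over its settings), and so were *Rxra*, *Tal1*, *Cd34* and *Ly6c2*. The B cell-related genes in IdHPCs (median -0.21) had an adjusted p of 0.057 from limma's camera (0.0238 to 0.625 over its settings).

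The odds ratio of C1 among up-regulated genes in IdHPCs, 3.84 with a p of 0.0515 from Fisher's exact test, was larger and past 0.05 with a pseudocount of 0.1 (4.11), the filter over 2 libraries (5.50), the median ratio (4.38), no trend (6.16), the replicate block (5.03), the quasi-likelihood test (4.50), exactTest (4.46), DESeq2 (4.28) and all listed exons, chosen after seeing the data (7.02). Without a filter, and without the exon at the 3′ end, no gene was up-regulated and there is no odds ratio. In LMPPs there are 0 up-regulated genes by the labels, so neither the odds ratio nor the shares of up-regulated genes higher in *Pcgf1*-KO IdHPCs have a value, and with the block 0 of 3 were C1 genes. Leaving out a library leaves an arm of 1 library, so there are no counts, odds ratios or shares for it.

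In IdHPCs the medians of C1 (0.41), myeloid-related C1 (0.39), stemness-related C1 (0.41) and B cell-related genes (-0.21) are the same under camera with an estimated correlation and under fry, and none of these lists passed 0.05 there (limma, adjusted p from 0.219 to 0.625). Without a filter the stemness-related C1 median was 0.22 and not past the threshold. Without the exon at the 3′ end, chosen after seeing the data, the myeloid-related C1 median was 0.17 and the stemness-related 0.15, neither past the threshold, and the C1 median was 0.21 (231 genes) and past it. Without a filter the C1 median was 0.20, over 443 C1 genes in place of 314, and past the threshold. Over the other settings tried the C1 median kept its direction and its call. *Pcgf1* exons 2 to 7 alone, also chosen after seeing the data, gave -1.99 in IdHPCs, past the threshold.

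Signs changed for values close to 0 in LMPPs, by the labels. *Pcgf1* (0.08) was -0.0933 with the quasi-likelihood test, -0.11 with exactTest, -0.11 with DESeq2 and -0.11 over exons 2 to 7. The myeloid-related C1 median (0.01) was -0.0119 without a filter, -0.0136 with all listed exons and -0.0232 without the exon at the 3′ end, where the C2 median was 0.0012 and the stemness-related C1 median 0.069. The B cell-related median (0.0011) was -2.85e-04 with the filter over 2 libraries and without a filter. *Ly6c2* was -0.0445 and *Kit* -0.0014 with the quasi-likelihood test.

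Across the 4 fits that each left out 1 library, the IdHPC medians ran from 0.28 to 0.49 for C1, from -0.13 to 0.11 for C2, from 0.17 to 0.48 for myeloid-related C1, from 0.0576 to 0.65 for stemness-related C1 and from -0.40 to 0.04 for B cell-related genes. The myeloid-related C1 median was 0.17 without *Pcgf1*-KO 1, the stemness-related 0.0576 without control 1, 0.24 without *Pcgf1*-KO 1 and 0.65 without control 2, and the B cell-related median was -0.36 without control 1, -0.40 without *Pcgf1*-KO 1 and turned to 0.04 without *Pcgf1*-KO 2. The C2 median was above 0 without control 2 (0.01) or *Pcgf1*-KO 2 (0.11) and lower without control 1 (-0.10) or *Pcgf1*-KO 1 (-0.13). In LMPPs they ran from -0.24 to 0.17 for C1, from -0.13 to 0.0921 for C2, from -0.22 to 0.18 for myeloid-related C1, from -0.42 to 0.31 for stemness-related C1 and from -0.08 to 0.09 for B cell-related genes. The C1, myeloid-related and stemness-related medians were below 0 without control 1 or *Pcgf1*-KO 2 and above 0 without control 2 or *Pcgf1*-KO 1, so that each follows the library left out. The difference between C1 and C2 in the controls ran from -2.2 to -2.198 in IdHPCs and from -1.965 to -1.659 in LMPPs with 1 control left out. *Pcgf1* ran from -1.31 to -0.82 in IdHPCs and from -0.96 (without control 2) to 1.11 (without control 1) in LMPPs. Of the single genes recomputed under the alternatives, some of which, such as *Kit*, are described only here, in IdHPCs *Flt3* turned to 0.06 and *Ebf1* to 0.38 without control 2, *Ebf1* to 0.08 without *Pcgf1*-KO 1, and *Kit* to -0.16 without control 1, within ranges of -0.50 to 0.06, -0.72 to 0.38 and -0.16 to 0.62. Without control 2, *Rxra* was 0.71 (range 0.71 to 1.47) and *Rb1* -0.52 (range -1.10 to -0.52), and *Cdkn2a* was 0.77 without *Pcgf1*-KO 1 and 0.18 without *Pcgf1*-KO 2. In LMPPs the sign changed with the library left out for *Hmga2* (-0.87 to 0.74), *Rxra* (-0.43 to 0.74), *Tal1* (-0.46 to 0.23), *Ly6c2* (-0.80 to 0.97), *Kit* (-0.35 to 0.40), *Flt3* (-0.11 to 0.16), *Runx3* (-0.09 to 0.14) and *Cd34* (-0.05 to 0.10). In the 4 settings that kept all libraries and were run for these genes (the pseudocount of 0.1, the median ratio, the block and the quasi-likelihood test), 98 of their values kept direction and call, 4 passed the threshold (with the block) and 2 reversed (*Ly6c2* and *Kit* in LMPPs). In LMPPs the depth, with 20 and 24 *Pcgf1* reads in 2 libraries, limits a remaining share on the deleted exons only to 16.1% and 13.8% (upper bounds of the Wilson intervals).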

Differences from the paper's values

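The paper reports 323 up-regulated and 72 down-regulated genes in *Pcgf1*-KO IdHPCs, and limma with Benjamini-Hochberg adjustment gave 33 and 32. Among the alternatives set before the data were examined, the up-regulated count came within 1.5 times the paper's with edgeR's exactTest (466), which is the test the paper's methods name, with DESeq2 (341) and with the replicate number as a block (484). It did not with the pseudocount of 0.1 (31), the filter over 2 libraries (25), no filter (0, with 1996 genes at an unadjusted p under 0.05), the median ratio (59), no trend (29) or edgeR's quasi-likelihood test (77). None of the alternatives set before the data were examined closed the gap for the down-regulated genes, which numbered 33, 29, 0, 45, 27 and 47 under the latter settings in the same order, 163 with exactTest, 153 with DESeq2 and 185 with the block. Neither did the sums over all listed exons (19 up-regulated and 25 down-regulated) or without the exon at the 3′ end (0 and 3), both chosen after seeing the values.

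For C1 in IdHPCs, about 25 up-regulated genes stand in Supplementary Fig. 2j of the paper, read by eye, against 3 here, and DESeq2 (32) closed the gap, while exactTest (44), the block (50), the quasi-likelihood test (8) and the other alternatives set before the data were examined did not. For C2, the paper has about 15 up-regulated genes in Supplementary Fig. 2j, read by eye, against 1 here, and the block (21), exactTest (22) and DESeq2 (17) closed the gap, while the other alternatives set before the data were examined did not. The paper has about 12 down-regulated C2 genes in Supplementary Fig. 2j, read by eye, against 5 here. None of the alternatives set before the data were examined closed that gap, from 0 without a filter, 7 with the median ratio or the quasi-likelihood test, to 21 with DESeq2, 22 with exactTest and 23 with the block.

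In LMPPs the paper reports 893 up-regulated genes, about 640 down-regulated genes (Supplementary Fig. 5b, read by eye) and 74 up-regulated C1 genes, and by the labels of the libraries all 3 counts were 0 (2 genes, 0 of them in C1, at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed these gaps, the largest count being 3 up-regulated genes with the block. A comparison of the libraries numbered 2 with those numbered 1, without regard to the labelled genotype, was run as 1 of the 3 possible splits of the 4 libraries and was chosen after seeing the values. It gave 1229 higher and 860 lower genes with limma and Benjamini-Hochberg adjustment, with 110 higher C1 genes, each within 1.5 times the paper's count. With exactTest, the paper's test, it gave 1559 higher and 1029 lower genes, both more than 1.5 times the paper's counts.

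The paper states that *Pcgf1* expression was reduced in *Pcgf1*-KO LMPPs, and by the labels the log2 fold change was 0.08. It states that C1 genes, with myeloid- and stemness-related genes among them, rose in *Pcgf1*-KO LMPPs, and by the labels the medians were -0.02, 0.01 and -0.01; in the split by replicate number, chosen after seeing the values, the C1 median was 0.34. It describes the B cell-related genes of IdHPCs as not sensitive to PCGF1 depletion, and their median here was -0.21 with an adjusted p of 0.0436 from limma's camera with Benjamini-Hochberg adjustment; with an estimated correlation (adjusted p = 0.625), with fry (0.558) and with the block (0.057) the list was not called, and over all settings the adjusted p lay between 0.0238 and 0.625. For the reduction of *Pcgf1* by 4-OHT in IdHPCs, which the paper calls significant by immunoblot, limma over the whole gene gave an adjusted p of 0.125; it passed 0.05 with the block (0.0264) and over exons 2 to 7 alone, chosen after seeing the values (0.0211), and lay between 0.0211 and 0.517 over all settings. *Rxra* rose in IdHPCs by 1.09 without passing the threshold over all genes, and passed it with the block (adjusted p = 0.0219, limma; 0.0219 to 0.172 over its settings), as did *Tal1* (adjusted p = 0.0487, limma; 0.0487 to 0.188).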

Other observations

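The tests of low expression were written down before the data were examined, and the other tests of this part were chosen after the result was seen. For LMPPs the same tests had been planned for a rise of the C1 genes, and by the labels there was no such rise to explain: the C1 median of -0.02 lay within the middle 95% of its random lists (-0.02 to 0.01), and the stromal markers are given below.

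In LMPPs the reads on the deleted *Pcgf1* exons follow the replicate number of the libraries and not their labelled genotype. Incomplete deletion in the library labelled *Pcgf1*-KO 1, with all labels right, is argued against by the library labelled control 2, which had 0 of 20 reads on exons 2 to 7 where the share of the IdHPC controls predicts 48.2 reads beside its other exons (Fisher's exact test, 2-sided, p = 5.64e-11). A batch by replicate number, with all labels right, is argued against because a batch does not remove exons 2 to 7 and leave the reads on the others. The difference in this share between the libraries labelled control 1 and control 2 (Fisher's exact test, 2-sided, p = 2.24e-11) is the observation itself, and its p is no separate evidence. An exchange of the labels of control 2 and *Pcgf1*-KO 1 is a candidate explanation. If it held, genes higher in the libraries numbered 2 would more often be higher in *Pcgf1*-KO IdHPCs. Of the 1060 genes that were called higher in the libraries numbered 2 and tested in IdHPCs, 671 (63.3%) were higher in *Pcgf1*-KO IdHPCs, against 46.7% of the other genes (Fisher's exact test, 2-sided, p = 6.87e-25). For C1 genes the shares were 83 of 96 (86.5%) against 60.0% (Fisher's exact test, 2-sided, p = 5.38e-06). The *Pcgf1* tests take each count on an exon as 1 read, and a read that spans exons is counted on each of them if the authors' counting allowed it, which is not stated. Genes are the units of the other tests, they are not independent, and the split was defined by the replicate number in the labels. With 2 libraries per group, a difference between the cultures numbered 1 and 2 other than the deletion is confounded with it and was not tested.

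All 3 splits of the 4 libraries into 2 against 2 were fitted in each cell type (limma with Benjamini-Hochberg adjustment, adjusted p under 0.05). In LMPPs the libraries numbered 2 against those numbered 1 gave 2089 called genes (3576 at an unadjusted p under 0.05), with *Pcgf1* at a log2 fold change of -1.76 (adjusted p = 2.75e-04) and 110 C1 genes higher and 19 lower. The labelled genotypes gave 0 (2 at an unadjusted p under 0.05), and the remaining split gave 0 (473 at an unadjusted p under 0.05). In IdHPCs the labelled genotypes gave 65, and the other 2 splits gave 0 each (246 at an unadjusted p under 0.05 by replicate number and 54 for the remaining split). The remaining split sets control 2 and *Pcgf1*-KO 1 against the others. There, camera with the preset correlation gave p = 0.0029 for C1 (median 0.18) and 1.1e-06 for C2 (median 0.20), unadjusted. By replicate number its p was 0.463 for C1 and 0.125 for C2. A small p from this test thus arose without a difference of genotype.

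The rise of the C1 genes in *Pcgf1*-KO IdHPCs was set against low expression as its cause, because genes of this level rose on average whatever their cluster. The C1 median of 0.41 lay above the middle 95% of 10000 random lists matched on mean expression, whose upper bound was 0.13, which argues against it. The myeloid-related C1 median of 0.39 lay above its upper bound of 0.32, but the stemness-related C1 median of 0.41 lay within its own range (-0.26 to 0.43), and the B cell-related median of -0.21 lay below its range (-0.18 to 0.13). The 3′ coverage of *Pcgf1*-KO 2 as the cause is argued against by the fit without that library, where the C1 median was 0.49 against a range of 0.02 to 0.13 for random lists. Without the exon at the 3′ end, chosen after seeing the data, the C1 median was 0.21, over 231 C1 genes in place of 314; the same genes were not compared with and without that exon. RNA of the feeder cells remains open beside derepression, as given above for the stromal markers.

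Reads remain on exons 2 to 7 in *Pcgf1*-KO IdHPCs, 30 beside 124 on the other exons, while the controls have 366 beside 152. The ratio in *Pcgf1*-KO IdHPCs is thus 10.05% of the ratio in the controls. Feeder cells with an intact *Pcgf1* and IdHPCs that escaped deletion cannot be told apart as the source, since the deposited values do not give the share of stromal RNA or the *Pcgf1* level of TSt-4 cells.

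The marker lists of other cell types gave these medians. In IdHPCs the 3 tested mature myeloid markers had a median log2 fold change of 0.36 (limma's camera, unadjusted p = 0.441), the 8 B cell markers 0.02 (limma's camera, unadjusted p = 0.456) and the 1 erythroid marker 0.25 (limma, unadjusted p = 0.595). In LMPPs, by the labels, the 7 stromal markers had a median of -0.09 (limma's camera, unadjusted p = 0.372), the 8 mature myeloid markers 0.01 (limma's camera, unadjusted p = 0.263), and the 3 B cell markers -0.18 (limma's camera, unadjusted p = 0.0138; with an estimated correlation, limma, unadjusted p = 0.237), with medians per library from -0.74 to 0.09. Of the erythroid markers, *Hbb-b1* and *Hbb-b2* had identical values in each LMPP library and are 1 measurement, with a log2 fold change of 0.42, and *Epor* had 0.46; in both the labelled groups overlapped, and no test of this list is given.

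The fold changes of the paper's Source Data were compared with the log2 fold changes computed here, as Pearson correlations across genes, which are not independent replicates. Those of Fig. 2e and the IdHPC values by label correlated at 0.918 over 51 myeloid-related genes, 0.744 over 30 B cell-related genes and 0.339 over 35 stemness-related genes. The stemness-related values of Fig. 2e correlated at 0.720 over 38 genes with the LMPP libraries numbered 2 minus those numbered 1, and at -0.23 with LMPPs by label. For the myeloid-related values of Fig. 2e the same correlations were 0.227 and -0.07 over 48 genes. For the B cell-related values they were -0.03 and 0.06 over 29 genes. The myeloid-related values of Fig. 5b correlated at 0.472 over 49 genes with the libraries numbered 2 minus those numbered 1, and at 0.0168 with LMPPs by label. With IdHPCs by label these values of Fig. 5b correlated at 0.305 over 46 genes.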
